# ARID1A regulates DNA repair through chromatin organization and its deficiency triggers DNA damage-mediated anti-tumor immune response

**DOI:** 10.1093/nar/gkae233

**Published:** 2024-04-08

**Authors:** Ali Bakr, Giuditta Della Corte, Olivera Veselinov, Simge Kelekçi, Mei-Ju May Chen, Yu-Yu Lin, Gianluca Sigismondo, Marika Iacovone, Alice Cross, Rabail Syed, Yunhee Jeong, Etienne Sollier, Chun- Shan Liu, Pavlo Lutsik, Jeroen Krijgsveld, Dieter Weichenhan, Christoph Plass, Odilia Popanda, Peter Schmezer

## Abstract

AT-rich interaction domain protein 1A (ARID1A), a SWI/SNF chromatin remodeling complex subunit, is frequently mutated across various cancer entities. Loss of ARID1A leads to DNA repair defects. Here, we show that ARID1A plays epigenetic roles to promote both DNA double-strand breaks (DSBs) repair pathways, non-homologous end-joining (NHEJ) and homologous recombination (HR). ARID1A is accumulated at DSBs after DNA damage and regulates chromatin loops formation by recruiting RAD21 and CTCF to DSBs. Simultaneously, ARID1A facilitates transcription silencing at DSBs in transcriptionally active chromatin by recruiting HDAC1 and RSF1 to control the distribution of activating histone marks, chromatin accessibility, and eviction of RNAPII. ARID1A depletion resulted in enhanced accumulation of micronuclei, activation of cGAS-STING pathway, and an increased expression of immunomodulatory cytokines upon ionizing radiation. Furthermore, low ARID1A expression in cancer patients receiving radiotherapy was associated with higher infiltration of several immune cells. The high mutation rate of ARID1A in various cancer types highlights its clinical relevance as a promising biomarker that correlates with the level of immune regulatory cytokines and estimates the levels of tumor-infiltrating immune cells, which can predict the response to the combination of radio- and immunotherapy.

## Introduction

Double-strand breaks (DSBs) are widely acknowledged as the most genotoxic form of DNA damage (1). The DNA damage response (DDR) signaling pathway is activated in order to promote recruitment and activation of the key players involved in repair. DSBs are repaired via two main pathways, non-homologous end-joining (NHEJ) and homologous recombination (HR). (2,3). The induction of DSBs stimulates several changes in the chromatin environment, mediated by epigenetic enzymes catalyzing the modifications of several histones. This results in spreading and amplifying the damage signals as well as promoting the recruitment of DNA repair complexes at the DSBs (4–10). Several chromatin remodeling factors such as Switch/sucrose non-fermentable complex (SWI/SNF), Imitation SWItch complex (ISWI), PARP1, CHD2 and INO80 complex were reported to mediate histone modifications and nucleosome disassembly leading to chromatin relaxation to facilitate DNA repair (11–16). SWI/SNF chromatin-remodeling complexes, also known as BRG1/BRM-associated factor (BAF) complexes, regulate nucleosome positioning in an ATP-dependent manner (17,18). Three subfamilies of SWI/SNF complexes exist in mammalian cells: canonical BAF (cBAF) (19,20), polybromo-associated BAF (PBAF) (21,22), and non-canonical BAF (ncBAF) (23–25). The three complexes share common core subunits, including SMARCC1, SMARCC2, SMARCD1, and one of the two ATPases SMARCA4 or SMARCA2 (referred to as BRG1 or BRM, respectively). The distinctive subunits unique to each of the complexes confer their individual identities (26,27).

The AT-rich interaction domain protein 1A (ARID1A) or (BAF250a) is the largest subunit of the SWI/SNF complex (cBAF complex) and has a DNA-binding domain. ARID1A has a high loss of function mutation rate in many cancers (27–30). ARID1A mutations can lead to cancer phenotypes as shown with colon cancer in mice (31), which suggests a tumor suppressive function of ARID1A. Several reports showed that ARID1A, along with the ATPase SWI/SNF subunit SMARCA4 (BRG1), is recruited to DSBs to facilitate DNA repair (32–34). In which DSB repair pathway ARID1A is involved, remains controversial. While a study reported that ARID1A deletion leads to delayed recruitment of NHEJ proteins and a decrease in NHEJ activity (35), another study demonstrated that ARID1A is recruited to enable end processing to produce RPA-coated single-stranded DNA, thus maintaining ATR activation and HR activity (36).

Despite the growing body of evidence, showing that ARID1A promotes DSB repair, it is not yet fully understood by which mechanisms ARID1A is involved in the regulation of each DSB repair pathway, in particular, NHEJ and HR. Moreover, ARID1A is a well-known chromatin remodeler which contributes to the chromatin organization, but this role has not yet been investigated in the context of DSB repair.

DNA repair deficiency and genomic instability leads to accumulation of cytosolic DNA and formation of micronuclei. Subsequently, this promotes the activation of the cytosolic DNA sensing cyclic GMP-AMP synthase/stimulator of interferon genes (cGAS/STING) signaling pathway in cancer cells (37). This leads to the phosphorylation of TANK-binding kinase 1 (TBK1) and interferon regulatory factor 3 (IRF3), induces a type I interferon response and, thus, produces immunomodulatory cytokines and chemokines (38,39). These molecules enhance the migration of immune cells in cancer, particularly macrophages, and regulate anti-tumor immune response (40,41). Furthermore, the immune checkpoint inhibitors' (ICI) therapeutic effects were reported to be dependent on the cGAS/STING pathway (42,43). Given the high mutation rate of ARID1A in several cancers, it is of clinical importance to know whether ARID1A loss correlates with the accumulation of unrepaired DNA damage, the level of immune regulatory cytokines, and the levels of tumor-infiltrating immune cells. This will help to stratify the cancer patients and define who will benefit from a combination of DNA damaging therapy and immunotherapy, which is still unmet medical need.

Here, we show that ARID1A is a potential epigenetic regulator of both DSB repair pathways, NHEJ and HR. It regulates the formation chromatin loops necessary for efficient γH2AX *foci* formation at DSB sites. Simultaneously, ARID1A is involved in the regulation of transcription repression at DSBs within active transcribed regions. ARID1A loss promotes the accumulation of micronuclei, activation of cGAS-STING pathway and an increased expression of immunomodulatory cytokines and chemokines upon ionizing radiation (IR) treatment. The high mutation rate of ARID1A in various cancer types highlights its clinical relevance as a promising biomarker for further therapeutic studies.

## Materials and methods

### Key resources

#### Reagents

Protease inhibitor cocktail (Roche Diagnostics, Cat#11836170001). Phosphatase inhibitor cocktail (Roche Diagnostics, Cat#04906837001). Vectashield Antifade mounting medium (Vector Laboratories, Cat#H-1000). BisBenzamide H33342 trihydrochloride (Sigma, Cat#B2261). Crystal violet (Merck, Cat# C-0775). Puromycin (Merck, Cat# P8833). Geneticin disulfate (G418) (Roth, Cat#2039.3). Penicillin-Streptomycin (Sigma, Cat#P0781). Novex ECL HRP Chemiluminescent Kit (Invitrogen, Cat#WP20005). High sensitivity HRP Chemiluminescent Kit (Merck, Cat#WBKLS0500). PVDF membrane (Thermo Fisher, Cat#88520). Magna ChIP Protein A magnetic beads (Merck, Cat#16-661). ChIP-Grade Protein G magnetic beads (Cell Signaling, Cat#9006S). Agencourt AMPure XP (Beckman Coulter, Cat#A63880). SuperScript™ III First-Strand Synthesis (Thermofisher, Cat#18080-051). PrimaQUANT™ SYBR green kit (Steinbrenner Laborsysteme, Cat#SL-9902). MinElute PCR Purification kit (Qiagen, Cat#28006). Lipofectamine DharmaFECT 1 (Dharmacoon, Cat# T-2001-03). TransIT-LT1 (Mirus Bio, Cat#MIR 2300). pCBASceI (Addgene, Cat#26477). Q5 high-fidelity DNA polymerase (NEB, Cat#M0491S). Neon™ Transfection System (Thermo Fisher, Cat#MPK10025). Alt-R® CRISPR-Cas9 crRNA (IDT technologies). Alt-R® CRISPR-Cas9 tracrRNA (IDT technologies). Tagment DNA TDE1 Enzyme and Buffer Kit (Illumina, Cat# 20034198). Agilent High Sensitivity D1000 ScreenTape Agilent High Sensitivity D1000 Reagents (Agilent, Cat#5067-5585).

#### Antibodies

Rabbit-anti-ARID1A (Cell Signaling, Cat#12354), Rabbit-anti-ARID1A (Abcam, Cat#ab182560). Mouse-anti-beta-Actin (Santa Cruz, Cat#sc-47778). Mouse-anti-Vinculin (Santa Cruz, Cat#sc-25336). Mouse-anti-phospho-Histone H2A.X (S139) (Merck, Cat#05-636). Rabbit-anti-phospho-Histone H2A.X (S139) (Abcam, Cat# ab2893). Rabbit-anti-XRCC4 (Abcam, Cat#ab213729). Rabbit-anti-BRCA1 (Abcam, Cat#ab9141). Rabbit-anti-RAD21 (Abcam, Cat#ab992). Mouse-anti-Histone H2B (Abcam, Cat#ab52484). Rabbit-anti-CtIP (Abcam, Cat#70163). Rabbit-anti-CTCF (Abcam, Cat#ab128873). Rabbit-anti-HDAC1 (Abcam, Cat#ab1767). Rabbit-anti-pS2-PolII (Abcam, Cat#ab5095). Rabbit-anti-SA1 (Abcam, Cat#ab4457). Rabbit-anti-IRF3 (Abcam, Cat#ab76409). Rabbit-anti-pS386-IRF3 (Abcam, Cat#ab76493). Rabbit-anti-H3K27ac (Abcam, Cat#ab4729). Rabbit-anti-H2AK118ac (PTM BIO, Cat#PTM-173). Rabbit-anti-H2AK119ub (Cell Signaling, Cat#8240S). Mouse-anti-Flag-HRP (Sigma, Cat#A8592). Mouse-anti-IgG (Santa Cruz, Cat#sc-2025). Goat-anti-mouse IgG-HRP (Cell Signaling, Cat#7076P2). Goat-anti-rabbit IgG-HRP (Cell Signaling, Cat#7074S). Goat-anti-mouse IgG-AlexaFluor 594 (Molecular Probes, Cat#A11005). Goat-anti-rabbit IgG-AlexaFluor 488 (Molecular Probes, Cat#A11008). Mouse -anti-dsDNA (Abcam, Cat#ab27156). Rabbit -anti-cGAS (Cell Signaling, Cat#79978S)

#### Laboratory instruments

FACSCanto™ II Flow Cytometer (BD, Cat#338960). Agilent 4150 TapeStation system (Agilent, Cat#G2992AA). Amersham Imager 680 (GE Healthcare, Cat#29270769). Axioplan 2 imaging microscope (Zeiss). LightCycler® 480 (Roche, Cat#05015243001). microTUBE AFA Fiber Pre-Slit Snap-Cap (Covaris, Cat#80606). M220 Focused-ultrasonicator (Covaris). Gammacell® 40 Exactor (Theatronics). Thermocycler (Eppendorf).

#### Biological resources

AID-DIvA cells (originally U2OS cells integrated with AsiSI- expressing vector) were cultured as in (44,45). Upon addition of 4-hydroxytamoxifen to the culture medium, the AsiSI enzyme is localized to the nucleus and generates several DSBs in the genome. U2OS-EJ5 and U2OS-DR were cultured as in (46). MDA-MB-231 (ATCC Cat# HTB-26, RRID:CVCL_0062) were cultured in Dulbecco's modified Eagle's medium (DMEM) supplemented with 10% (vol/vol) fetal bovine serum (BioChrom), 100 U/ml penicillin, 100 μg/ml streptomycin (Sigma-Aldrich). Cells were maintained in a humidified incubator with an atmosphere of 5% CO2 at 37°C. AID-DIvA cells were kindly provided by Dr G. Legube (University of Toulouse, France) and U2OS-EJ5 and U2OS-DR were kindly provided by Dr G. Stark (City of Hope center, USA). Cells were routinely tested to be mycoplasma-free. Competent *E*. *coli* DH5α were used for transformations.

### siRNA and plasmid transfection

A set of four siGENOME upgrade siRNAs were obtained from Dharmacoon (Supplementary Table S1), pooled together and transfected using Lipofectamine DharmaFECT1 (Dharmacon) according to the manufacturer's protocol. Plasmid transfections were carried out using TransITLT1 (Mirus Bio) according to the manufacturer's protocol. Plasmids were transfected 48h after siRNA treatment.

### Generation of ARID1A-knockout cells

Two separate CRISPR guide RNA sequences (crRNA#1: 5ʹ-TATGGGTTAGTCCCGCCATA-3ʹ and crRNA#2: 5ʹ-CGGTACCCGATGACCATGCA-3ʹ) targeting the exon1 of ARID1A open reading frame were designed using IDT Alt-R® CRISPR-Cas9 guide RNA design tool and were ordered as Alt-R® CRISPR-Cas9 crRNA (IDT technologies). 

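In GRCh37, crRNA#1 matches chromosome 1 from 27056187 to 27056206 on the minus strand, next to the PAM TGG, and crRNA#2 matches 27056289 to 27056308 on the plus strand, next to the PAM GGG. Both matches lie inside the ARID1A gene (ENSG00000117713.13), which the files place on the plus strand of chromosome 1 from 27022524 to 27108595. Cas9 cleavage is expected after position 27056189 with crRNA#1 and after position 27056305 with crRNA#2, and these positions are 116 bp apart. Both fall in a coding exon of 213 bp, from 27056142 to 27056354. In the GENCODE annotation for GRCh37, this exon is exon 2 of the transcript ARID1A-201. It is exon 2 in 5 of the 7 transcripts that include it and exon 1 in 2 of them.

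**Figure D1:**
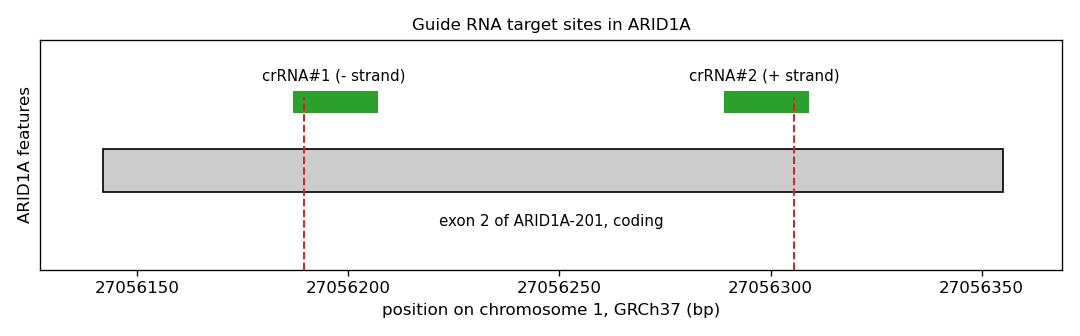
Map of the ARID1A exon that holds the guide RNA matches, with the position on chromosome 1 of GRCh37 in bp on the x axis. The exon runs from 27056142 to 27056354, and the expected cleavage positions are 116 bp apart.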

Annealing of crRNA and Alt-R® CRISPR-Cas9 tracrRNA (IDT technologies), electroporation of the Cas9:crRNA:tracrRNA complex to the cells and knockout clones were established and confirmed by Western blotting and Sanger sequencing as described previously (47).

### Whole-cell protein extracts and western blotting

Whole-cell protein extraction and Western blotting were performed as previously described (47).

### DNA-damage induction using IR and chemical agents

Irradiation was done with the GammaCell 40 from Theatronics. Wild-type (WT) or ARID1A-KO AID-DIvA cells were treated with 300 nM 4-hydroxytamoxifen (4OHT) for 4 h to induce AsiSI introgression into the nucleus and generation of DSBs. DSB induction was terminated by Auxin supply as described previously (44). The type of repair pathway acting at the different DSB sites had been described previously (44).

### Clonogenic survival assay, DSB repair reporter assay, Immunofluorescence analysis and extraction of chromatin fractions

Assays were performed as previously described (47).

### Chromatin immunoprecipitation and qPCR (ChIP-qPCR)

Chip-qPCR was performed as described previously (47). DSB induction and termination were done as described above. Cells were cross-linked with formaldehyde (1%) and cell pellets were obtained and washed in ice-cold PBS. Nuclei were isolated and then transferred into Adaptive Focused Acoustics (AFA) for chromatin shearing. 25 μg of the sheared chromatin was incubated with 2–5 μg of antibody overnight at 4°C. Pre-blocked magnetic beads were added to the antibody-chromatin mixture and incubated for 3 h at 4°C on a rotator. Beads were washed and incubated with an Elution buffer supplemented with proteinase K, then treated with RNAse and stored at 4°C. DNA was then eluted and purified using Ampure beads (Agencourt AMPure XP) at room temperature (with a ratio 1:1.4). Then washed twice with 80% Ethanol, dried, and finally eluted in dH_2_O at room temperature. For qPCR, proximal (80 bp) or distal (800 bp) primers for the indicated DSBs or primers from the promoters of the indicated DNA repair genes were used (Supplementary Table S1). The qPCR was performed using primaQUANT™ SYBR green kit.

### In-suspension breaks labeling in situ and sequencing (sBLISS)

sBLISS was done as described previously (48). DSBs were induced and induction terminated in WT and ARID1A-KO (AID-DIvA) cells (*n* = 2 biological replicates) as described above. DSB induction was terminated by Auxin and cells were collected at the indicated time points, cross-linked with paraformaldehyde solution and lysed. The nuclei were then permeabilized and non-blunt DSBs were blunted in situ. sBLISS adaptors (Supplementary Table S1) were then ligated to the blunted DSBs in an overnight ligation step. Afterwards, DNA was extracted, purified, and sonicated. The sonicated sBLISS templates were subsequently used as input for in vitro transcription (IVT), in which T7 polymerase specifically amplifies the DSB ends ligated to the sBLISS adaptors, starting from the T7 promoter. Next, the RA3 adaptors (Illumina) (Supplementary Table S1) were ligated to the generated amplified RNA, and with the help of the reverse transcription primer (RTP) (Supplementary Table S1), the RNA molecules were reverse transcribed. Libraries were amplified and indexed in a PCR step that involves one common primer (RP1) and one library-specific indexed primer (RPIX) (Supplementary Table S1). The libraries were purified using AMPure XP beads and measured by Qubit. Fragment sizes were determined by Tape station analysis. Libraries were pooled and subjected to 75-bp single-end sequencing on a Nextseq550 platform at DKFZ Next Generation Sequencing Core Facility.

#### BLISS data analysis

We utilized cutadapt v1.18 for demultiplexing the BLISS data. Subsequently, the datasets from different time points were aligned to the human reference genome (hg19/GRCh37) using bowtie2 (v 2.3.5.1). For peak calling, we employed MACS2 (v 2.1.2.1). The normalization and visualization were performed using Diffbind (v 3.4.11), and all the analyses were conducted in R (v4.1). The genomic regions of all analyzed DSBs (Supplementary Table S2) were tested and validated previously (44,45)

### Circular chromosome conformation capture and sequencing (4C-seq)

4C–seq was done as described previously (49) using WT and ARID1A-KO (AID-DIvA) cells (*n* = 4 replicates) with and without DSBs induced as described above. DSB induction was terminated by Auxin and cells were collected at the indicated time points, cross-linked with 2% formaldehyde for 10 min at room temperature and lysed. Genomic DNA was digested with increasing amounts of *Mbo*I (New England Biolabs, Cat# R0147L) for three rounds of 4 h each followed by ligation with T4 DNA ligase (New England Biolabs, Cat# M0202L). The chromatin was decrosslinked and the DNA purified. A second digestion step was performed with *Nla*III overnight (New England Biolabs, Cat# R0125L) followed by a second ligation step. DNA was purified and measured by Qubit. Five ng of template DNA was PCR-amplified using the viewpoint primers (Supplementary Table S1). The PCR products were purified by AMPure XP beads and measured by Qubit. 4C-seq libraries were generated under qPCR conditions using 2 ng DNA from the previous PCR and Illumina adaptor sequences including a unique index for each condition. DNA libraries were purified by AMPure XP beads and measured by Qubit. Fragment sizes were determined by Tape station analysis. Libraries were pooled and subjected to 75 bp paired-end sequencing on a Nextseq550 platform at DKFZ Next Generation Sequencing Core Facility. 4C-seq data processing and analysis was done according to (50) with pipe4C using single reads starting with the MboI or the NlaIII restriction site; the pipe4C pipeline was applied with default parameters under R3.6.2.

#### 4C-seq data analysis

4C-seq downstream data analysis was performed using the DeepTools2 Web server (51). https://deeptools.readthedocs.io/en/develop/content/about.html). Comparison of two bam files, the tool bamCompare was utilized. The following parameters were used -operation log_2_, - bin size 50, - normalization: Bins Per Million mapped reads (BPM), -smoothLength 10 000. To generate coverage plots, the tool bamCoverage was employed. The parameters used were: - bin size 50, -normalization: Bins Per Million mapped reads (BPM, -smoothLength 10 000). In boxplots, the box represents the interquartile range (IQR), the horizontal line stands for the median and the whiskers are positioned at the minimum and maximum values.

### Nuclear lysate extraction and immunoprecipitation (IP)

Extraction of nuclear lysates and IP were performed as previously described (47). Adherent cells were washed with cold PBS, harvested, and pelleted. Cells were lysed in (10 mM HEPES, pH 7.5, 1.5 mM MgCl_2_, 10 mM KCl) supplemented by 1× protease/phosphatase inhibitor and snap-frozen in liquid nitrogen. 1% NP-40 was added to the solution after thawing, and centrifuged at 1500 × g for 15 min at 4◦C. The supernatant (cytosolic lysate) was collected. The pellet (nuclei) was washed with cell lysis buffer and centrifuge again at the same settings. The pellet (nuclei) was lysed in (300 mM NaCl, 20 mM HEPES, pH 7.5, 3 mM MgCl_2_, 20 mMKCl), supplemented by benzonase (DNase), and incubated 30 min at RT. nuclear lysates were obtained by centrifugation at the highest speed for 15 min at 4◦C. The protein concentration was measured using BCA test, then 1.5–2 mg of nuclear lysate were used for IP, mixed with antibody (anti-ARID1A or anti-IgG) and incubated overnight at 4◦C with rotation. In parallel, prewashed proteinA/G magnetic beads were also separately pre-blocked overnight with 0.1% BSA in PBS. On the next day, the pre-blocked beads were added to the lysate–antibody mix and incubated 3 h at 4°C with rotation. Beads were put on magnetic rack and washed three times with TBST followed by a wash with PBS. Beads were either subjected to preparation for mass spectrometry or resuspended in Laemlli buffer (supplemented with 10% -mercaptoethanol) and incubated 10 min at 95°C then loaded on SDS gel.

### Mass spectrometry sample preparation and data acquisition

Samples for mass spectrometry were analyzed as previously described (47). In brief, magnetic beads were then conditioned and subjected to reduction and alkylation. The reaction was quenched with DTT and proteins were digested on beads with a Trypsin/LysC mix (Promega, V5071) at 37°C for 16 h. Digested peptides were desalted with SP3 para-magnetic beads (52–54). Peptides were eluted, loaded on a trap column and separated over a 25 cm analytical column using the Thermo Easy nLC 1200 nanospray source (Thermo EasynLC 1200, Thermo Fisher Scientific). Peptides were analyzed on a Tri-Hybrid Orbitrap Fusion mass spectrometer (Thermo Fisher Scientific) operated in positive (+2 kV) data-dependent acquisition mode with HCD fragmentation. The MS1 and MS2 scans were acquired in the Orbitrap and ion trap, respectively with a total cycle time of 3 s. MS1 detection occurred at 120 000 resolution, AGC target 1E6, maximal injection time 50 ms and a scan range of 375–1500 *m*/*z*. Peptides with charge states 2 to 4 were selected for fragmentation with an exclusion duration of 40 s. MS2 occurred with CE 33%, detection in topN mode and scan rate was set to Rapid. AGC target was 1E4 and maximal injection time allowed of 50 ms. Data were recorded in centroid mode.

#### Mass spectrometry data processing, analysis and visualization

RAW data were processed with Maxquant software (v 1.5.1.2) including the Andromeda search engine (55,56). Peptide identification was performed as previously described (47). FDR was set to 1% at both protein and peptide levels. Match between runs option was enabled, Label-Free Quantification (LFQ) and iBAQ calculated. For further protein analysis, Perseus free software was used (57). Two-sided t-test statistics were used for the generation of the volcano plots based on LFQ log_10_ values of expressed proteins. FDR was 0.05 and S0 constant was 0.1. Using anti-IgG as control, we set a cutoff for Log2fold changes >2. Pathway enrichment analysis was done using the Metascape resource (58).

### Assay for transposase-accessible chromatin using sequencing (ATAC-seq)

ATAC-seq and its analysis were performed as previously described (47) using WT and ARID1A-KO (AID-DIvA) cells (*n* = 3 replicates each) with and without DSBs induced as described above. DSB induction was terminated by Auxin. Subsequently, nuclei were isolated and resuspended in a 2× transposition buffer and the tagmentation reaction was performed by adding the Tagment DNA Enzyme 1 (Illumina). The mixture was incubated for 30 min at 37°C with mixing at 1000 rpm. The reaction was stopped by 5 M guanidinium thiocyanate (Sigma-Aldrich) and DNA was further purified using AMPure XP beads. ATAC-seq libraries were prepared as previously described (59). The libraries were purified with AMPure XP beads. The concentration of the library was determined using the Qubit dsDNA HS Assay Kit (Thermo Fisher Scientific). Quality control was performed on a Tape station using the Agilent High Sensitivity DNA Kit. Sequencing was performed at the DKFZ Genomics Core Facility using the Nextseq 550 Paired-End 75 bp.

#### ATAC-seq data analysis

Sequencing reads were processed using the CWL-based ATAC-seq workflow (60). Then, IDR analysis (v 2.0.3) was conducted to identify reproducible peaks across biological replicates, applying an IDR threshold of ≤0.05. Differential accessibility analysis was carried out using Diffbind (v 3.4.11), enabling the detection of regions with statistically significant differential accessibility between conditions or groups. All visualization and statistical analyses in R provided insights into the biological relevance of differentially accessible double-strand break regions.

### Mapping of histone modifications by antibody‐guided chromatin tagmentation and sequencing (ACT-seq)

ACT-seq and its analysis was done as described previously using WT and ARID1A-KO (AID-DIvA cells) (*n* = 3 replicates each) with and without DSB induction (61–63). Briefly, *E. coli* (C3013, New England Biolabs) was transformed with plasmid pET15bpATnp (#121137, Addgene), the pA‐Tn5ase protein was isolated. The pA‐Tn5ase was mixed with Tn5ME‐A + B load adaptor mix in a complex formation buffer (CB) to form the pA‐Tn5 transposome (pATn5ome). For every reaction, the pA‐Tn5ome‐antibody (pATn5ome‐ab) complex was formed by mixing 1 μl pA‐Tn5ome with 0.8 μl CB and 0.8 μl antibody solution. Approximately 50 000 nuclei were used for pA‐Tn5ome‐ab complex binding and tagmentation. Tagmented DNA was purified with a MinElute kit (#28004, Qiagen) and eluted with 20 μl elution buffer (EB). Sequencing libraries were generated under real‐time conditions with a LightCycler 480 in a reaction mix consisted of tagmented DNA eluate, NEBNext High Fidelity 2X Mix, 100X SYBRGreen, primer Tn5McP1n, and Custom Nextera PCR Barcode. Libraries were purified with AMPure XP beads with a bead:DNA ratio of 1.4:1. Quantity and fragment size of the libraries were determined with a Qubit dsDNA HS assay kit and a TapeStation 4150 with D1000 High Sensitivity Assay, respectively. Samples were multiplexed and sequenced on NextSeq 550 system (paired‐end, 75 bp) with mid‐output at the DKFZ Genomics Core Facility.

#### ACT-seq data analysis

We employed the nf-core CUTANDRUN pipeline (https://nf-co.re/cutandrun/3.2) to analyze our ACT-seq data with BPM (Base Pair Mappability) normalization. This pipeline handled critical tasks, including adapter trimming, Bowtie2-based read alignment to the human reference genome (hg19/GRCh37), and the peak calling was done using SEACR. The called peak regions and BPM-normalized read counts generated by the pipeline were then used for the subsequent comparisons and visualization through deepTools (v 3.5.1).

### RNA isolation and gene expression analysis by real-time qPCR

RNA extraction, reverse transcription and RT-qPCR using intron-spanning primers (Supplementary Table S1) were performed as described previously (47). Data is presented as the mean ± SD value in independently repeated experiments.

### RNA sequencing

Sequencing libraries were prepared by the Genomics and Proteomics Core Facility (DKFZ, Heidelberg) from total RNA using the Illumina TrueSeq Stranded Total RNA Library Prep Kit according to the manufacturer's instructions. Samples were sequenced in a paired-end setting (100 bp) on an Illumina NovaSeq 6000 machine for sequencing.

#### RNAseq data analysis

Data was processed by the Omics IT and Data Management Core Facility (DKFZ, Heidelberg), using the Roddy RNA-seq Workflow. Default parameters were used unless mentioned otherwise. Sequences were aligned to the human reference genome (hg19/GRCh37) by applying the software STAR (64). Gene counts were generated with featureCounts (65) and the gene annotation v.29 lift 37. 

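Each deposited table lists genes with their coordinates in GRCh37. For every gene it gives whole-number counts without regard to strand, counts from read pairs on the strand opposite to the first read (reverse-stranded) and counts from the forward strand. The forward-strand counts of a sample came to between 5.83% and 6.15% of its reverse-stranded counts. The reverse-stranded column was therefore used as the gene count. Counting by strand keeps apart genes that overlap on opposite strands, but not genes that overlap on the same strand. Of the Ensembl identifiers in the tables, 55538 are also in the GENCODE annotation from which current gene names were taken. Some genes carry older names in the tables, where MARCHF5 is MARCH5, H2BC12 is HIST1H2BK and LINC01204 is RP11-245M24.1.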

For the identification of differentially expressed genes, the R library DESeq2 was used (66). 

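Supplementary Table S2 gives the positions of 30 HR-prone and 30 NHEJ-prone DSBs and the genes closest to them. AsiSI recognizes GCGATCGC, and this sequence was found in GRCh37 at or within 200 bp of all 60 positions. The site of HR 29 lies on chromosome 22 from 38864101 to 38864108, inside KDELR3 and 38 bp from its TSS. At NHEJ 5, it lies on chromosome 4 from 178363575 to 178363582, inside AGA and 78 bp from the TSS. At NHEJ 25, it lies on chromosome 18 from 7566712 to 7566719, 64 bp from the TSS of PTPRM and outside the gene. The closest genes of the table matched 25 deposited genes for HR-prone and 25 for NHEJ-prone DSBs. HP09053 and MIR7845 matched no deposited gene, and some DSBs have no gene in the table. ABCC9 stands beside NHEJ 23, 107997548 bp from its TSS, whereas its TSS is the nearest one to NHEJ 22, at 345 bp. Other definitions of closeness gave other numbers of genes. The nearest TSS gave 30 genes for each kind of DSB, a TSS within 10 kb gave 52 and 45, a TSS within 100 kb gave 241 and 178, and a gene body over the DSB gave 29 and 20.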

Closest TSS and genes to the DSBs were determined through Rsubread library (v 2.14.2). Genes with an adjusted p-value < 0.05 were defined as significantly differentially expressed genes (DEG).

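Of the genes in the tables, 19599 had enough counts to be tested. At an adjusted p-value under 0.05 from edgeR's quasi-likelihood test, 3483 genes were higher and 3616 genes were lower in ARID1A-KO than in WT cells, together 36.2% of the genes tested. Of these, 953 were higher and 1160 lower by 2-fold or more. For 49.5% of the genes tested, the CPM of the 3 WT and the 3 ARID1A-KO samples did not overlap, where chance gives 10%. The alternative that moved the number of differentially expressed genes most was an adjusted p-value under 0.01, which left 4414 genes. With the DESeq2 Wald test on the same counts, 3314 genes were higher and 3570 lower, and 6603 genes were differentially expressed with both methods.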

### Translocation assay

Assay was performed as described previously (67). Briefly, AID-DIvA cells were treated as mentioned above and DSB induction was terminated by Auxin. DNA was extracted using the DNAeasy kit (Qiagen). Improper rejoining frequencies between the DSBs were assessed by qPCR using specific primers (Supplementary Table S1). The DSBs are as the followings: two HR-prone DSBs located at *MIS12* and *TRIM37* (chr17_5390209 and chr17_57184285), two NHEJ-prone DSBs *LINC00217* and *LYRM2* (chr6_135819337 and chr6_9034817), or two inter-chromosomal HR-prone DSBs at *TRIM37* and *RBMXL1* (chr17_57184285 and chr1_89433139). Results were normalized using two control regions, both far from any AsiSI sites and γH2AX domain. Delta-Delta-Ct method was used to calculate the normalized translocation frequencies.

### Micronuclei, cytosolic dsDNA and cGAS staining

Experiments were performed as described previously (68). Briefly, Cells were seeded on slides, incubated overnight and then irradiated with 4 Gy. Cells were collected 24 h post IR, fixed in 4% paraformaldehyde, mildly permeabilized in 0.01% Triton, blocked, and finally incubated overnight at 4°C with primary antibodies against cytosolic dsDNA and cGAS. Then, slides were washed in PBS, briefly blocked, and incubated for 45 min at RT with secondary antibody. Nuclear DNA is stained using bisBenzimide (Sigma Aldrich) in Tris–HCl. The mounting medium Fluoromount-G (Southern Biotech, Cat# 0100-01) was added before sealing with a cover slide. Fluorescent images were taken by using the Nikon ND2 imaging microscope. Discrete DNA accumulations separated from the primary nucleus were defined as micronuclei in cells with normal nuclear morphology, all apoptotic cells were excluded. The overlap between micronuclei, cytosolic dsDNA and cGAS was monitored.

### Correlation of ARID1A expression with cytokines expression and immune cells infiltration using TCGA data of cancer patients

Gene expression and clinical data were downloaded from TCGA using TCGAbiolinks (69). Samples were separated into four groups in each cancer type by applying the *k*-means clustering algorithm to ARID1A gene expression values. Only group 1 and 4 where the median ARID1A expression value is lowest and highest was used. xcell was used for estimating immune infiltration in each sample (70). Un-stranded transcripts per million (TPM) values were used for the gene expression profile due to the requirement of xcell. The radiation treatment information was acquired from the clinical data.

### Statistical analyses

Unless stated, GraphPad Prism v5 software was used to create graphs, perform statistical tests, and calculate p-values. Statistical analyses for BLISS, 4C-seq, ATAC-seq and ACT-seq were performed using R version 3.6 (71). The graphical abstract was created with BioRender.com.

## Results

### ARID1A is required for both DSB repair pathways, NHEJ and HR

To confirm the previously reported role for ARID1A in DNA DSB repair in our cell models, we performed knockdown of ARID1A in U2OS cells (Supplementary Figures S1A–C), followed by IR and analyzed the survival and the number of γH2AX *foci*. ARID1A-depleted cells showed higher cellular sensitivity to IR as compared to control cells (Figure 1A). This was accompanied by fewer numbers of induced γH2AX *foci* 1 h after treatment, and a higher number of residual γH2AX *foci* 18 h after treatment (Figure 1B). The efficiency of both HR and NHEJ was assessed by DSB reporters in U2OS-DR and U2OS-EJ5 cells, respectively. Knockdown of ARID1A decreased the efficiency of both DSB pathways (Figures 1C and D), confirming a deficiency in DNA DSB repair. We examined chromatin recruitment of pathway-specific DNA repair proteins that act within HR (BRCA1 and CtIP) and NHEJ (KU70 and XRCC4) after IR in control and ARID1A-depleted cells. Western blot analyses of the chromatin-bound fractions of ARID1A-depleted cells showed reduced accumulation of BRCA1, CtIP, KU70 and XRCC4, at an early time point after IR (Supplementary Figures S1D). This was not due to reduction of the overall expression of those DNA repair proteins upon ARID1A depletion (Supplementary Figure S1E). Together, these results confirm a role for ARID1A in DNA DSB repair.

**Figure 1.**
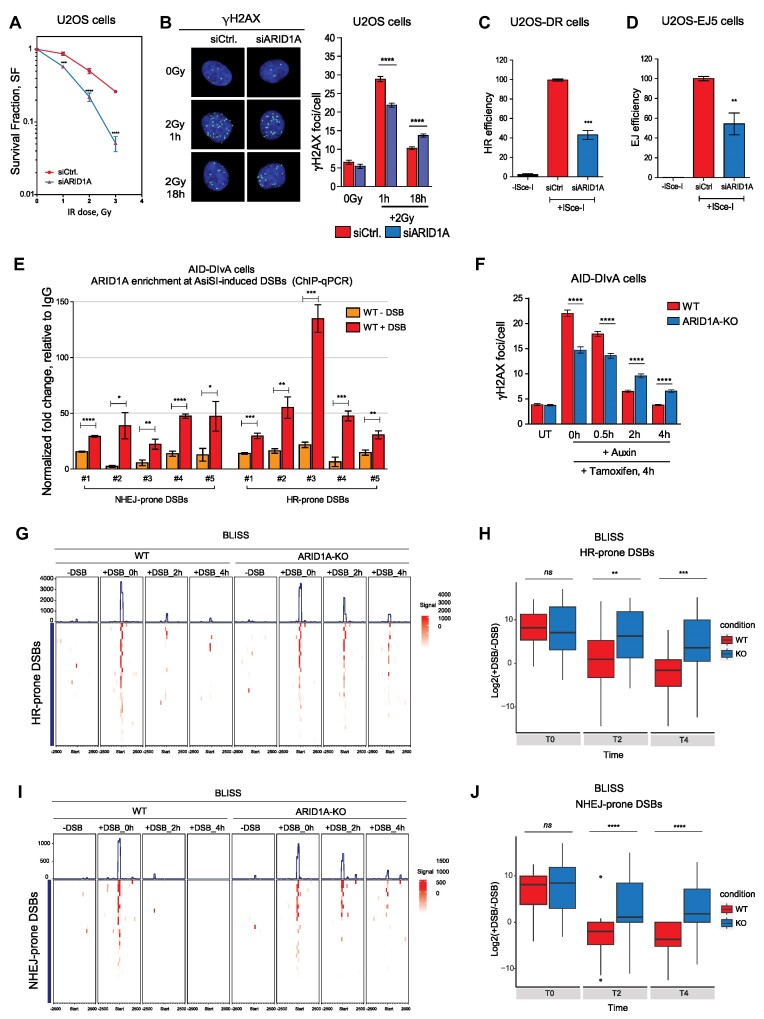
ARID1A promotes DSB repair pathways. (**A**) Clonogenic survival assay of U2OS cells transfected either with control siRNA (siCTR) or a pool of four siRNAs targeting ARID1A (siARID1A) and treated with the indicated dose of ionizing radiation. Data are presented as mean ± SEM, One-Way ANOVA with Bonferroni's multiple comparison test was performed. (**B**) Representative micrographs and quantification of IR-induced γH2AX *foci* in U2OS cells, ca. 500 cells were counted at indicated time points. Data are presented as mean ± SEM, One-Way ANOVA with Bonferroni's multiple comparison test was performed. (**C**, **D**) HR efficiency measured in U2OS-DR cells and NHEJ efficiency measured in U2OS-EJ5 cells using the indicated siRNAs, respectively. Data are presented as mean ± SD, one-way ANOVA with Tukey's multiple comparison test ws performed. (**E**) Enrichment of ARID1A at the indicated DSBs in WT AID-DIvA cells, measured by ChIP-qPCR. Data are presented as mean ± SEM, Student's *t* test was performed. (**F**) Quantification of ASiSI-induced γH2AX foci in AID-DIvA cells, ca. 500 cells were counted at indicated time points. Data are presented as mean ± SEM, one-way ANOVA with Bonferroni's multiple comparison test was performed. (**G**) Tornado plots showing BLISS signals in WT and ARID1A-KO cells at HR-prone DSBs at the indicated time points. (**H**) Quantification of BLISS signals in WT and ARID1A-KO cells at HR-prone DSBs at the indicated time points. (**I**) Tornado plots showing BLISS signals in WT and ARID1A-KO cells at NHEJ-prone DSBs at the indicated time points. (**J**) Quantification of BLISS signals in WT and ARID1A-KO cells at NHEJ-prone DSBs at the indicated time points. All data presented in this figure are from *n* = 3 independent experiments (biological replicates). Statistical significance is presented as: * P< 0.05,** P < 0.01, *** P < 0.001, **** P < 0.0001, ns = not significant.

IR can induce diverse DNA lesions in addition to DSBs. AID-DIvA cells (44) were used to study the accumulation of ARID1A at DSBs. ChIP-qPCR revealed the accumulation of ARID1A at NHEJ- and HR-prone DSBs after DNA damage induction, supporting a role of ARID1A in both DNA DSB repair mechanisms (Figure 1E). Using ARID1A knockout AID-DIvA cells (ARID1A-KO cells; Supplementary Figure S1F), we assessed DNA DSB repair by counting γH2AX *foci*. We observed significantly less induced γH2AX *foci* immediately after DSB induction and a higher number of persistent γH2AX *foci* 2h and 4h after induction (Figure 1F), confirming defective γH2AX *foci* formation and resolution. A delay in the DSB repair process and accumulation of persistent unrepaired HR-prone and NHEJ-prone DSBs in ARID1A-KO cells were observed (Figures 1G–J). The reduction in γH2AX *foci* formation at an early time point was not due to lower number of induced DSBs in ARID1A-KO cells, as BLISS labeling demonstrated comparable induction of DSBs to WT cells. ARID1A is a well-known chromatin remodeler, and it may contribute to a proper chromatin structure to facilitate γH2AX *foci* formation and accumulation of repair complexes of both repair pathways. Collectively, our data suggests an upstream or epigenetic role of ARID1A in DSB repair.

### ARID1A promotes the formation of chromatin loops at DSBs in response to DNA damage

Chromatin loop formation has been described to contribute to γH2AX deposition suggesting that the spread of γH2AX *foci* is controlled by chromosome architecture (72,73). Loss of ARID1A was associated with the weakening of the chromatin loop and remodeling of the topologically associated domains (TADs) in hepatocytes (74). Here we asked whether ARID1A is also involved in chromatin loops formation at DSBs to facilitate the establishment of γH2AX *foci*. ARID1A-KO and WT AID-DIvA cells were collected before and after induction of DSBs, and 4C-seq was performed to monitor the interaction between the damaged genomic regions and its surrounding loci, such interaction reflects the chromatin loop formation needed for γH2AX deposition. In WT cells, we observed an increased interaction between viewpoints and surrounding loci at both HR-prone and NHEJ-prone DSBs upon DSB induction (T0), while this was not the case at the control undamaged region (Figures 2A–C). The interactions at DSBs declined and reached comparable levels as seen in the undamaged control region after 4 h (T4). Depletion of ARID1A strongly impaired the overall increase in interaction between the DSBs and their adjacent regions at T0, and showing further drop at T4 (Figures 2A–C). By comparing ARID1A-KO to WT cells, significantly lower interactions at the DSBs were observed in ARID1A-KO cells at T0, while no difference was detected at the control undamaged region (Figures 2D–F). ARID1A constitutes the DNA-binding subunit of the SWI/SNF complex, and its loss can affect the stability of SWI/SNF complex (26). In addition, the perturbation of BRG1, the core ATPase subunit of SWI/SNF complex, showed reduced induction of γH2AX following IR and cellular sensitivity to several DNA damaging agents (75), which is similar to the effects upon ARID1A loss in our hand. We examined whether inhibition of BRG1, the core ATPase subunit of the SWI/SNF complex, can also mimic the effect of ARID1A depletion on chromatin loop formation. By treating the WT cells with BRG1 ATPase inhibitor (BRM014) (76), the interactions between the DSBs and their adjacent regions at T0 were reduced, but after release from the inhibitor these interactions were recovered (Supplementary Figures S2A and B). Inhibition of BRG1 ATPase activity led to reduced interactions at the HR-prone DSB at T0 to a level similar to ARID1A-KO, while interactions at NHEJ-prone DSB were partially reduced and no difference was detected at the control undamaged region (Supplementary Figures S2C–E). Collectively, our data indicates that the ability of DSBs to interact with adjacent loci, i.e. to form a chromatin loop within the damaged TAD, requires the presence of both ARID1A and the ATPase activity of the SWI/SNF complex subunits BRG1.

**Figure 2.**
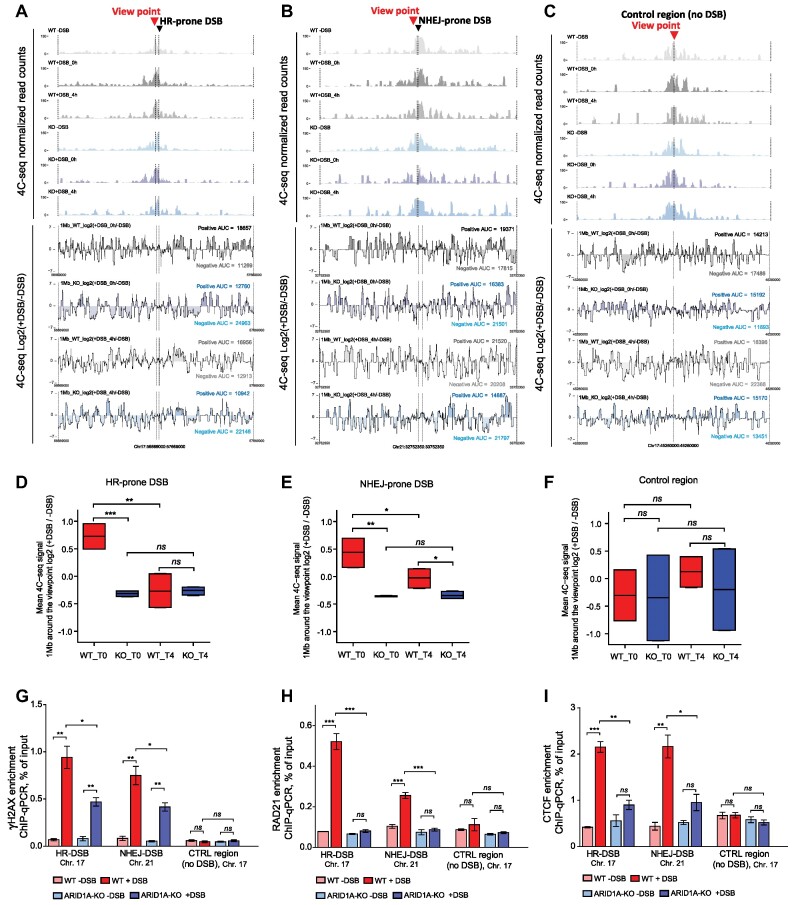
ARID1A is required for efficient chromatin loop formation. (**A**–**C**) 4C–seq normalized read counts at indicated viewpoints as well as differential 4C–seq track (log_2_ +DSB/–DSB) in WT (grey) ARID1A-KO (blue) cells collected at indicated time points (T0 and T4). 4C–seq data were smoothed using 10-kb spans. (**D**–**F**) Box plots showing the differential 4C–seq (log_2_ +DSB/–DSB) at indicated viewpoints. Four technical replicates from two independent experiments (biological replicates), data are presented mean ± SD, Student's *t* test. (**G**–**I**) Enrichment of γH2AX, RAD21 and CTCF, respectively, at the indicated DSBs in WT and ARID1A-KO cells, measured by ChIP-qPCR. *n* = 3 independent experiments (biological replicates); data are presented as mean ± SEM, Student's *t* test. Statistical significance is presented as: * P < 0.05, ** *P* < 0.01, *** *P* < 0.001, **** *P* < 0.0001, ns = not significant.

### ARID1A regulates the recruitment of RAD21 and CTCF to maintain the TADs

TAD and chromatin loop formation on both sides of DSBs depend on binding of the cohesin complex component SCC1/RAD21 and the CTCF insulator protein to DSBs (73,77). We performed ChIP-qPCR to test the accumulation of γH2AX, RAD21 and CTCF at the DSBs in our 4C viewpoints as well as other representative HR- and NHEJ-prone DSBs, which have been tested and validated previously (44,47). Consistent to our results, depletion of ARID1A significantly reduced γH2AX enrichment at HR - and NHEJ-prone DSBs (Figure 2G). We observed enhanced accumulation of RAD21 and CTCF at both NHEJ- and HR-prone DSBs after induction of DSBs in WT cells, whereas the depletion of ARID1A significantly impaired this accumulation at the tested DSBs (Figures 2H and I, and S2F and G). This indicates that loss of ARID1A impairs the recruitment of RAD21 and CTCF, potentially leading to weakening or loss of chromatin loops and TADs in the damaged chromatin, which subsequently prevent proper formation of γH2AX. Our proteomic data analysis (using a significance threshold for an FDR <0.05, and a cut-off for log_2_ fold change > 2) revealed 1074 protein interactions with ARID1A (Supplementary Table S3). A strong enrichment was observed for pathways associated with chromatin remodeling, cell cycle, chromosome organization, DNA metabolic process, epigenetic regulation of gene expression and DNA repair (Supplementary Figure S2H). Several DSB repair related-factors were identified (Supplementary Table S4), which are directly or indirectly involved in DNA repair. This indicates that ARID1A can be involved directly in DNA repair process via promoting the recruitment of DNA repair factors, as reported previously in several studies (35,36). Following our observations regarding the accumulation of RAD21 and CTCF at DSBs, both were identified among the proteins interacting with ARID1A (Supplementary Figure S2I). This was further confirmed by co-immunoprecipitation experiments, as we observed enhanced interaction between ARID1A and RAD21 after DNA damage (Supplementary Figure S2J). Together our data indicates that ARID1A binds to RAD21 and CTCF and promotes their recruitment to regulate the chromatin organization into TADs and formation of chromatin loops which are required for establishment of γH2AX *foci* at damaged loci. Our results suggest that ARID1A regulates both HR and NHEJ pathways via facilitating the formation of chromatin loops at the DSBs.

### ARID1A regulates chromatin accessibility at DSBs

Since ARID1A contributes to the regulation of chromatin accessibility to enhancers (78) and DSBs (35), we mapped open chromatin sites in WT and ARID1A-KO cells. We found 90 210 differentially accessible regions (DARs) in ARID1A-KO cells. The majority displayed loss of chromatin accessibility (63 755 sites, 70.7%) (Figure 3A). We found that 40% of the accessibility gaining regions were enriched in or close to promoters, while the accessibility loosing regions were enriched in introns or distal regions (Supplementary Figure S3A). Without DSB induction, chromatin accessibility at both HR- and NHEJ-prone DSBs was higher in ARID1A-KO cells compared to WT (Figures 3B and C). This can be explained by the genomic distribution of the DSB regions, as more than 75% were enriched in or close to promoters (Supplementary Figure S3A), so the majority of the DSBs were among the accessibility gaining regions. After induction, WT cells showed generally an increased chromatin accessibility around the center of the HR-prone DSBs at T0, with a slight drop close to DSBs. This DNA damage-induced accessibility declines gradually with time, which overlaps with the ongoing DNA repair kinetics, until it recovers completely after 12 h (Figure 3D). ARID1A-depleted cells displayed a higher accessibility around the HR-prone DSBs compared to WT, which persists even after 12 h (Figures 3D and E). This suggests a role for ARID1A in regulation of chromatin accessibility at HR-prone DSBs after DNA damage induction. Similar to ARID1A depletion, the inhibition of BRG1 ATPase activity showed a higher chromatin accessibility around the HR-prone DSBs compared to WT (Supplementary Figures S3B and C). At NHEJ-prone DSBs, both WT and ARID1A-KO cells showed induction of chromatin accessibility following DNA damage, however, to a lesser extent compared to HR-prone DSBs, possibly because HR-prone DSBs are close to actively transcribed genes, while NHEJ-prone DSBs are not. At NHEJ-prone DSBs, chromatin accessibility was higher in ARID1A-KO than in WT cells at T0 and after 12 h (Figures 3F and G). Similar results were also obtained upon BRG1 ATPase inhibitor treatment (Supplementary Figures S3D and E). These results suggest that the loss of ARID1A or BRG1 ATPase function significantly alters the chromatin accessibility before and after induction of DSBs.

**Figure 3.**
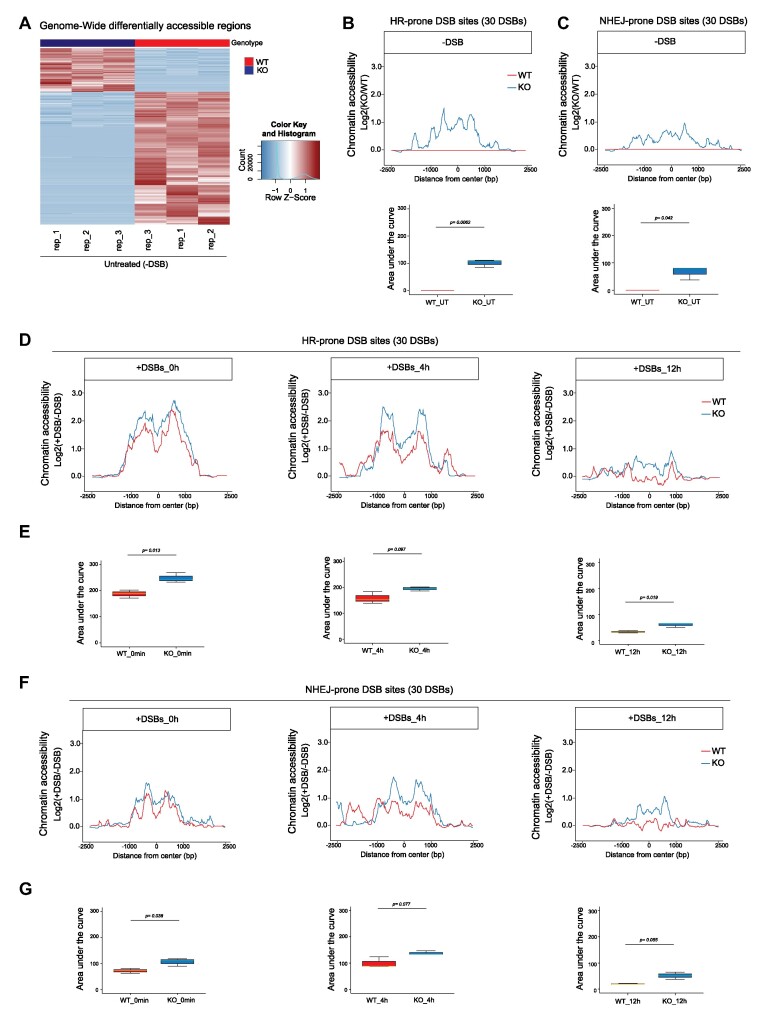
ARID1A loss alters chromatin accessibility at DSBs. (**A**) Heatmap showing the genome-wide differentially accessible region in ARID1A-KO, measured by ATAC-seq. (**B**, **C**) Profile plot showing the differentially chromatin accessibility in ARID1A-KO (upper panel), as well as box plot showing the differential accessibility (lower panel, at HR-prone and NHEJ-prone DSBs, respectively. data are presented as mean ± SD, and Student's *t* test was performed. (**D**) Profile plots showing the differentially chromatin accessibility in WT and ARID1A-KO cells at HR-prone and at indicated time points after DSBs induction. (**E**) Box plots showing the differential accessibility, at HR-prone DSBs, data are presented as mean ± SD, and Student's *t* test was performed. (**F**) Profile plots showing the differentially chromatin accessibility in WT and ARID1A-KO cells at NHEJ-prone and at indicated time points after DSBs induction. (**G**) Box plots showing the differential accessibility, at NHEJ-prone DSBs, Student's *t* test was used. All data presented in this figure are from *n* = 3 independent experiments (biological replicates).

### ARID1A interacts with the HDAC1-RSF1 complex to control the distribution of activating histone marks at DSBs

To explore the underlying mechanism that drives the observed changes in chromatin accessibility, we monitored the distribution of activating histone marks around DSBs. The enrichment of H3K27ac, a marker for enhancers and accessible chromatin, was enhanced upon DNA damage in both WT and ARID1A-KO cells around the HR- and NHEJ-prone DSBs. ARID1A-KO showed higher enrichment of H3K27ac around the DSBs at time point T0 (Figures 4A and B). This is consistent with our corresponding ATAC-seq data (Figures 3D–G). In ARID1A-depleted cells, the higher chromatin accessibility and acetylation of H3K27 can subsequently affect the transcription of the genes within the genomic regions where the DSBs were induced. Since HR-prone DSBs are located close to promoters of actively transcribed genes and are more abundant in transcription-elongation associated histone marks, while NHEJ-prone DSBs are not (44); thus, transcription might be suppressed at HR-prone DSBs during DNA repair. We analyzed the accumulation of histone H2A acetylated at lysine 118 (H2K118ac), known to be enriched in transcriptionally active regions and to regulate transcription suppression during DSB repair (79). After DSB induction (T0), a reduced level of H2AK118ac was observed in WT but not in ARID1A-KO cells; the level recovered later at T4 (Figure 4C). Consistently, similar patterns were also detected at the closest transcription start sites (TSS) (Supplementary Figure S4A). By looking at NHEJ-prone DSBs and their closest TSS sites, we observed a lower overall level of H2AK118ac compared to HR-prone DSBs, confirming that these DSBs are at transcriptionally inactive loci. However, Both WT and KO cells showed a slight decrease in this histone mark after induction of DSBs, with a higher level in the KO cells (Figures 4D and S4B). ChIP-qPCR confirmed the enhanced enrichment of H2AK118ac in KO cells before DSB induction, showing further increase after DSB induction, whereas a decrease in the H2AK118ac level was detected after DSB induction in WT cells (Figure 4E). The HDAC1 complex together with the chromatin remodeler RSF1 induces the de-acetylation of H2AK118ac; this de-acetylation precedes the ubiquitination of histone H2A at lysine 119, which in turn promotes the displacement of the elongating RNAPII and represses the transcription at adjacent TSS (79). ARID1A was reported to interact with HDAC1 and promote HDAC1 recruitment to chromatin (80). In accordance with this, we detected HDAC1 and RSF1 as interaction partners of ARID1A in our proteomic analysis (Supplementary Figure S4C), and this interaction can occur before and after DNA damage (Supplementary Figure S4D). Loss of ARID1A led to decreased recruitment of HDAC1 at HR-prone DSBs before and after DSBs induction (Figure 4F). Altogether, our data suggests that ARID1A is involved in distribution of epigenetic marks around HR-prone DSBs.

**Figure 4.**
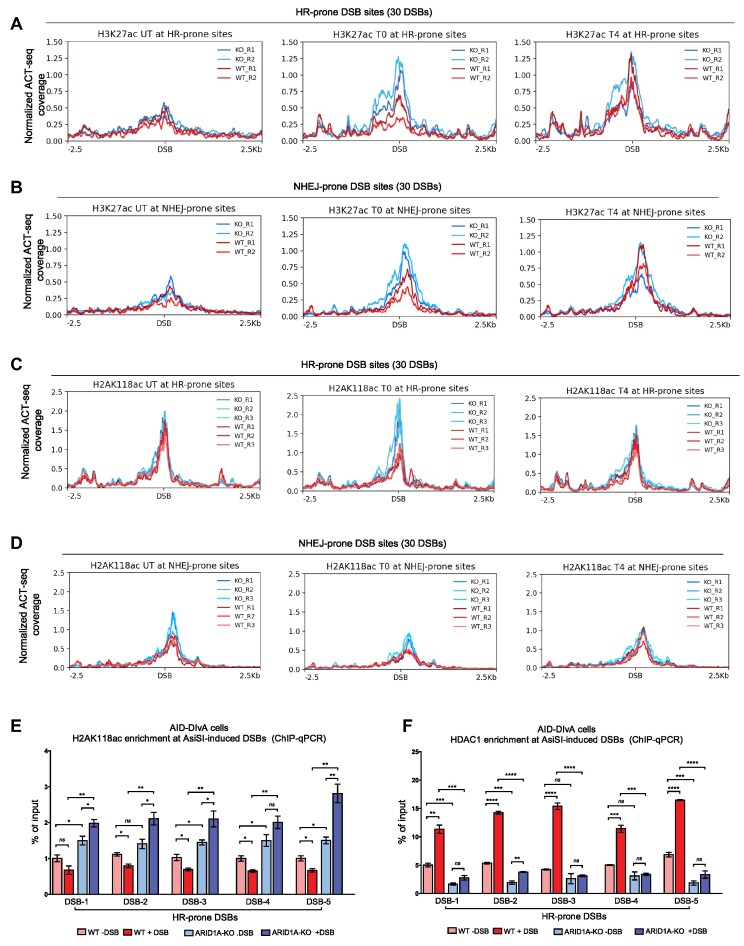
ARID1A interacts with the HDAC1-RSF1 complex to control the distribution of activating histone marks at the DSBs (**A**, **B**) Normalized ACT-seq coverage showing the enrichment of H3K27ac at HR- and NHEJ-prone DSBs, respectively, at the indicated time points in WT and ARID1A-KO cells. (**C**, **D**) Normalized ACT-seq coverage showing the enrichment of H2A118ac at HR- and NHEJ-prone DSBs, respectively, at the indicated time points in WT and ARID1A-KO cells. (**E**, **F**) Enrichment of H2AK118ac and HDAC1, respectively, at the HR-prone DSBs in WT and ARID1A-KO cells, measured by ChIP-qPCR. Data are presented as mean ± SEM, and Student's t test was performed. All data presented in this figure are from *n* = 3 independent experiments (biological replicates). Statistical significance is presented as: * P < 0.05, ** *P* < 0.01, *** *P* < 0.001, **** *P* < 0.0001, ns = not significant.

### ARID1A is involved in transcription repression near HR-prone DSBs

Higher accumulation of H2AK118ac around TSS sites close to HR- and NHEJ-prone DSBs in ARID1A-KO versus WT cells (Supplementary Figure S4A) indicates higher transcription even before DNA damage induction. 

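For RNA-seq, 3 WT and 3 ARID1A-KO samples of untreated AID-DIvA cells were sequenced. AID-DIvA is a line derived from U2OS osteosarcoma cells that carries an inducible AsiSI nuclease, which was not induced here. The authors deposited counts per gene without normalization and TPM values, one table per sample, for replicates numbered 3, 4 and 5 of each genotype. The methods name a total RNA library kit, whereas the sample labels give polyA RNA. Between 59864474 and 72413018 reverse-stranded counts fell on genes in WT samples, with a median of 66929404, and between 54512105 and 84088708 in ARID1A-KO samples, with a median of 68440533. Genes with low counts were removed with edgeR's filterByExpr, library sizes were normalized by TMM, and genotypes were compared with the quasi-likelihood test. ARID1A itself went from 173 ± 6.67 CPM in WT to 25.9 ± 1.38 in ARID1A-KO cells (SD, n = 3 each). Its log2 fold change was -2.74 (SE 0.07, adjusted p = 9.66e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With each sample left out in turn, it stayed between -2.78 and -2.72. A loess offset on GC content, chosen after seeing the data, moved it most, to -2.83. The first principal component of the log2 CPM separated the genotypes and held 75.1% of the variance.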

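All 25 genes matched to HR-prone DSBs were tested, and 13 of them were differentially expressed, 12 higher and 1 lower in ARID1A-KO cells. The numbers were the same when p-values were adjusted over the list alone. This list was made by position, whereas the genes shown in Figure 5 were picked on these samples and are not independent evidence. LINC01204 (ENSG00000229563.2, chromosome X from 45364633 to 45489447) had 6.23 ± 0.54 CPM in WT and 19.7 ± 6.26 in ARID1A-KO cells (SD, n = 3 each). Its log2 fold change was 1.67 (SE 0.20, adjusted p = 0.000219 from edgeR's quasi-likelihood test). The log2 fold change was 0.59 for KDELR3 and 0.47 for GNE. PRORSD1P is a pseudogene whose reads can be shared with related sequences, and its log2 fold change was 0.93. LMNB2 changed by 0.30, with an adjusted p of 0.0127 from edgeR's quasi-likelihood test that ranged from 0.00162 to 0.135 over the alternatives and was 0.0629 without ARID1A-KO replicate 4. It lies in a region of 5 Mb that moved, where 122 expressed genes had a median of 0.31, whereas the 209 other genes tested within 5 Mb of it had a median of 0.080. These 209 genes reach into the next region of 5 Mb, whose median was -0.27. CYB561D1 changed by 0.28, with an adjusted p of 0.0439 that ranged from 0.00612 to 0.132. It was 0.122 without WT replicate 3, 0.132 without WT replicate 5, 0.124 without ARID1A-KO replicate 3 and 0.122 without ARID1A-KO replicate 4.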

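The number of differentially expressed genes close to HR-prone DSBs fell with any sample left out. So did the number over all genes tested, from 7099 to between 5285 and 7050, so the fall was not specific to 1 sample. Close to HR-prone DSBs it was 8 without WT replicate 3, 8 without WT replicate 5, 8 without ARID1A-KO replicate 3 and 6 without ARID1A-KO replicate 4. Without WT replicate 4, 9 genes were higher and 1 lower, and without ARID1A-KO replicate 5, 8 were higher and 1 lower. A TSS within 100 kb moved the number close to HR-prone DSBs most, to 56 genes, 39 higher and 17 lower, but of 150 tested genes instead of 25. Over all 25 genes the log2 fold changes ran from -0.24 to 1.67, 19 positive and 6 negative, with a median of 0.20. As a set these genes were higher than the other genes tested (two-sided p = 0.00434, limma's camera with a preset correlation of 0.01). The call held with the correlation estimated from the data (p = 0.0377). With fry, which tests whether the set changed and does not compare it with other genes, p was 0.000129. With the preset correlation, it did not hold when closeness was defined by the nearest TSS (p = 0.165), a TSS within 10 kb (p = 0.188), a TSS within 100 kb (p = 0.135) or a gene body over the DSB (p = 0.237). The median moved most, to 0.052, when the median change of neighbours within 5 Mb was taken off each gene, an offset chosen after seeing the data.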

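Of the 25 genes matched to NHEJ-prone DSBs, 20 were tested and 10 were differentially expressed, 6 lower and 4 higher in ARID1A-KO cells, and 10 when adjusted over the list alone. PTPRM (ENSG00000173482.12, chromosome 18 from 7566780 to 8406859) had 68.7 ± 5.66 CPM in WT and 28.3 ± 1.07 in ARID1A-KO cells (SD, n = 3 each). Its log2 fold change was -1.28 (SE 0.08, adjusted p = 4.39e-06 from edgeR's quasi-likelihood test). AGA (ENSG00000038002.4, chromosome 4 from 178351924 to 178363657) went from 13.6 ± 0.72 to 6.67 ± 0.53 CPM, a log2 fold change of -1.03 (SE 0.10, adjusted p = 6.63e-05 from edgeR's quasi-likelihood test). LINGO2, with its TSS 542520 bp from NHEJ 18 and this DSB outside the gene, had a log2 fold change of -1.06. For H2BC12, with its TSS 30751 bp from NHEJ 8 and reads that can be shared with near-identical genes of the H2B family, it was -0.74. ABCC9 had -0.68, and the 39 other genes tested within 5 Mb of it a median of -0.37. With that median taken off, an offset chosen after seeing the data, its log2 fold change was -0.31 and its adjusted p 0.104, against values from 2.52e-07 upward over the other alternatives of edgeR's quasi-likelihood test. NR3C1 had -0.26, with an adjusted p of 0.0377 that ranged from 0.00442 to 0.108. It was 0.104 without WT replicate 3, 0.0985 without WT replicate 4, 0.0693 without ARID1A-KO replicate 3, 0.0659 without ARID1A-KO replicate 4 and 0.0926 without ARID1A-KO replicate 5. Among the higher genes, VSTM2B had a log2 fold change of 1.79, from 0.40 ± 0.16 to 1.39 ± 0.57 CPM. FAM151B had 0.99 and MARCHF5 0.28, where the 80 other genes tested within 5 Mb of MARCHF5 had a median of 0.31.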

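Over the 20 tested genes close to NHEJ-prone DSBs, 9 log2 fold changes were positive and 11 negative, from -1.28 to 1.79, with a median of -0.028. As a set they did not differ from the other genes tested with camera (two-sided p = 0.236) or with the estimated correlation (p = 0.265). With fry, p was 0.00262. The alternative that moved the number of differentially expressed genes most was a TSS within 100 kb, with 29 of 82 tested genes, 15 higher and 14 lower. The share of differentially expressed genes that were higher differed by 52.3 percentage points between the lists, 12 of 13 against 4 of 10 (Fisher's exact test, two-sided, p = 0.0186). A TSS within 10 kb moved this difference most, to 8.59 percentage points (Fisher's exact test, p = 0.694).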

RNA-seq analysis showed that genes close to HR-prone DSBs are upregulated in ARID1A-KO cells (Figures 5A and B), while the majority of genes close to NHEJ-prone DSBs were downregulated (Figure 5C and D). Moreover, the transcript per million (TPM) of the listed genes confirmed the upregulation of the genes close to HR-prone DSBs in ARID1A-KO cells (Supplementary Figures S5A and B). This indicates that the deficiency of H2AK118ac de-acetylation in ARID1A-KO cells leads to continuous transcription of genes close to HR-prone DSBs. 

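The TPM values were made by the authors, and those of the reverse-stranded counts were compared for the 17 genes of Figure 5. All 8 genes close to HR-prone DSBs had a higher TPM in each ARID1A-KO sample than in any WT sample. For each of them the exact permutation test gave a two-sided p of 0.1, the smallest that 3 samples against 3 allow. LINC01204 went from 5.20 ± 0.37 to 16.8 ± 5.77 TPM (SD, n = 3 each) and KDELR3 from 47.3 ± 3.09 to 71.9 ± 3.10. LMNB2 had 331 ± 25.1 TPM in WT and 412 ± 27.3 in ARID1A-KO cells. Of the 9 genes close to NHEJ-prone DSBs, 3 were higher and 6 lower. NR3C1 overlapped between the genotypes, with a mean of 41.4 TPM in WT and 34.9 in ARID1A-KO cells (exact permutation test, p = 0.2), and the other 8 did not. VSTM2B and FAM151B had a WT sample below 1 TPM, at 0.676 and 0.993. On the log2 scale, the ratio of VSTM2B moved furthest, from 1.82 to 1.21 when 1 was added to each TPM, and that of LINC01204 went from 1.69 to 1.37 without ARID1A-KO replicate 5. From the upregulation of genes close to HR-prone DSBs, the paper reasons that deficient deacetylation of H2AK118ac in ARID1A-KO cells leads to their continuous transcription. The paper also measured H2AK118ac by ACT-seq and ChIP-qPCR, and HDAC1 and pS2-RNAPII by ChIP-qPCR, which were not analysed here.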

Consistently, the elongating RNA polymerase II (pS2-RNAPII) was enriched in KO cells prior to DSB induction; enrichment was either further increased after DSB induction or remained unchanged. In contrast, WT cells showed reduced enrichment of pS2-RNAPII following DSBs induction, indicating eviction of the elongating RNAPII and transcription silencing (Figure 5E). These results indicate that ARID1A is involved in the regulation of RNAPII eviction and transcription suppression during DSB repair. Collectively, our results suggest two mechanisms by which ARID1A regulates DSB repair, one is via promoting chromatin loop formation and chromatin organization to establish γH2AX within the damaged TADs, second via promoting transcription suppression during DSB repair to avoid transcriptional errors and genomic instability.

**Figure 5.**
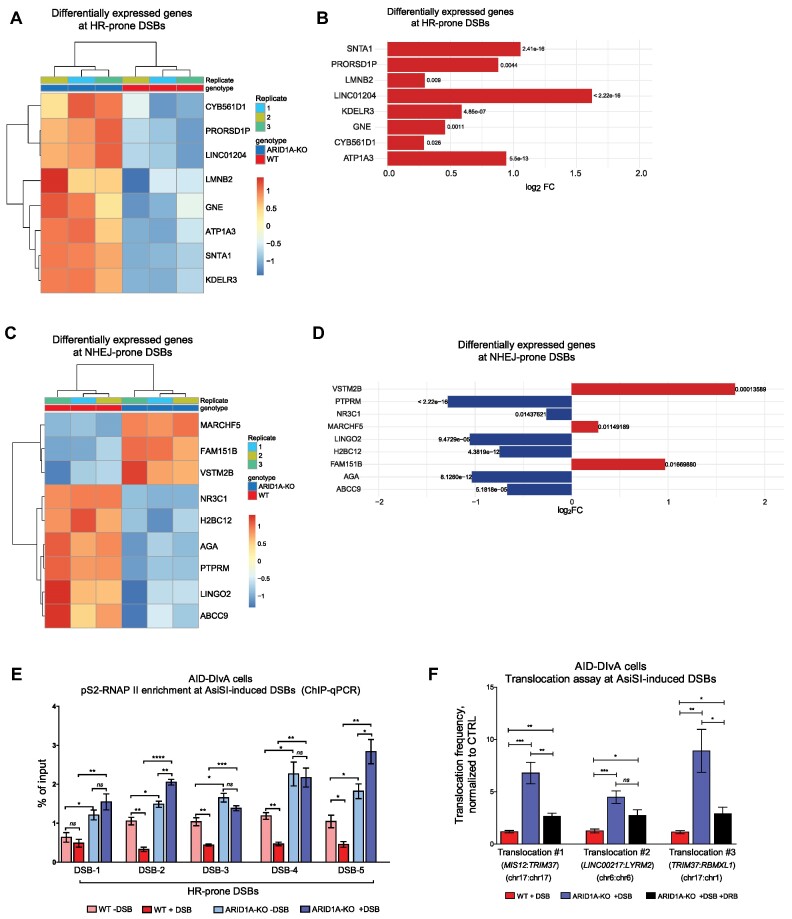
ARID1A regulates the transcription repression at HR-prone DSBs. (**A**) Heat map showing differentially expressed genes that are located in close proximity to HR-prone DSBs. (**B**) Bar plot showing the upregulation of the genes located close to HR-prone DSBs in ARID1A-KO cells. (**C**) Heat map showing differentially expressed genes that are located in close proximity to HR-prone DSBs. (**D**) Bar plot showing the upregulation of the genes located close to NHEJ-prone DSBs in ARID1A-KO cells. (**E**) Enrichment of pS2-RNAPII at the HR-prone DSBs in WT and ARID1A-KO cells, measured by ChIP-qPCR. Data are presented as mean ± SEM, and Student's *t* test was performed. (**F**) Translocation frequencies in WT and ARID1A-KO AID-DIvA cells measured by qPCR of *MIS12:TRIM37*, *LINC00271:LYRM2* and *RIM37:RBMXL1* rejoining after DSB induction, normalized to untreated control. Data are presented as mean ± SEM, and Student's *t* test was performed. All data presented in this figure are from *n* = 3 independent experiments (biological replicates). Statistical significance is presented as: * *P* < 0.05, ** *P* < 0.01, *** *P* < 0.001, **** *P* < 0.0001, ns = not significant.

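Figure 5 shows 17 genes, and 6 other genes of Supplementary Table S2 were also differentially expressed. Close to HR-prone DSBs, KLHL22 (log2 fold change 0.27), ASXL1 (0.21), GMFB (0.20) and ALAS1 (0.19) were higher in ARID1A-KO cells and PSMD3 (-0.17) was lower. SRRM3 (0.26), close to an NHEJ-prone DSB, was higher. These calls rest on all samples being present. Of the 6 fits that each left out 1 sample, 5 lost the call of KLHL22, ASXL1, GMFB, ALAS1 and PSMD3, and 4 lost that of SRRM3. The highest adjusted p in these fits was 0.104 for KLHL22 and 0.144 for PSMD3, both without ARID1A-KO replicate 4, 0.11 for ASXL1 without WT replicate 4, 0.109 for GMFB without WT replicate 5, and 0.0988 for ALAS1 and 0.116 for SRRM3 without WT replicate 3 (edgeR's quasi-likelihood test). Over all alternatives, the adjusted p ran from 0.018 to 0.173 for KLHL22, from 0.00923 to 0.615 for ASXL1, from 0.00158 to 0.80 for GMFB, from 0.0272 to 0.161 for ALAS1, from 0.00647 to 0.144 for PSMD3 and from 0.015 to 0.685 for SRRM3. The other genes tested within 5 Mb of ASXL1 had a median log2 fold change of 0.26 and those of GMFB one of 0.22. SRRM3 changed direction to -0.045 with the offset on GC content.

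**Figure D2:**
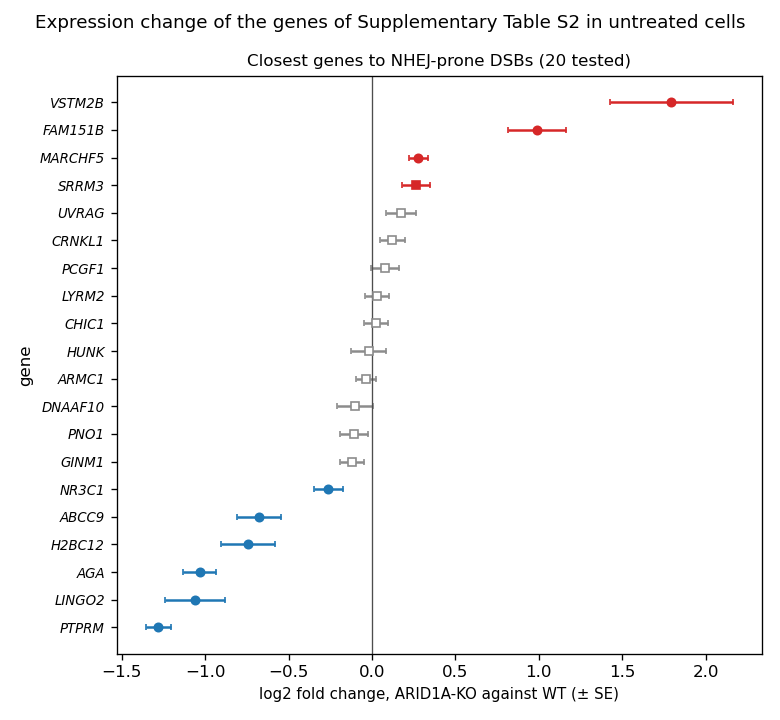
Log2 fold change of ARID1A-KO against WT (x axis, points with bars of ± SE, n = 3 samples each) for the 20 tested genes closest to NHEJ-prone DSBs. Colours mark genes that were higher, lower or not differentially expressed, and squares mark genes of Supplementary Table S2 that are not in Figure 5.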

Since ARID1A loss led to DNA repair deficiency, the unrepaired DSBs can be prone for chromosomal translocations. We measured intra- and inter-chromosomal translocations frequency at both HR- and NHEJ-prone DSBs after DNA damage induction. ARID1A-KO cells showed increased intra- and inter-chromosomal translocations frequency at both HR- and NHEJ-prone DSBs (Figure 5F). The inhibition of transcription partially reduced the translocation events only at HR-prone DSBs. This indicates that the defect in transcription suppression in ARID1A-KO cells is not the only mechanism that leads to translocations.

### ARID1A loss leads to activation of the cGAS/STING-mediated immune response.

Radiotherapy of certain tumor entities like breast cancer is routinely applied in the clinic. We induced DNA damage by IR of the ARID1A- depleted breast cancer cell line MDA-MB231 and observed increased accumulation of micronuclei, an indication for impaired DNA damage repair (Figure 6A). Accumulation of micronuclei and any cytosolic double stranded DNA (dsDNA) can be detected by cGAS leading to activation of cGAS/STING signaling pathway. We performed immunofluorescence staining of cytosolic dsDNA and cGAS. The results showed an overlap of cGAS staining with the micronuclei and cytosolic dsDNA after IR treatment, the incidence of this overlap was higher in ARID1A-KO cells (Figure 6B). Moreover, ARID1A-depleted cells displayed higher phosphorylation levels of pSer386-IRF3 (Figure 6C), a marker for activation of the cGAS/STING pathway, which detects abnormal cytosolic dsDNA and translocates to the nucleus to activate the expression of type I interferons (IFNs) (81,82). We observed increased expression of genes *INF-α*, *IL-6*, *CXCL9* and *CXCL10* upon IR treatment in both ARID1A-depleted and control cells, but ARID1A loss led to a higher expression levels (Figure 6D). This suggests that the accumulation of unrepaired DNA damage in ARID1A-depleted cells is associated with the expression level of immune regulatory cytokines.

**Figure 6.**
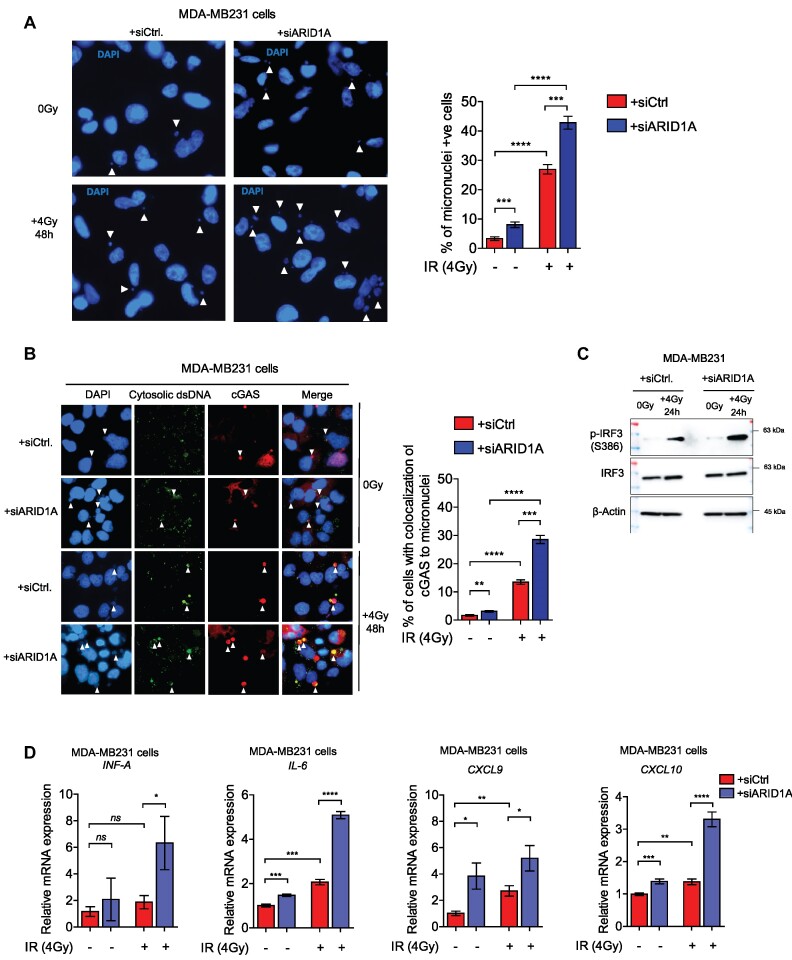
ARID1A depletion is associated with activation of cGAS/STING-mediated immune response. (**A**) Representative micrographs and quantification of micronuclei in MDA-MB231 cells transfected either with control siRNA (siCTR) or a pool of four siRNAs targeting ARID1A (siARID1A) and treated with the indicated dose of ionizing radiation. 500 cells were counted at indicated time points. *n* = 3 independent experiments (biological replicates); data are presented as mean ± SEM, and Student's *t* test was performed. (**B**) Representative micrographs and quantification of the overlap between micronuclei, cytosolic dsDNA and cGAS in MDA-MB231 transfected either with control siRNA (siCTR) or a pool of four siRNAs targeting ARID1A (siARID1A) and treated with the indicated dose of ionizing radiation. 500 cells were counted at indicated time points. *n* = 3 independent experiments (biological replicates); data are presented as mean ± SEM, and Student's t test was performed. (**C**) Western blot expression analysis of p-IRF3 in MDA-MB231 cells transfected either with siCTR or siARID1A and treated with the indicated dose of ionizing radiation. Representative WB from 3 independent experiments (biological replicates). (**D**) mRNA expression analysis of cGAS/STING-mediated immune cytokines, done by RT-qPCR. *n* = 3 independent experiments (biological replicates); data are presented as mean ± SEM, and Student's *t* test was performed. Statistical significance is presented as: * P < 0.05, ** *P* < 0.01, *** *P* < 0.001, **** *P* < 0.0001, ns = not significant.

Breast cancer patients with low ARID1A expression, who have received radiotherapy (RT) demonstrated higher *IL-6* expression compared to patients with high ARID1A expression (Figures 7A and B). Activation of the cGAS/STING pathway and production of immunomodulatory molecules such as INF-α, IL-6, CXCL9 and CXCL10 were described to be involved in the enhanced migration of immune cells in cancer, particularly macrophages, and regulate anti-tumor immune response (40,41). Patients with less expressed *ARID1A* exhibited higher infiltration of macrophages M1, myeloid dendritic cells, and CD4+ and CD8+ T cells. On the other hand, less infiltration of immunosuppressive regulatory T cells (Treg) was observed in patient group 1 (Figure 7C). Survival analysis of breast cancer patients showed better survival of patients with low ARID1A expression (group 1) when received RT (Figure 7D). This indicates that ARID1A expression is a promising prognostic marker for patients receiving RT. RT-treated patients with low *ARID1A* expression from other tumor entities, such as skin cutaneous melanoma (SKCM), thyroid carcinoma (THCA), and glioblastoma multiforme (GBM), displayed higher expression of *CXCL10, IL-6* and *CXCL9*. This was accompanied with higher infiltration of macrophages and several other immune cells (Supplementary Figures S6A–F and S7A–C). These results suggest ARID1A expression as a potential biomarker that correlates with the level of immune regulatory cytokines and, hence, might be a proxy for tumor-infiltrating immune cells. Cancer patients with low ARID1A expression would benefit and respond better to the combination of radiotherapy either with DDR inhibitors (DDRi) to increase the load of DNA damage, and/or with immunotherapy to further enhance the functions and the infiltration of immune cells. Such therapeutic combinatorial approaches are promising and need further validation using *in vivo* models.

**Figure 7.**
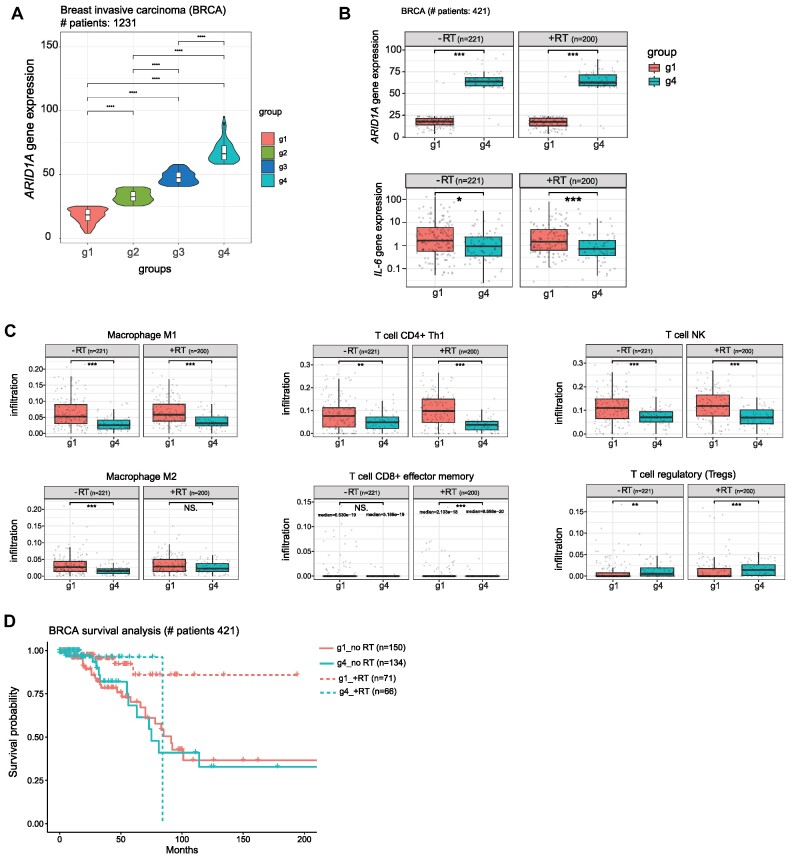
ARID1A depletion is associated with the infiltration of immune cells in cancer patients. (**A**) Box plot representation showing ARID1A expression in clusters of patient samples of TCGA Breast invasive carcinoma (BRCA). (**B**) Box plot showing ARID1A expression in group 1 and 4 of patient samples of TCGA BRCA, who received radiotherapy (upper panel), as well as the expression of IL-6 in the indicated groups (lower panel). (**C**) Box plots showing the level of immune cells infiltration in group 1 and 4 of patient samples of TCGA BRCA, who received radiotherapy. (**D**) Breast cancer patient survival analysis comparing group 1 and 4 with or without radiotherapy treatment. Statistical significance is presented as: * *P* < 0.05, ** *P* < 0.01, *** *P* < 0.001, **** *P* < 0.0001, ns = not significant.

## Discussion

SWI/SNF complexes are recruited to DSB sites in a manner depends on their interaction with γH2AX (83,84). This is followed by spreading of the γH2AX signals probably by increasing the accumulation of ATM kinase (84). The exact process of how SWI/SNF complexes, particularly ARID1A-containing complexes, expand γH2AX signals was not yet studied. Here, we uncover an epigenetic role of ARID1A in the regulation of γH2AX expansion and DSB repair. Our results suggest that ARID1A and the ATPase active BRG1 are involved in the formation of chromatin loops at DSBs to facilitate γH2AX expansion within the damaged TAD. This leads to the efficient recruitment of key downstream effectors of both NHEJ and HR pathways. TADs are made up of chromatin loops. The formation of chromatin loops is mediated by binding of CTCF to its motifs and by co-localization of CTCF with interacting cohesin (85,86). Our data show that the depletion of ARID1A significantly reduced the accumulation of RAD21 and CTCF at DSBs. Moreover, an interaction between ARID1A and RAD21 has been detected, which was further enhanced following DNA damage. In contrast, a study using hepatocytes without DNA damage induction reported a direct interaction between BRG1 and RAD21, while a similar interaction could not be detected between ARID1A and RAD21(74). We can however expect that both cell type and treatment conditions may define the precise function of SWI/SNF components and their interaction network. In summary, we suggest that the ARID1A-containing SWI/SNF complex regulates the chromatin architecture at DSBs in cooperation with RAD21 and CTCF. RAD21 and CTCF have been reported to regulate γH2AX foci formation (73,87). Loss of cohesin and CTCF resulted in failure of chromatin loop formation and disruption of the boundaries of chromatin loops, respectively (88). CTCF, which acts at chromatin boundaries as an insulator element promoting three-dimensional genome organization, has also been described to facilitate DSB repair via HR (89–92). Different SWI/SNF complexes were associated with chromatin organization into TADs. They interact with architectural elements such as RAD21, CTCF and RNAP II to organize TADs genome-wide (74,93,94).

We also show that ARID1A is required to maintain proper chromatin accessibility at DSBs. Our ATAC-seq results demonstrate that its loss leads to higher chromatin accessibility at DSBs compared to WT cells. In contrast to this, a study has reported that depletion of ARID1A led to a reduction of chromatin accessibility at regions adjacent to a Cas9-induced DSB (35). However, only one DSB was assessed and a different assay was used. In our study, the observed alterations in chromatin accessibility in ARID1A-depleted cells can be caused either directly, by the loss of the chromatin remodeling activity, or indirectly via redistribution of histone post-translational modifications. Since we observed impaired recruitment of RAD21 and CTCF in ARID1A-depleted cells resulting in deregulation of chromatin organization, it may also lead to aberrant spreading of activating histone marks that increases the accessibility of the chromatin region (95). In line with this notion, loss of ARID1A was accompanied by chromatin compartment switching, i.e. from open chromatin compartments to dense chromatin compartments and *vice versa*, which in turn alters transcription (74). Indeed, the activating histone marks H3K27ac and H2AK118ac, which are markers of accessible chromatin and transcription activation, were highly enriched around HR-prone DSBs and to a lower extent at NHEJ-prone DSBs in ARID1A-KO cells following DNA damage induction. This is consistent with our ATAC-seq data showing enhanced chromatin accessibility around the DSBs following DNA damage induction. Under DNA damage, HDAC1 is recruited to DSB sites and induces the de-acetylation of H2AK118ac, a step which is mandatory for the ubiquitination of histone H2A at K119. This in turn promotes the displacement of the elongating RNAPII and leads to transcription repression at TSS sites near the DSBs to ensure accurate DSB repair (79). We detected an interaction between ARID1A and HDAC1, which was present both in the undamaged condition as well as after DNA damage induction. Furthermore, HDAC1 recruitment to DSBs was dependent on ARID1A. In line with our results, ARID1A and BRG1 were shown to interact physically with HDAC1, and ARID1A depletion decreases the DNA binding of BRG1 and HDAC1, which leads to a gain of histone H4 acetylation (80). Consistently, pS2-RNAPII was highly enriched in KO cells prior to DSB induction, which was either further increased after DSB induction or remained unchanged. This suggests that ARID1A is needed for HDAC1-dependent de-acetylation of histones and the subsequent eviction of pS2-RNAPII and transcriptional repression. A recent study has been published demonstrating a role of SWI/SNF complexes in promoting RNAPII eviction, transcription silencing, R-loop resolution, and DNA repair via HR (96). According to their results, ARID1A was not involved initially in the eviction of RNAPII after DNA damage induced by IR, but it is needed to maintain this eviction. The difference between the applied cellular models must however be considered. In our model, we are specifically looking at pure HR-prone DSBs which are induced enzymatically and located in close proximity to actively transcribed genes. Whereas in their model, they used IR-induced DNA damage, which can result in several different DNA lesions beside DSBs. Furthermore, the dissection of the pathway by which the DSBs are repaired is not possible following IR-induced DNA damage.

In summary, we conclude that ARID1A is needed for the establishment of pre-existing chromatin organization and epigenetic marks for DSB repair and transcription silencing. ARID1A regulates both HR and NHEJ pathways via facilitating the formation of chromatin loops at the DSBs. Interestingly, ARID1A contributes to an additional regulatory mechanism for those DSBs in proximity to actively transcribed genes, which is the silencing of transcription during DNA repair. Only HR-prone DSBs are located in actively transcribed genes and are more abundant in transcription-elongation associated histone marks such as H3K36 tri-methylation, which also target these DSBs to HR repair (44). Consistently our results show that HR-prone DSBs exhibit higher chromatin accessibility, H2AK118 acetylation and RNAPII enrichment, which make them more affected by loss of ARID1A than NHEJ-prone DSBs. This indicates that NHEJ-prone DSBs are not regulated by ARID1A via this additional axis. ARID1A depletion resulted in an increased intra- and inter-chromosomal translocation frequency at both HR- and NHEJ-prone DSBs. This high translocation frequency of unrepaired DSBs can be partially rescued by inhibition of transcription but only at HR-prone DSBs. This further confirms that ARID1A plays multiple epigenetic roles in DSB repair, and is consistent with our data that showed defects in chromatin loop formation in ARID1A-depleted cells, which is thought to precede transcription silencing.

DNA repair deficiency and genomic instability lead to accumulation of cytosolic DNA and formation of micronuclei. Subsequently, this can be detected by cGAS leading to activation of cGAS/STING signaling pathway in cancer cells. Several studies reported activation of cGAS/STING signaling pathway either upon DNA damage induced by therapeutic agents (97–99) or upon DSB repair defects due to inactivation of key DSB repair factors such as ATM, ATR, PARP1, RAD51 and BRCA2 (100–104), or upon epigenetic alterations that impact DNA repair such as mutations of histone H3.3 as recently reported by our group (68) and by other research groups as well (105). While inactivation of DNA-PKcs upon irradiation attenuated STAT1 activation, a downstream target of cGAS/STING pathway (106), it enhanced the formation of cytosolic double-stranded DNA and promoted antitumor type 1 IFN signaling in cGAS/STING-independent, but an RNA polymerase III (POL III), retinoic acid-inducible gene I (RIG-I), and antiviral-signaling protein (MAVS)-dependent manner (107). As a result of defective DSB repair in ARID1A depletion, accumulation of micronuclei and activation of cGAS-STING pathway were observed upon IR treatment. This subsequently resulted in an increased expression of several immune-stimulatory cytokines and chemokines, such as INF-α, IL-6, CXCL9 and CXCL10. These molecules are involved in the enhanced migration of immune cells in cancer, particularly macrophages, and regulate anti-tumor immune response (40,41). Consistently, the depletion of PBRM1, a subunit of another SWI/SNF chromatin remodeling complex (the PBAF complex), exhibited enhanced accumulation of micronuclei and activation of cGAS/STING pathway compared to PBRM1-WT cells due to an increased accumulation of unrepaired DNA damage after PARP inhibition (108).

In line with our *in vitro* results, the analysis of TCGA clinical samples demonstrates an increased expression of at least one of the aforementioned immunomodulatory molecules in tumors with low *ARID1A* expression. This was also associated with higher infiltration of macrophages M1, monocytes, myeloid dendritic cells, NK cells, as well as CD4+ and CD8+ T cells. In almost all cancer cases, ARID1A mutations result in loss of ARID1A expression (109), which raises difficulties in making ARID1A therapeutically targetable. It is however of clinical importance to use ARID1A expression as a potential biomarker that correlates with the level of immune regulatory cytokines, and hence can estimate the levels of tumor-infiltrating immune cells. In line with this, it has been reported that tumors lacking ARID1A expression exhibit higher tumor-infiltrating lymphocytes (TILs) and enhanced immune checkpoints, which render these tumors sensitive to immune checkpoint blockade therapy (110,111). Two studies reported an evidence that ARID1A deficiency impacts on immune signalling via another DNA repair mechanisms such as mismatch repair (MMR). Alterations of *ARID1A* were accompanied with mutations in MMR-related genes and associated with higher expression of PD-L1 and better prognosis in patients with endometrial carcinoma. They showed that ARID1A loss can be used as a prognostic marker for immune checkpoint blockade (112,110). This indicates that ARID1A loss can impact immune response to tumor cells via other mechanisms, and it is not restricted only to DSB repair deficiency and activation of cGAS/STING pathway. We also do not exclude any effects that may be mediated by the loss of the epigenetic functions of ARID1A.

One of the most common types of cancer treatment is radiotherapy (RT). Along with its ability to kill or inhibit the growth of cancer cells by increasing the rate of DNA damage, it also has important immune-stimulatory properties, such as upregulation of genes that code for neoantigens and immune-stimulatory cytokines that increase the immunogenicity of the cancer cells (113,114). On the other hand, due to the fractionation schedule of the radiation dose, RT can cause immunosuppression through Hypoxia that induces tumor microenvironment (TME) remodeling. This results in accumulation of immunosuppressive regulatory T cells (Treg), exhausted T cells (Tex), and M2 macrophages (113,114). The combination of radiotherapy either with DDRi and/or immunotherapy in cancer patients with low ARID1A expression is a promising therapeutic approach to improve treatment response of cancer patients. In accordance with our suggestion, an increased tumor-infiltrating lymphocytes and longer patient survival were associated with low expression of both ARID1A and ATM/Chk2 axis, and inhibition of ATM selectively potentiated the efficacy of immune checkpoint blockade in ARID1A-depleted tumors but not in WT tumors (115). Therefore, an *in vivo* screening of several DDRi combined with Radio- and immunotherapy in ARID1A-depleted tumors will have a translational impact as it will provide potential therapeutic approaches to improve cancer treatment.

## Supplementary Material

gkae233_Supplemental_Files

## Data Availability

The data that support the findings of this study are presented in the main text paper and in the online Supplementary Information file. Further information and requests for resources and reagents should be directed to and will be fulfilled by the corresponding authors, Ali Bakr (). The generated high throughput sequencing data have been deposited to Gene Expression Omnibus (GEO) under the accession the GEO ID GSE249492. The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE [1] partner repository with the dataset identifier PXD047225. The source codes are available in the Supplementary material.

# Supplementary material for: ARID1A regulates DNA repair through chromatin organization and its deficiency triggers DNA damage-mediated anti-tumor immune response
**Source:** Nucleic Acids Res. 2024 Apr 8;52(10):5698–719. doi: 10.1093/nar/gkae233

## Supplementary Figures Titles and Legends

**Figure S1: ARID1A promotes DSB repair pathways. (A-C)** Western blots showing the knockdown of ARID1A in the indicated cell lines. **(D)** Western blot showing recruitment of the indicated DNA repair factors to the chromatin (left panel), and the quantification of the results (right panel). **(E)** Western blots showing the expression of the indicated DNA repair proteins upon ARID1A knockdown. **(F)** Western blots showing the knockdown of ARID1A in AID-DlvA cells. All data presented in this figure are from n=3 independent experiments (biological replicates). Statistical significance is presented as: \* =  $p < 0.05$ , \*\* =  $p < 0.01$ , \*\*\* =  $p < 0.001$ , \*\*\*\* =  $p < 0.0001$ , ns = not significant.

**Figure S2: ARID1A and BRG1 are required for efficient chromatin loop formation. (A & B)** 4C-seq normalized read counts at indicated viewpoints as well as differential 4C-seq track ( $\log_2$  +DSB/-DSB) in WT (grey) and BRG1 inhibition (orange). 4C-seq data were smoothed using 10-kb spans. **(C-E)** box plots showing the differential 4C-seq track ( $\log_2$  +DSB/-DSB) at indicated viewpoints. 4 technical replicates from two independent experiments, data are presented mean  $\pm$ SD, Student's t test. **(F & G)** Enrichment of RAD21 and CTCF, respectively, at the indicated DSBs in WT and ARID1A-KO cells, measured by ChIP-qPCR. n=3 independent experiments (biological replicates); data are presented as mean  $\pm$ SEM, Student's t test. **(H)** GO pathway analysis of ARID1A protein interactions done by metasplice resource. **(I)** Volcano plot showing ARID1A protein interactions, highlighting RAD21 and CTCF as well as SWI/SNF complex subunits. **(J)** Western blots confirming the interaction between ARID1A, and RAD21 and CTCF. All data presented in this figure are from n=3 independent experiments (biological replicates), unless otherwise stated. Statistical significance is presented as \* =  $p < 0.05$ , \*\* =  $p < 0.01$ , \*\*\* =  $p < 0.001$ , \*\*\*\* =  $p < 0.0001$ , ns = not significant.

**Figure S3: BRG1 inhibition alters chromatin accessibility at DSBs. (A)** Annotation of the genomic regions that gain or lose accessibility in ARID1A-KO cells, as well as annotation of all DSB regions. **(B)** Profile plots showing the differentially chromatin accessibility in WT and BRM014 treated cells at HR-prone and at indicated time points after DSBs induction. **(C)** Box plots showing the differential accessibility, at HR-prone DSBs. **(D)** Profile plots showing the differentially chromatin accessibility in WT and BRM014 treated cells at NHEJ-prone and at indicated time points after DSBs induction. **(E)** Box plots showing the differential accessibility, at NHEJ-prone DSBs. All data presented in this figure are from n=3 independent experiments (biological replicates). Data are presented as mean  $\pm$ SD, Student's t test. Statistical significance is presented as \* =  $p < 0.05$ , \*\* =  $p < 0.01$ , \*\*\* =  $p < 0.001$ , \*\*\*\* =  $p < 0.0001$ , ns = not significant.

**Figure S4: ARID1A regulates the transcription repression at HR-prone DSBs (A & B)** Normalized ACT-seq coverage showing the enrichment of H2A118ac at the closest TSS sites to HR- and NHEJ-prone DSBs, respectively, at the indicated time points in WT and ARID1A-KO cells. **(C)** Volcano plot showing ARID1A protein interactions, highlighting HDAC1 and RSF1 as well as SWI/SNF complex subunits. **(D)** Western blots confirming the interaction between ARID1A, and HDAC1 and RSF1. All data presented in this figure are from n=3 independent experiments (biological replicates).

**Figure S5: ARID1A regulates the transcription repression at HR-prone DSBs. (A)** Bar plot showing the number of transcript per million (TPM) of the genes located close to HR-prone DSBs in ARID1A-KO cells. **(B)** Bar plot showing the number of transcript per million (TPM) of the genes located close to NHEJ-prone DSBs in ARID1A-KO cells. All data presented in this figure are from n=3 independent experiments (biological replicates). Data are presented as mean  $\pm$ SD, Student's t test. Statistical significance is presented as \* =  $p < 0.05$ , \*\* =  $p < 0.01$ , \*\*\* =  $p < 0.001$ , \*\*\*\* =  $p < 0.0001$ , ns = not significant.

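A TPM value divides the reads of a gene by its length and scales the sample to a fixed total. In the deposited tables the reverse-stranded TPM values of all genes sum to between 1330727 and 1382709 per sample, because the authors scaled them so that the autosomal genes alone sum to between 1000135 and 1000239. The tables also hold TPM values without regard to strand. In these, CYB561D1 had 24.0 ± 3.13 TPM in WT and 29.5 ± 0.55 in ARID1A-KO cells (SD, n = 3 each). GNE had 15.2 ± 1.71 and 21.1 ± 0.62, H2BC12 427 ± 81.1 and 259 ± 59.7, and PTPRM 31.4 ± 2.27 and 13.1 ± 0.21. The genotypes did not overlap for NR3C1 in this column, with 42.7 ± 4.60 TPM in WT and 36.0 ± 1.61 in ARID1A-KO cells.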

**Figure S6: ARID1A depletion is associated with the infiltration of immune cells in cancer patients. (A)** Box plot representation showing ARID1A expression in clusters of patient samples of TCGA Skin Cutaneous Melanoma (SKCM). **(B)** Box plot showing ARID1A expression of group 1 and 4 of patient samples of TCGA SKCM, who received radiotherapy (left panel), as well as the expression of CXCL-10 and CXCL-9 in the indicated groups (right panel). **(C)** Box plots showing the level of immune cells infiltration of group 1 and 4 of patient samples of TCGA SKCM, who received radiotherapy. **(D)** Box plot representation showing ARID1A expression in clusters of patient samples of TCGA Thyroid carcinoma (THCA). **(E)** Box plot showing ARID1A expression of group 1 and 4 of patient samples of TCGA THCA, who received radiotherapy (left panel), as well as the expression of CXCL-10, TNF and STING in the indicated groups

(right panel). **(F)** Box plots showing the level of immune cells infiltration in group 1 and 4 of patient samples of TCGA THCA, who received radiotherapy. Statistical significance is presented as: \* =  $p < 0.05$ , \*\* =  $p < 0.01$ , \*\*\* =  $p < 0.001$ , \*\*\*\* =  $p < 0.0001$ , ns = not significant.

**Figure S7: ARID1A depletion is associated with the infiltration of immune cells in cancer patients.**

**(A)** Box plot representation showing ARID1A expression in clusters of patient samples of TCGA Glioblastoma multiforme (GBM). **(B)** Box plot showing ARID1A expression in group 1 and 4 of patient samples of TCGA GBM, who received radiotherapy (left panel), as well as the expression of CXCL-10 and IL-6 in the indicated groups (right panel). **(C)** Box plots showing the level of immune cells infiltration of group 1 and 4 of patient samples of TCGA GBM, who received radiotherapy. Statistical significance is presented as: \* =  $p < 0.05$ , \*\* =  $p < 0.01$ , \*\*\* =  $p < 0.001$ , \*\*\*\* =  $p < 0.0001$ , ns = not significant.

# Figure S1

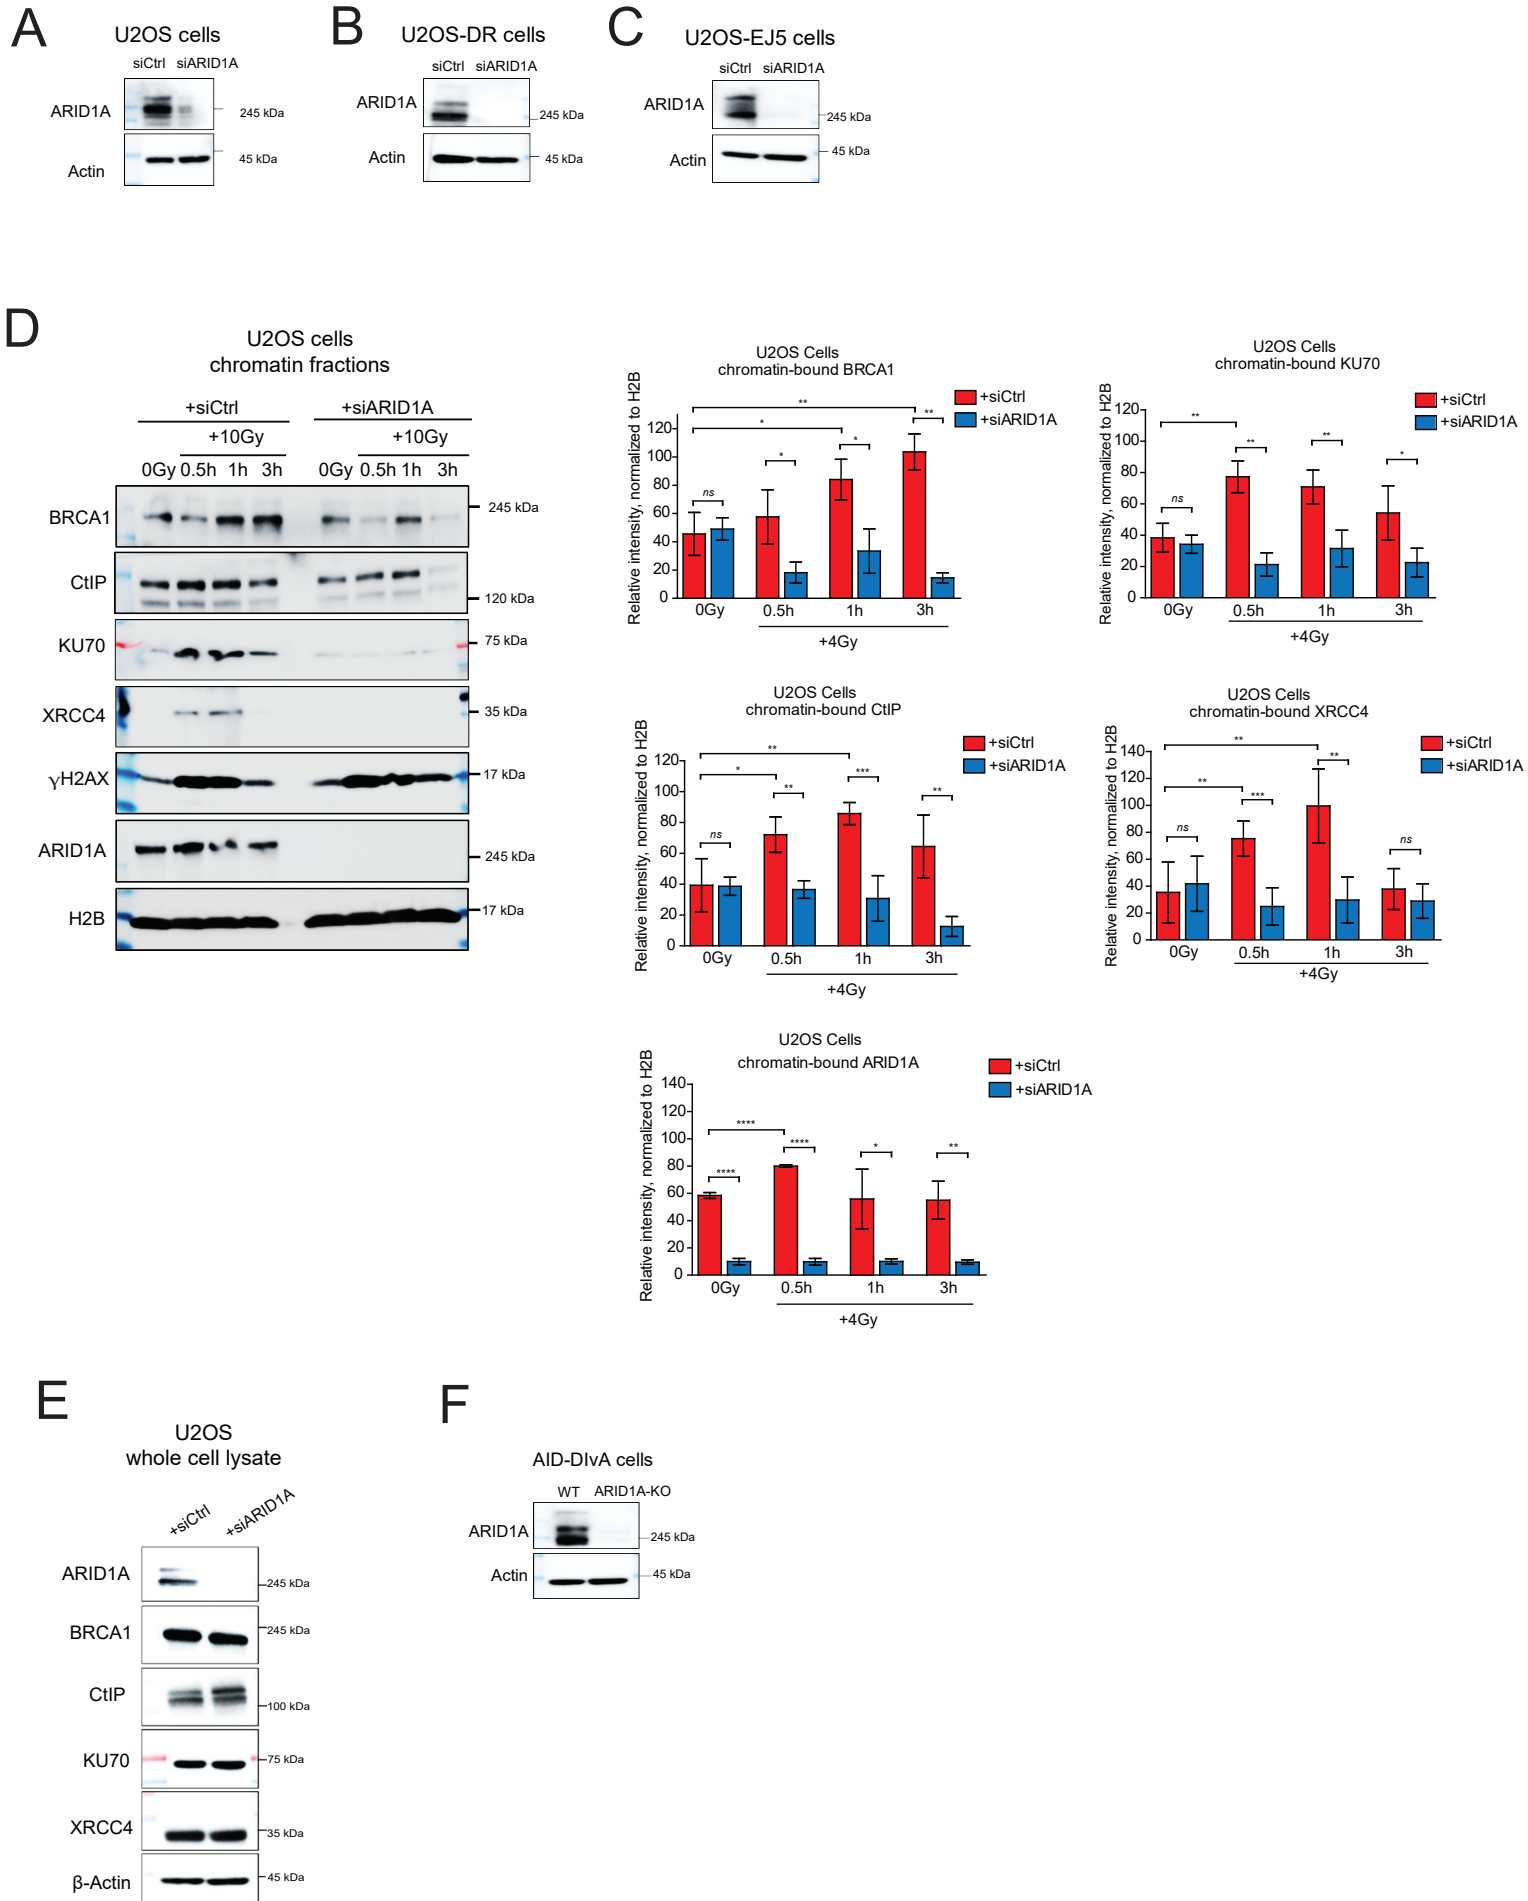

# Figure S2

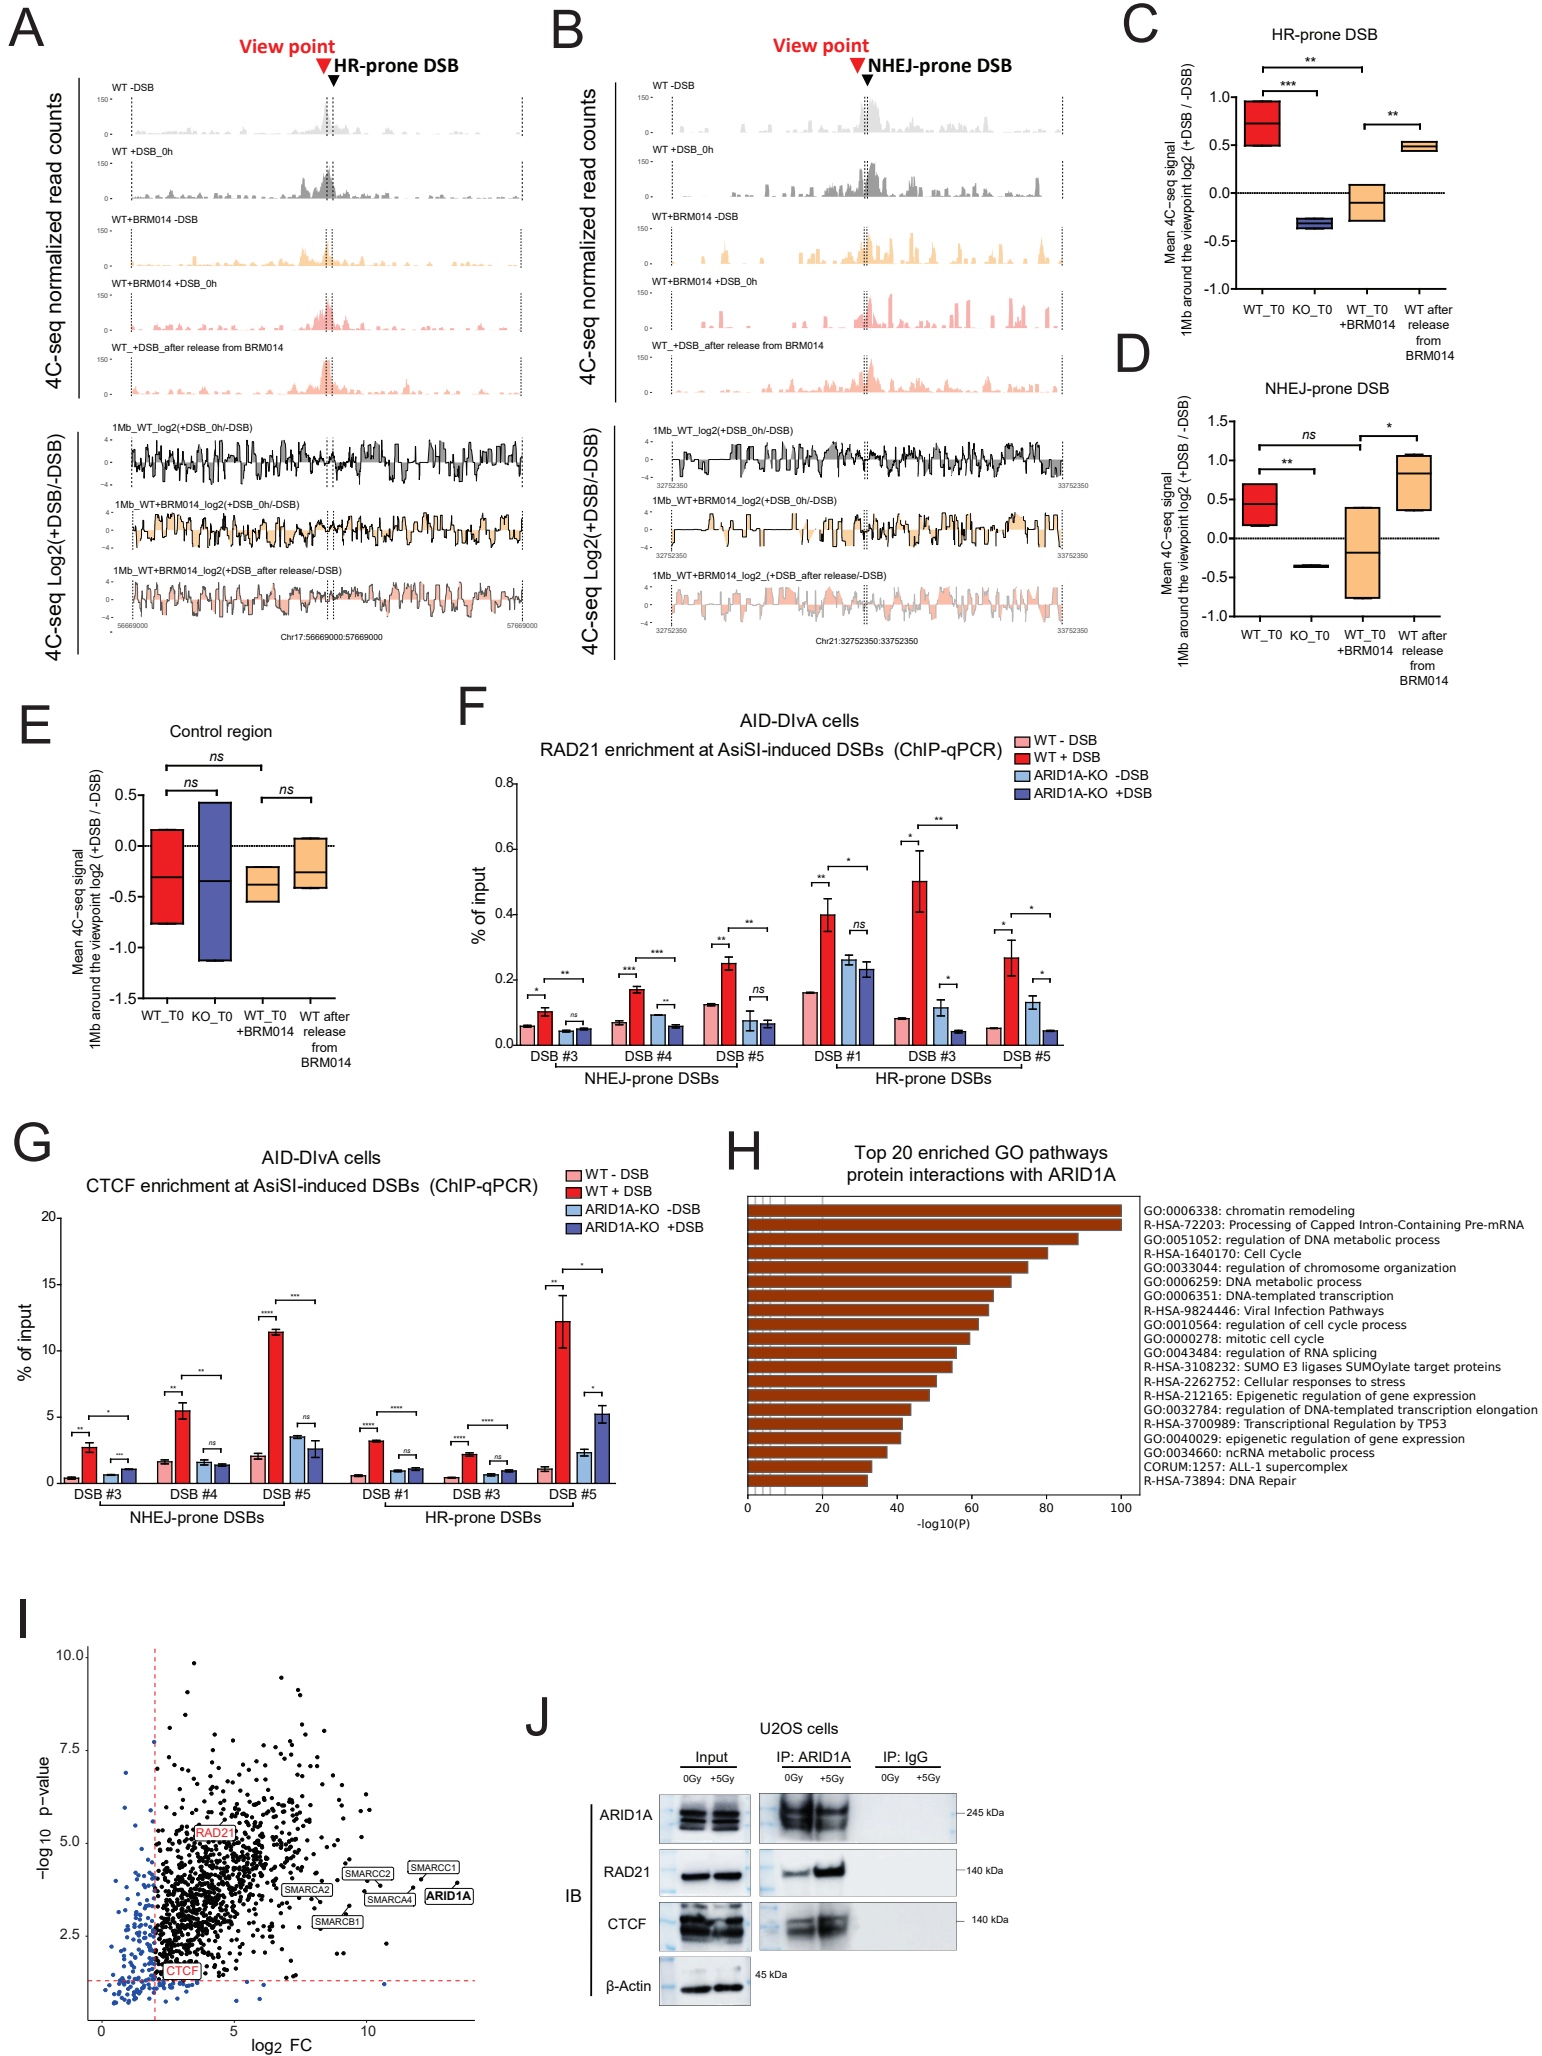

# Figure S3

## A

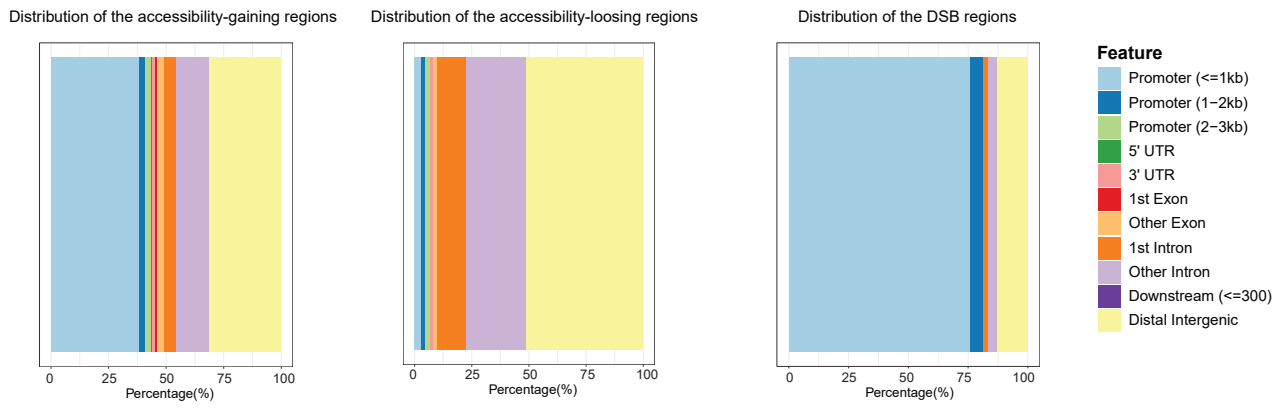

## B

### HR-prone DSB sites (30 DSBs)

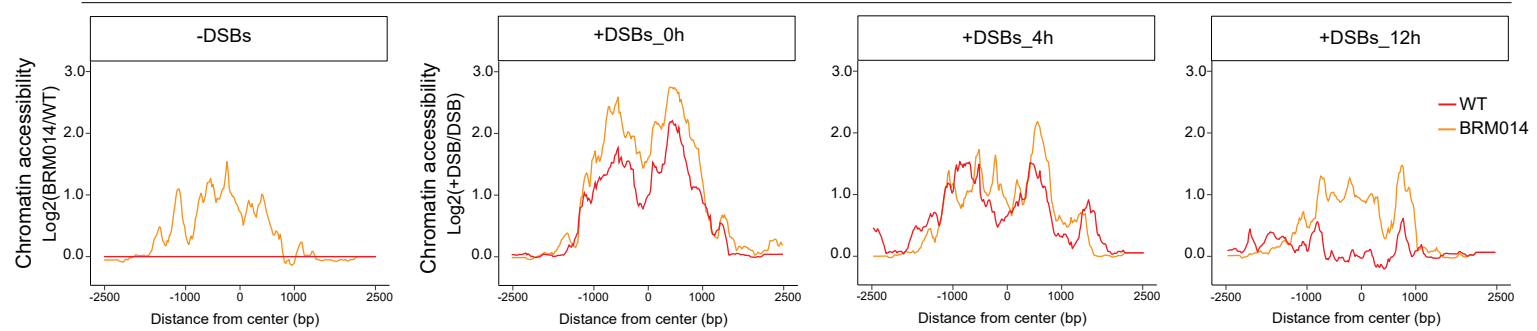

## C

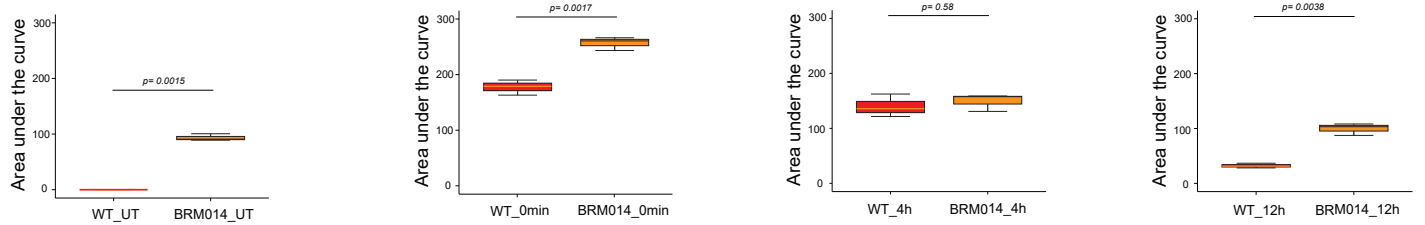

## D

### NHEJ-prone DSB sites (30 DSBs)

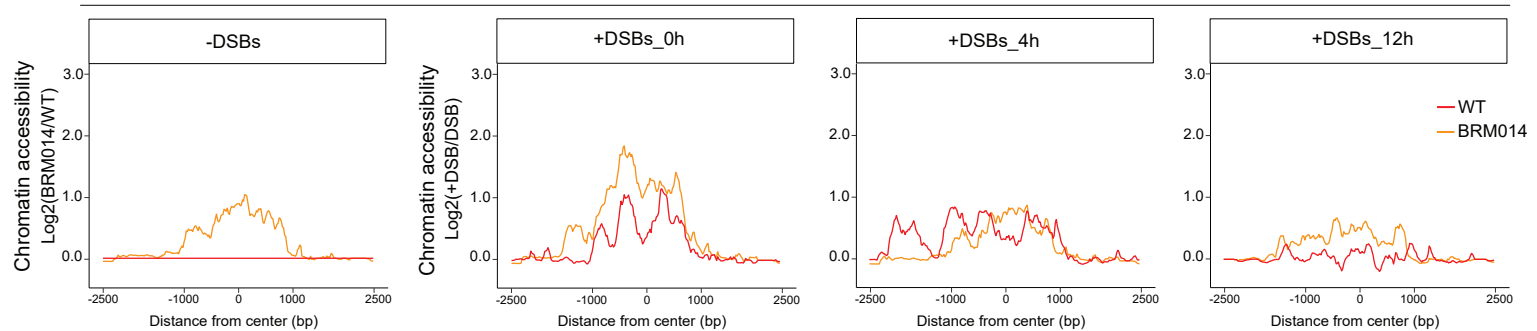

## E

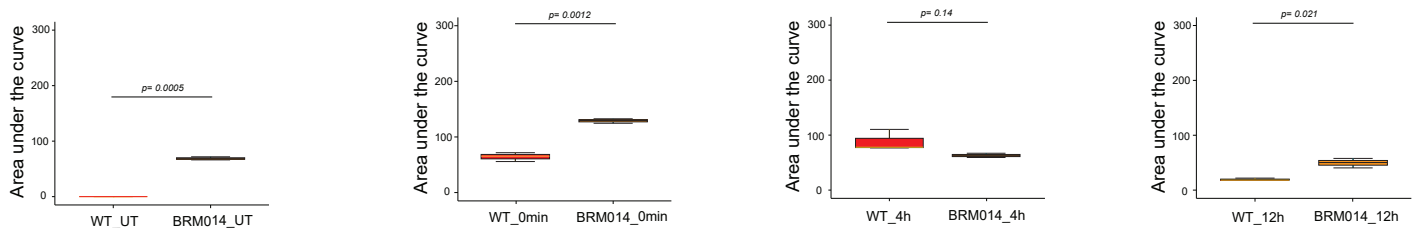

# Figure S4

**A**

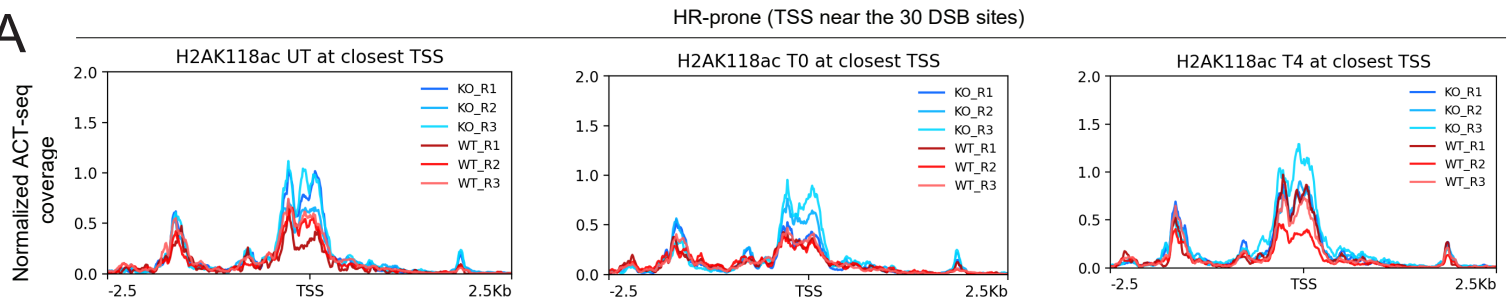

**B**

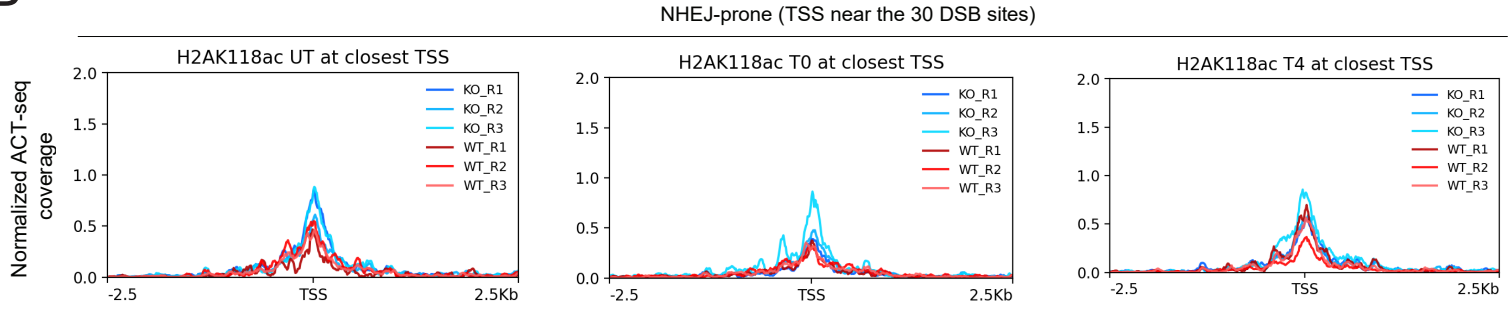

**C**

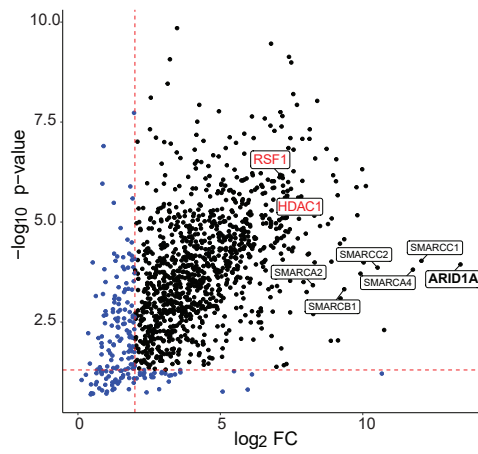

**D**

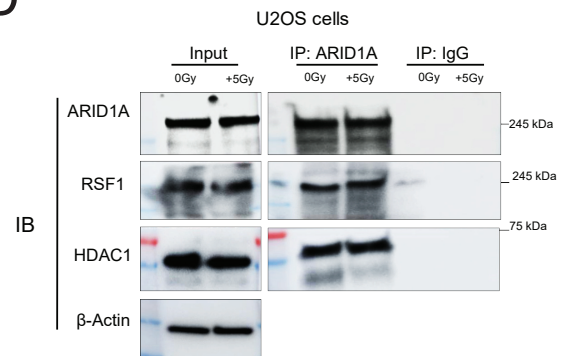

# Figure S5

## A

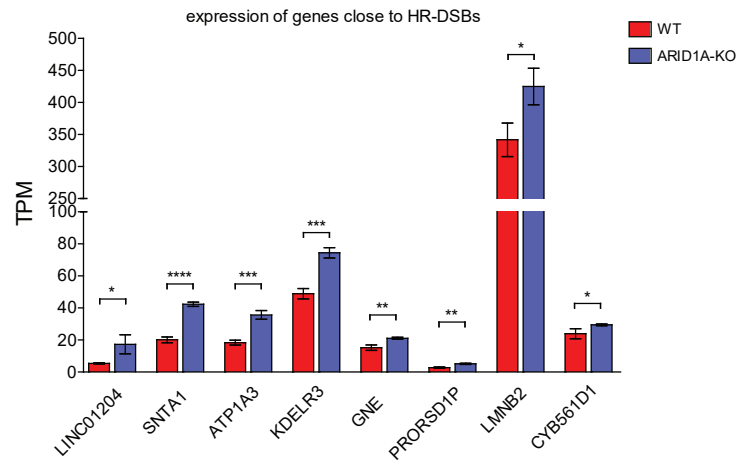

## B

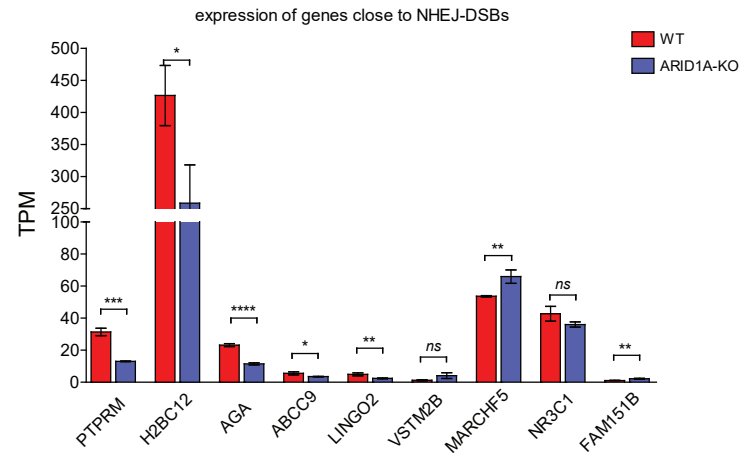

# Figure S6

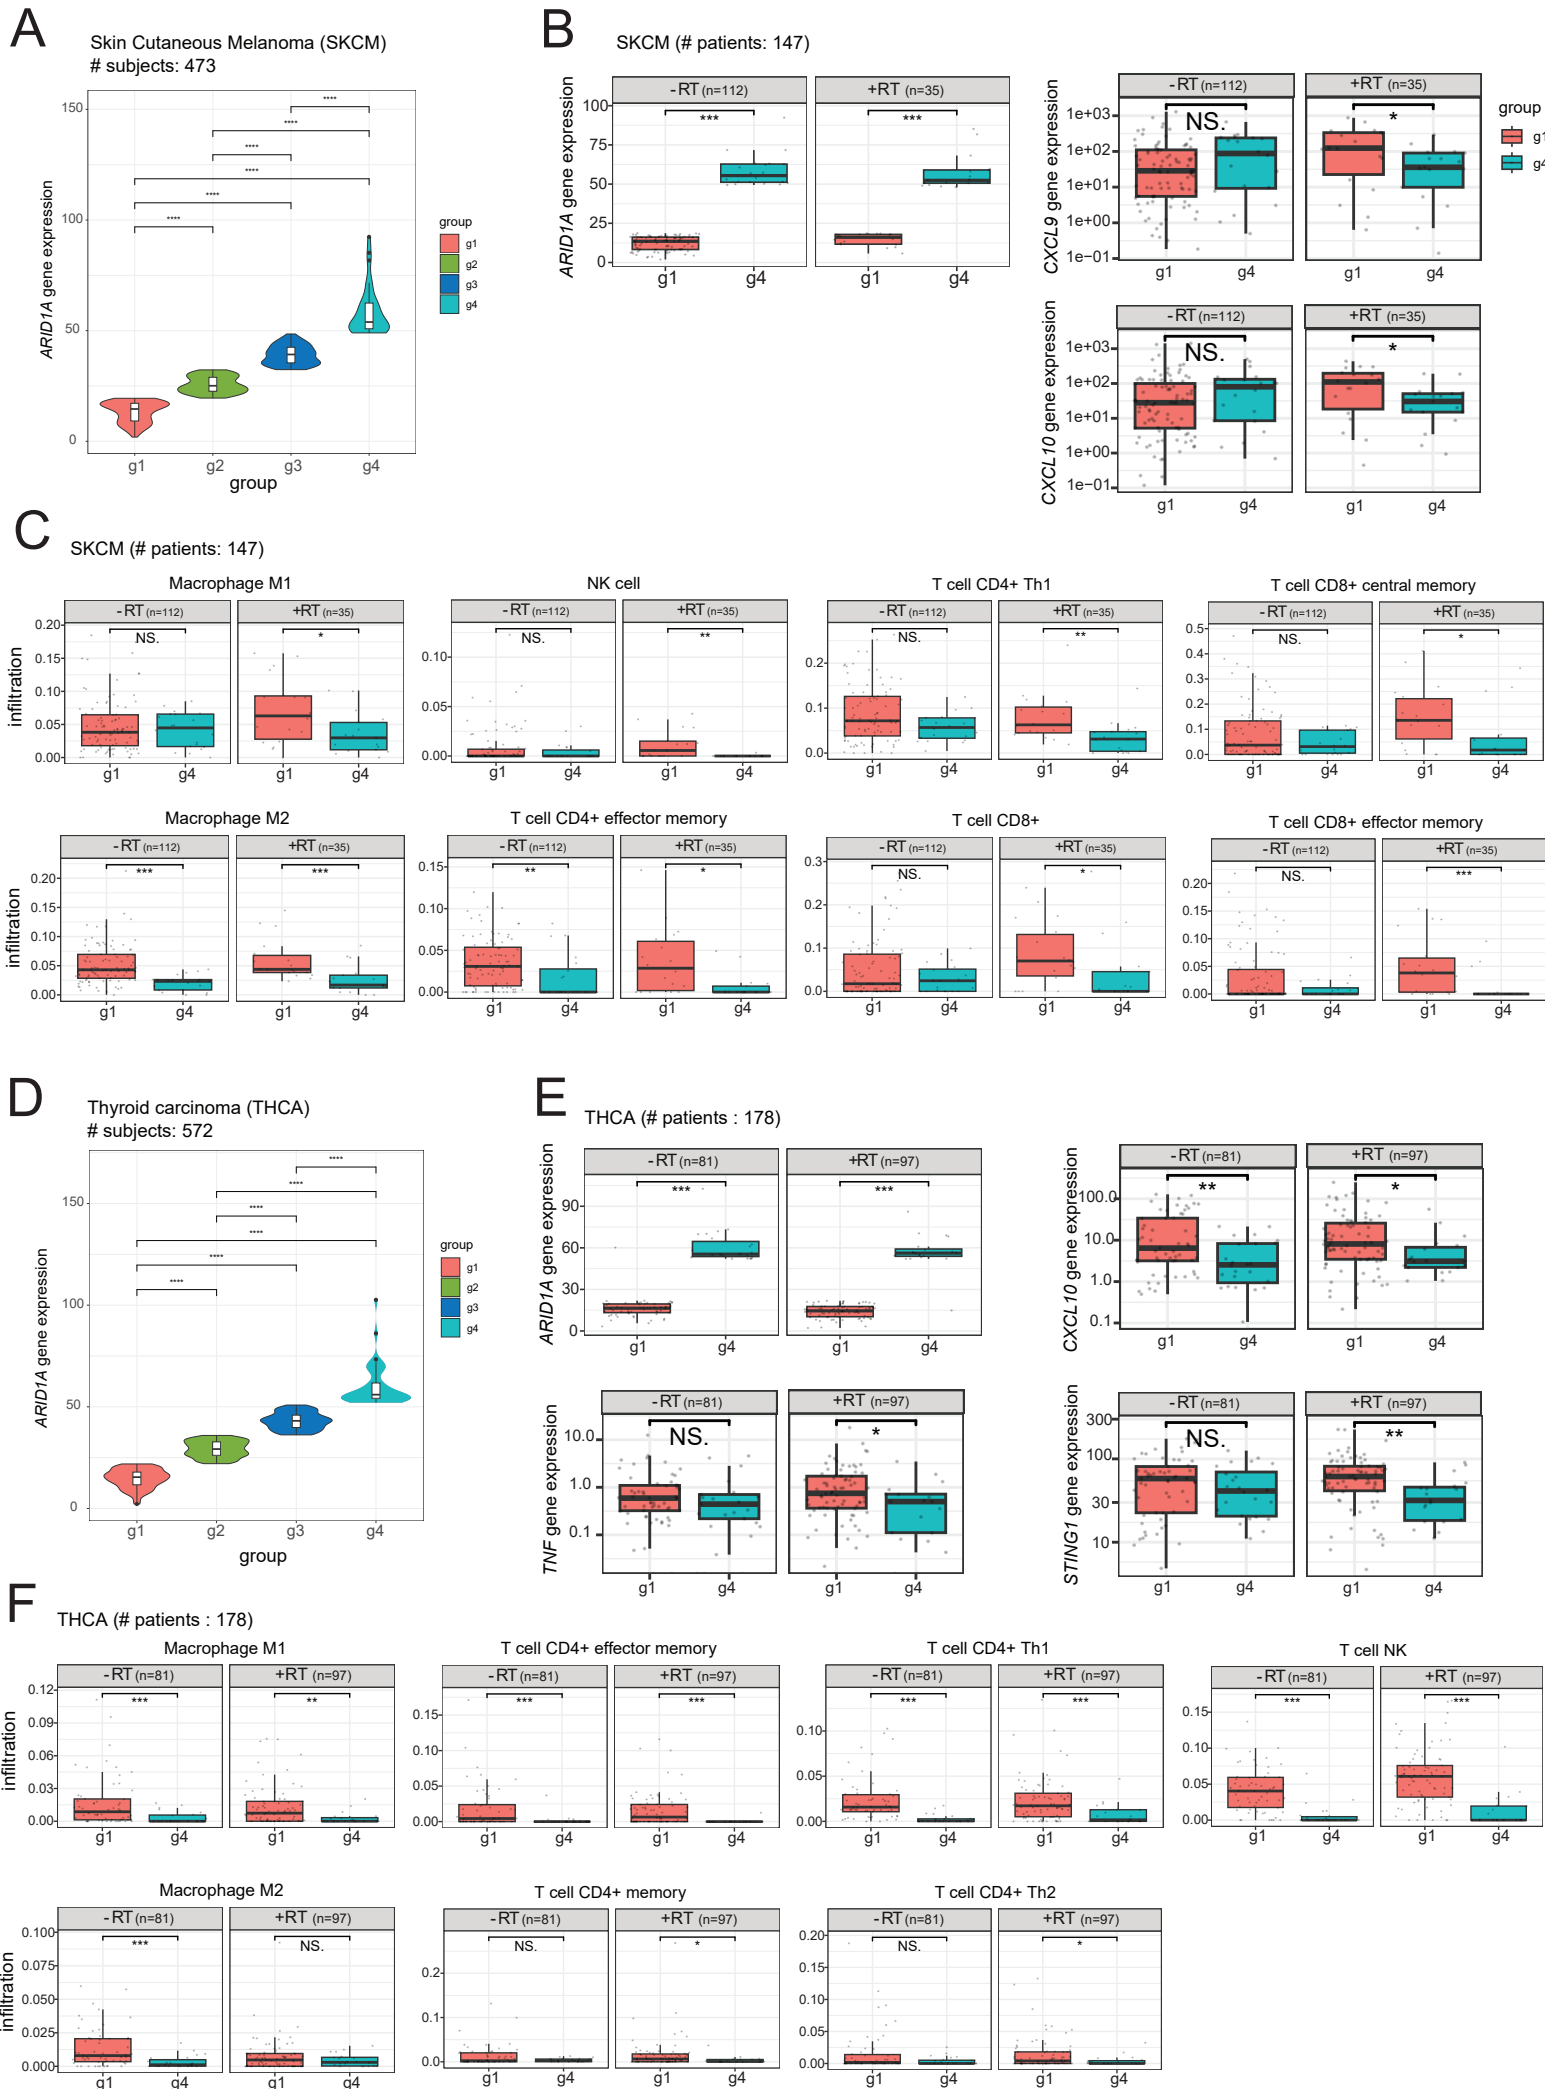

# Figure S7

**A**

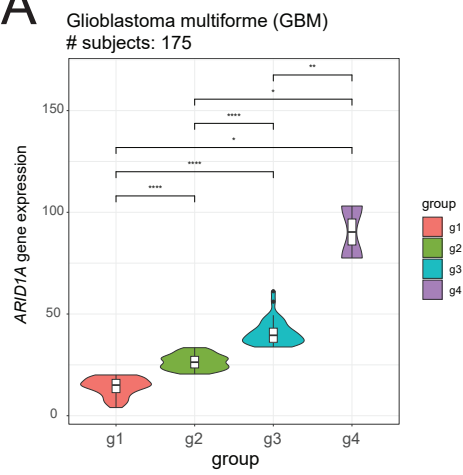

**B**

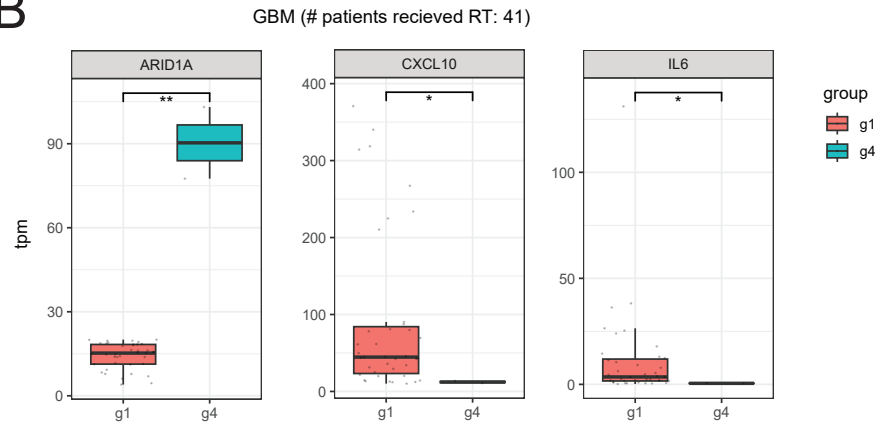

**C**

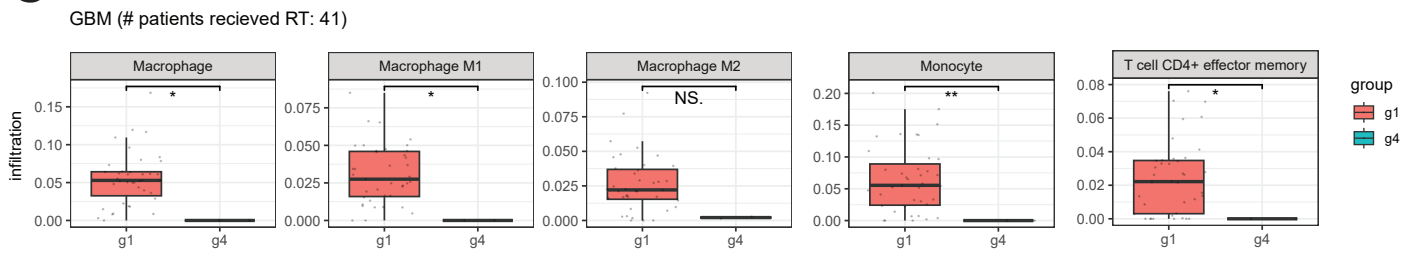

**Supplement:** gkae233_Supplemental_Files

# Supplementary material for: ARID1A regulates DNA repair through chromatin organization and its deficiency triggers DNA damage-mediated anti-tumor immune response
**Source:** Nucleic Acids Res. 2024 Apr 8;52(10):5698–719. doi: 10.1093/nar/gkae233
**Supplement:** gkae233_Supplemental_Files

Supplementary Table S1: Sequences of oligonucleotides

| Sequences of individual small interfering RNAs |                                |                      |                          |
|------------------------------------------------|--------------------------------|----------------------|--------------------------|
| PRODUCT                                        | individual siRNAs              | Sequence             |                          |
| siGENOME SET OF 4 UPGRADE                      | siARID1A#1                     | GCAACGACAUGAUUCCUAU  |                          |
|                                                | siARID1A#2                     | GAAUAGGGCCUGAGGGAAA  |                          |
|                                                | siARID1A#3                     | AGAUGUGGGUGGACCGUUA  |                          |
| siGENOME SET OF 4 UPGRADE                      | Non-targeting#1                | UGGUUUACAUGUCGACUAA  |                          |
|                                                | Non-targeting#2                | UGGUUUACAUGUUGUGUGA  |                          |
|                                                | Non-targeting#3                | UGGUUUACAUGUUUUCUGA  |                          |
|                                                | Non-targeting#4                | UGGUUUACAUGUUUCCUA   |                          |
| Sequences of individual primers                |                                |                      |                          |
| Purpose                                        | Target region                  | Orientation          | Sequence                 |
| RT-qPCR                                        | GAPDH                          | forward              | AGCCACATCGCTCAGACAC      |
|                                                |                                | reverse              | GCCCAATACGACCAAATCC      |
|                                                | INF-A                          | forward              | TGATGCTCCTGGCACAAATG     |
|                                                |                                | reverse              | GGATCAGCTCATGGAGGACA     |
|                                                | IL-6                           | forward              | GATGAGTACAAAAGTCCTGATCCA |
|                                                |                                | reverse              | CTGCAGCCACTGGTTCTGT      |
|                                                | CXCL9                          | forward              | CTGTTCTGCATCAGCACCAAC    |
|                                                |                                | reverse              | TGAACTCCATTCTTCAGTGTAGCA |
|                                                | CXCL10                         | forward              | GGTGAGAAGAGATGTCTGAATCC  |
|                                                |                                | reverse              | GTCCATCCTTGAAGCACTGCA    |
| ChIP-qPCR                                      | NHEJ-DSB-1                     | forward              | TCCCCTGTTTCTCAGCACTT     |
|                                                |                                | reverse              | CTTCTGCTGTTCTGCGTCCT     |
|                                                | NHEJ-DSB-2                     | forward              | ATCGGGCCAATCTCAGAGG      |
|                                                |                                | reverse              | GCGACGCTAACGTTAAAGCA     |
|                                                | NHEJ-DSB-3                     | forward              | GGAAGGAGGGGCTACTAGGG     |
|                                                |                                | reverse              | GAAAGCCCCATTTCAGTTTGA    |
|                                                | NHEJ-DSB-4                     | forward              | CGTGGGGAAGTTAAGGAACA     |
|                                                |                                | reverse              | CCCCATCACGTTAACCAAAC     |
|                                                | NHEJ-DSB-5                     | forward              | GGGGAATTGGGCATTAGTT      |
|                                                |                                | reverse              | TTCGCCTCTTGGTTCTCTGT     |
|                                                | HR-DSB-1                       | forward              | TATGGGACCAAGCGAGTAGG     |
|                                                |                                | reverse              | GCCTCACACACACCCATA       |
|                                                | HR-DSB-2                       | forward              | GGGACAGCGCGTACTTTG       |
|                                                |                                | reverse              | TCGCTAGGCCCAGCAGTT       |
|                                                | HR-DSB-3                       | forward              | GTCAGTATGGCCCCAGAGTC     |
|                                                |                                | reverse              | ACGGCTGATGGACTTAGACG     |
|                                                | HR-DSB-4                       | forward              | GAGGAACCATTTCGACAAGA     |
|                                                |                                | reverse              | CTGACCAAGGAAGCCTCAAG     |
|                                                | HR-DSB-5                       | forward              | GGGTATGGAGCTGCCTCTAA     |
|                                                |                                | reverse              | GACAAAGATGGCTGGAGGAG     |
|                                                | HR-DSB-at the 4C viewpoint     | forward              | CCGCCAGAAAGTTTCCTAGA     |
|                                                |                                | reverse              | CTCACCCCTTGCAGCACTTG     |
|                                                | NHEJ-DSB-at the 4C viewpoint   | forward              | CCTAGCTGAGGTCGGTGCTA     |
|                                                |                                | reverse              | GAAGAGTGAGGAGGGGGAGT     |
|                                                | CTRL-noDSB-at the 4C viewpoint | forward              | AGCACATGGGATTTTGCAGG     |
|                                                |                                | reverse              | TTCCCTCCTTTGTGTCACCA     |

| Sequences of sBLISS primers                      |                   |             |                                                                                         |
|--------------------------------------------------|-------------------|-------------|-----------------------------------------------------------------------------------------|
| Purpose                                          | adaptor           | Orientation | Sequence                                                                                |
| sBLISS adaptors                                  | AsiSI_BLISS_#1    | forward     | /5Phos/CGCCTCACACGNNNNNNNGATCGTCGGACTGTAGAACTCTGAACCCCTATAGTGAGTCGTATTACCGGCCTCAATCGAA  |
|                                                  |                   | reverse     | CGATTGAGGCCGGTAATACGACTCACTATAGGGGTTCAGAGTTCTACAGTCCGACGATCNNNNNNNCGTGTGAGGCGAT         |
|                                                  | AsiSI_BLISS_#4    | forward     | /5Phos/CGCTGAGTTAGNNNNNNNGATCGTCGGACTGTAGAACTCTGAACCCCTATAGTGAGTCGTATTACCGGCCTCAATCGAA  |
|                                                  |                   | reverse     | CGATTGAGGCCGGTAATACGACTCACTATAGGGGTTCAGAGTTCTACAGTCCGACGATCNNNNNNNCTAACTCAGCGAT         |
|                                                  | AsiSI_BLISS_#10   | forward     | /5Phos/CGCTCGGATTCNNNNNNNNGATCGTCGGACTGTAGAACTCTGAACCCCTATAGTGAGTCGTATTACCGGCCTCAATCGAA |
|                                                  |                   | reverse     | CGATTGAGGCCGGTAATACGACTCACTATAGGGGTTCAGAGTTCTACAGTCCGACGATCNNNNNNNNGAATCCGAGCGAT        |
|                                                  | AsiSI_BLISS_#13   | forward     | /5Phos/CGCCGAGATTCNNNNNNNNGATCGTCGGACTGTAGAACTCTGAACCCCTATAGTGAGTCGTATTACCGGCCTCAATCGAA |
|                                                  |                   | reverse     | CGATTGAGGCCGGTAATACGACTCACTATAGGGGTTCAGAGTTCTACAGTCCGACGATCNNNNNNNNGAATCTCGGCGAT        |
|                                                  | AsiSI_BLISS_#15   | forward     | /5Phos/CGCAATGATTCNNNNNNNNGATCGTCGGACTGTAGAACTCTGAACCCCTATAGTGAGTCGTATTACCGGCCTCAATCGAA |
|                                                  |                   | reverse     | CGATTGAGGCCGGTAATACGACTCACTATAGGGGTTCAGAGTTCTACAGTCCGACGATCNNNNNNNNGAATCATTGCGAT        |
|                                                  | AsiSI_BLISS_#17   | forward     | /5Phos/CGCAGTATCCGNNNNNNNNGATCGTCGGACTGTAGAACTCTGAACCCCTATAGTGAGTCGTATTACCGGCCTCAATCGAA |
|                                                  |                   | reverse     | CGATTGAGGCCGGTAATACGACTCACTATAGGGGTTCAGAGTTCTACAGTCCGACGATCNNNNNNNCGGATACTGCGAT         |
| sBLISS primers                                   | RTP               | NA          | GCCTTGGCACCCGAGAATTCCA                                                                  |
|                                                  | RP1 common primer | NA          | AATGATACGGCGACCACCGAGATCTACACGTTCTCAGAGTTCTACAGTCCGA                                    |
|                                                  | RA3               | NA          | /5rApp/TGGAATTCTCGGGTGCCAAGG/3SpC3/                                                     |
|                                                  | RPIX Index 6      | NA          | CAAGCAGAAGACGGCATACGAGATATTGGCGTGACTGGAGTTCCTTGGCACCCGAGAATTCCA                         |
|                                                  | RPIX Index 12     | NA          | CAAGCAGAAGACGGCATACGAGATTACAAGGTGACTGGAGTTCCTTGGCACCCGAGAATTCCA                         |
| Sequences of 4C viewpoint primers                |                   |             |                                                                                         |
| Purpose                                          | adaptor           | Orientation | Sequence                                                                                |
| 4C-seq                                           | DSB2_4C_NlaIII_F  | NA          | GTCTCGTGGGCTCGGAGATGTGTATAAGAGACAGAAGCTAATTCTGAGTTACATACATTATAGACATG                    |
|                                                  | DSB2_4C_DpnII_R   | NA          | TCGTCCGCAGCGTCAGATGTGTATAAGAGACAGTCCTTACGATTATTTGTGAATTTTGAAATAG                        |
|                                                  | cont_4C_NlaIII_F  | NA          | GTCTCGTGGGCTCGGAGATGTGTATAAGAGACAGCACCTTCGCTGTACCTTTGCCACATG                            |
|                                                  | cont_4C_DpnII_R   | NA          | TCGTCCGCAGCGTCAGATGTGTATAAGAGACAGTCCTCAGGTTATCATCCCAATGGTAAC                            |
|                                                  | DSB3_4C_DpnII_F   | NA          | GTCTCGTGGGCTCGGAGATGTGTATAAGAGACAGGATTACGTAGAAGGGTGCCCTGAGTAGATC                        |
|                                                  | DSB3_4C_NlaIII_R  | NA          | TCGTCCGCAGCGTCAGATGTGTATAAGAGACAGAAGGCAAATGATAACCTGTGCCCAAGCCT                          |
| Sequences of primers used in translocation assay |                   |             |                                                                                         |
| Purpose                                          | adaptor           | Orientation | Sequence                                                                                |
| translocation assay (qPCR)                       | MIS12             | forward     | GACTGGCATAAGCGTCTTCG                                                                    |
|                                                  | TRIM37            | reverse     | TCTGAAGTCTGCGCTTTCCA                                                                    |
|                                                  | LINC00217         | forward     | GGAAGCCGCCCAGAATAAGA                                                                    |
|                                                  | LYRM2             | reverse     | TCTGAAGTCTGCGCTTTCCA                                                                    |
|                                                  | TRIM37            | forward     | AATTCGCAAACACCAACCGT                                                                    |
|                                                  | RBMXL1            | reverse     | GCCAATGGAGTTCCTGAGTC                                                                    |
|                                                  | Control_chr1      | forward     | AGCACATGGGATTTTGCAGG                                                                    |
|                                                  | Control_chr1      | reverse     | TTCCCTCCTTTGTGCACCA                                                                     |
|                                                  | Control_chr17     | forward     | ACAGTGGGAGACAGAAGAGC                                                                    |
|                                                  | Control_chr17     | reverse     | CTCCATCATCGCACCCCTTG                                                                    |

# Supplementary material for: ARID1A regulates DNA repair through chromatin organization and its deficiency triggers DNA damage-mediated anti-tumor immune response
**Source:** Nucleic Acids Res. 2024 Apr 8;52(10):5698–719. doi: 10.1093/nar/gkae233
**Supplement:** gkae233_Supplemental_Files

Supplementary Table S2: Annotation of all DSBs

| DSB genomic ID | chromosome | start     | end       | closest gene | location to promoter  |
|----------------|------------|-----------|-----------|--------------|-----------------------|
| HR_gelD_1      | chr1       | 9649446   | 9649452   | TMEM201      | downstream            |
| HR_gelD_2      | chr1       | 89458597  | 89458603  | KYAT3        | within promoter       |
| HR_gelD_3      | chr1       | 110036700 | 110036706 | CYB561D1     | within promoter       |
| HR_gelD_4      | chr2       | 55509101  | 55509107  | PRORS1P      | upstream              |
| HR_gelD_5      | chr2       | 85822594  | 85822600  | RNF181       | upstream              |
| HR_gelD_6      | chr3       | 52232163  | 52232169  | ALAS1        | within promoter       |
| HR_gelD_7      | chr3       | 98618164  | 98618171  | NA           | NA                    |
| HR_gelD_8      | chr3       | 99536965  | 99536971  | HP09053      | within promoter       |
| HR_gelD_9      | chr9       | 36258514  | 36258520  | GNE          | downstream/intragenic |
| HR_gelD_10     | chr9       | 127532105 | 127532112 | NA           | NA                    |
| HR_gelD_11     | chr9       | 130693171 | 130693177 | PIP5KL1      | upstream              |
| HR_gelD_12     | chr9       | 130889407 | 130889414 | NA           | NA                    |
| HR_gelD_13     | chr12      | 13154718  | 13154724  | GPRC5D-AS1   | within promoter       |
| HR_gelD_14     | chr12      | 121975058 | 121975064 | KDM2B        | downstream/intragenic |
| HR_gelD_15     | chr14      | 54955826  | 54955832  | GMFB         | upstream              |
| HR_gelD_16     | chr17      | 5390221   | 5390227   | MIS12        | downstream            |
| HR_gelD_17     | chr17      | 38137473  | 38137479  | PSMD3        | downstream/intragenic |
| HR_gelD_18     | chr17      | 57184297  | 57184303  | TRIM37       | upstream              |
| HR_gelD_19     | chr17      | 80250840  | 80250847  | NA           | NA                    |
| HR_gelD_20     | chr19      | 2456094   | 2456100   | LMNB2        | downstream            |
| HR_gelD_21     | chr19      | 41903743  | 41903749  | BCKDHA       | within promoter       |
| HR_gelD_22     | chr19      | 42497856  | 42497862  | ATP1A3       | downstream            |
| HR_gelD_23     | chr20      | 1207616   | 1207622   | RAD21L1      | downstream            |
| HR_gelD_24     | chr20      | 30946313  | 30946319  | ASXL1        | within promoter       |
| HR_gelD_25     | chr20      | 32032087  | 32032093  | SNTA1        | upstream              |
| HR_gelD_26     | chr20      | 42087118  | 42087124  | SRSF6        | downstream/intragenic |
| HR_gelD_27     | chr21      | 46221790  | 46221796  | UBE2G2       | upstream              |
| HR_gelD_28     | chr22      | 20850308  | 20850314  | KLHL22       | upstream              |
| HR_gelD_29     | chr22      | 38864102  | 38864108  | KDEL3        | within promoter       |
| HR_gelD_30     | chrX       | 45366394  | 45366400  | LINC01204    | downstream/intragenic |

| DSB genomic ID | chromosome | start     | end       | closest gene | location to promoter           |
|----------------|------------|-----------|-----------|--------------|--------------------------------|
| NHEJ_gelD_1    | chr2       | 43358339  | 43358345  | LINC02580    | upstream far away/intergenic   |
| NHEJ_gelD_2    | chr2       | 68384749  | 68384755  | WDR92/PNO1   | Upstream/intergenic            |
| NHEJ_gelD_3    | chr2       | 74734762  | 74734768  | PCGF1        | downstream/intragenic          |
| NHEJ_gelD_4    | chr2       | 208030728 | 208030734 | MIR7845      | downstream/intragenic          |
| NHEJ_gelD_5    | chr4       | 178363576 | 178363582 | AGA          | within promoter                |
| NHEJ_gelD_6    | chr5       | 79784140  | 79784146  | FAM151B      | downstream/intragenic          |
| NHEJ_gelD_7    | chr5       | 142785050 | 142785056 | NR3C1        | downstream/intragenic          |
| NHEJ_gelD_8    | chr6       | 27145367  | 27145373  | H2BC12       | upstream far away/intergenic   |
| NHEJ_gelD_9    | chr6       | 31105427  | 31105434  | NA           | NA                             |
| NHEJ_gelD_10   | chr6       | 49917583  | 49917589  | DEFB114      | downstream far away/intergenic |
| NHEJ_gelD_11   | chr6       | 67704021  | 67704027  | NA           | downstream far away/intergenic |
| NHEJ_gelD_12   | chr6       | 90348187  | 90348193  | LYRM2        | downstream/intragenic          |
| NHEJ_gelD_13   | chr6       | 135819348 | 135819354 | LINC00271    | downstream/intragenic          |
| NHEJ_gelD_14   | chr6       | 149888106 | 149888112 | GINM1        | downstream/intragenic          |
| NHEJ_gelD_15   | chr7       | 75807507  | 75807513  | SRRM3        | upstream far away/intergenic   |
| NHEJ_gelD_16   | chr7       | 92861491  | 92861497  | HEPACAM2     | within promoter                |
| NHEJ_gelD_17   | chr8       | 66546348  | 66546354  | ARMC1        | downstream/intragenic          |
| NHEJ_gelD_18   | chr9       | 29212800  | 29212806  | LINGO2       | downstream/intragenic          |
| NHEJ_gelD_19   | chr10      | 94051015  | 94051021  | MARCHF5      | downstream/intragenic          |
| NHEJ_gelD_20   | chr11      | 24518476  | 24518482  | LUZP2        | Upstream/intergenic            |
| NHEJ_gelD_21   | chr11      | 75525761  | 75525767  | UVRAG        | Upstream/intergenic            |
| NHEJ_gelD_22   | chr12      | 22093988  | 22093995  | NA           | NA                             |
| NHEJ_gelD_23   | chr12      | 130091881 | 130091887 | ABCC9        | upstream far away/intergenic   |
| NHEJ_gelD_24   | chr13      | 105238552 | 105238558 | NA           | NA                             |
| NHEJ_gelD_25   | chr18      | 7566713   | 7566719   | PTPRM        | Upstream/intergenic            |
| NHEJ_gelD_26   | chr19      | 30019488  | 30019494  | VSTM2B       | downstream/intragenic          |
| NHEJ_gelD_27   | chr20      | 20032925  | 20032931  | CRNKL1       | downstream/intragenic          |
| NHEJ_gelD_28   | chr21      | 33245519  | 33245525  | HUNK         | within promoter                |
| NHEJ_gelD_29   | chrX       | 1510671   | 1510678   | NA           | NA                             |
| NHEJ_gelD_30   | chrX       | 72783103  | 72783109  | CHIC1        | within promoter                |

# Supplementary material for: ARID1A regulates DNA repair through chromatin organization and its deficiency triggers DNA damage-mediated anti-tumor immune response
**Source:** Nucleic Acids Res. 2024 Apr 8;52(10):5698–719. doi: 10.1093/nar/gkae233
**Supplement:** gkae233_Supplemental_Files

Supplementary Table S3: list of all detected interactions

| Gene names                                                                                                | log2FoldChange | pvalue (-log10) |
|-----------------------------------------------------------------------------------------------------------|----------------|-----------------|
| ARID1A                                                                                                    | 13.43          | 3.94            |
| SMARCC1                                                                                                   | 12.06          | 4.03            |
| SMARCA4                                                                                                   | 11.76          | 3.81            |
| PYCR1;PIG45                                                                                               | 10.75          | 2.3             |
| HIST1H2BI;HIST1H2BK;HIST1H2BN;HIST1H2BD;HIST1H2BM;HIST1H2BL;HIST1H2BH;HIST1H2BF;HIST1H2BC;H2BFS;HIST1H2BA | 10.67          | 1.21            |
| SMARCC2                                                                                                   | 10.52          | 3.86            |
| SMARCE1                                                                                                   | 10.43          | 3.42            |
| DPF2                                                                                                      | 10.22          | 3.49            |
| MKI67                                                                                                     | 10.11          | 5.9             |
| SMARCD2                                                                                                   | 10.05          | 3.53            |
| PYCR2                                                                                                     | 10.03          | 3.99            |
| SPECC1                                                                                                    | 9.98           | 6.32            |
| SMARCD1                                                                                                   | 9.92           | 3.71            |
| AMOT                                                                                                      | 9.81           | 5.17            |
| RBM14                                                                                                     | 9.78           | 5.87            |
| KHDRBS1                                                                                                   | 9.35           | 4.57            |
| SMARCB1                                                                                                   | 9.35           | 3.32            |
| H3F3B;H3F3A;HIST3H3                                                                                       | 9.22           | 3.09            |
| ACTL6A;BAF53A                                                                                             | 9.21           | 4.16            |
| SRRM2;KIAA0324                                                                                            | 9.2            | 4.46            |
| CHD4                                                                                                      | 9.13           | 2.04            |
| SFPQ                                                                                                      | 9.12           | 5.67            |
| CSE1L                                                                                                     | 9.07           | 6.57            |
| ADAR                                                                                                      | 9.06           | 6.02            |
| NONO                                                                                                      | 8.96           | 6.17            |
| HNRNPC;hCG_1641229                                                                                        | 8.91           | 5.09            |
| IMPDH2                                                                                                    | 8.9            | 4.01            |
| SMARCA5                                                                                                   | 8.88           | 2.03            |
| YLPM1;FLJ00353                                                                                            | 8.78           | 4.95            |
| RBBP4                                                                                                     | 8.73           | 6.83            |
| HCTP4;TPX2                                                                                                | 8.5            | 4.9             |
| DDX3X;DDX3Y                                                                                               | 8.4            | 8.03            |
| ELAVL1                                                                                                    | 8.33           | 6.59            |
| CENPF                                                                                                     | 8.31           | 3.99            |
| SLC25A5                                                                                                   | 8.3            | 5.16            |
| TRIM28                                                                                                    | 8.26           | 2.7             |
| SMARCA2                                                                                                   | 8.25           | 3.42            |
| PRPF6                                                                                                     | 8.14           | 7.32            |
| SSRP1                                                                                                     | 8.13           | 7.08            |
| ZMYM4                                                                                                     | 8.11           | 4.21            |
| SAFB                                                                                                      | 8.07           | 4.19            |
| BCS1L                                                                                                     | 8.03           | 3.25            |

|                                                       |      |      |
|-------------------------------------------------------|------|------|
| MDC1                                                  | 8    | 4.71 |
| LBR                                                   | 7.92 | 3.5  |
| CLTC                                                  | 7.88 | 6.03 |
| U2SURP                                                | 7.88 | 7.08 |
| ACIN1;DKFZp667N107                                    | 7.84 | 5.64 |
| NOLC1                                                 | 7.84 | 5.58 |
| NPM1                                                  | 7.76 | 5.08 |
| GTF3C1;DKFZp686A111;DKFZ<br>p686O0870                 | 7.73 | 5.61 |
| HEL-S-91;SRSF6                                        | 7.72 | 4.59 |
| TOP2A                                                 | 7.69 | 7.93 |
| ADNP                                                  | 7.61 | 5.47 |
| MTA2                                                  | 7.57 | 6.81 |
| SPEN                                                  | 7.57 | 6.27 |
| DHX9                                                  | 7.56 | 4.36 |
| HIST2H3PS2                                            | 7.56 | 8.2  |
| LMNB1                                                 | 7.52 | 4.27 |
| MSH2                                                  | 7.49 | 8.99 |
| POGZ                                                  | 7.48 | 5.83 |
| CEP170                                                | 7.46 | 7.1  |
| SMARCD3                                               | 7.45 | 2.74 |
| SPTAN1;DKFZp564P0562                                  | 7.45 | 3.53 |
| NKRF;NRF                                              | 7.44 | 4.82 |
| EWSR1                                                 | 7.41 | 9.13 |
| KMT2A                                                 | 7.4  | 4.33 |
| TP53BP1                                               | 7.4  | 5.39 |
| XRN2                                                  | 7.39 | 6.85 |
| CBX3                                                  | 7.38 | 6    |
|                                                       |      |      |
| HIST1H2BJ;HIST2H2BE;HIST1<br>H2BB;HIST1H2BO;HIST3H2BB | 7.38 | 4.75 |
| IRF2BP1                                               | 7.36 | 5.78 |
| CPSF1                                                 | 7.35 | 5.66 |
| SPTBN1                                                | 7.33 | 5.12 |
| HEL-S-69p;PPIA                                        | 7.32 | 5.11 |
| SMC1A;DKFZp686L19178                                  | 7.32 | 1.45 |
| SMC2L1;SMC2                                           | 7.29 | 4.77 |
| TMPO                                                  | 7.28 | 5.1  |
| WDR57;SNRNP40                                         | 7.27 | 5.61 |
| DOCK7                                                 | 7.24 | 4.41 |
| CHERP                                                 | 7.23 | 4.65 |
| SIN3A                                                 | 7.23 | 1.42 |
| HDAC1                                                 | 7.21 | 5.75 |
| BAZ1B                                                 | 7.2  | 5.91 |
| RUVBL1                                                | 7.2  | 3.68 |
| CYFIP1                                                | 7.19 | 4.06 |
| SMCHD1                                                | 7.19 | 6.1  |
| GATAD2A                                               | 7.18 | 7.65 |
| GATAD2B                                               | 7.18 | 5.1  |
| PRPF40A                                               | 7.17 | 6.16 |

|                                              |      |      |
|----------------------------------------------|------|------|
| DDX48;EIF4A3                                 | 5.46 | 5.58 |
| SMARCA1                                      | 5.46 | 5.74 |
| RFC1                                         | 5.44 | 4.88 |
| MED14                                        | 5.43 | 3.73 |
| ZC3HAV1                                      | 5.43 | 5.25 |
| SETD1A;hCG_1998636                           | 5.41 | 3.75 |
| MCM2                                         | 5.4  | 5.29 |
| ZNF629                                       | 5.4  | 4.21 |
| SPTBN2                                       | 5.39 | 4.3  |
| UQCRC1                                       | 5.39 | 4.62 |
| TUBG1;TUBG2                                  | 5.38 | 4.27 |
| BRD4                                         | 5.37 | 4.12 |
| DDX17                                        | 5.37 | 4.36 |
| PLK1                                         | 5.36 | 5.8  |
| CSNK2B;CSNK2B-LY6G5B-1181;CSNK2B-LY6G5B--991 | 5.35 | 3.98 |
| CXXC1                                        | 5.35 | 3.36 |
| HIRA                                         | 5.35 | 4.93 |
| MDN1                                         | 5.35 | 4.55 |
| RRP12                                        | 5.34 | 4.27 |
| ZNF207;DKFZp761N202                          | 5.34 | 4.92 |
| SF1                                          | 5.33 | 7.12 |
| RANBP2                                       | 5.32 | 4.67 |
| CROCC;hCG_2007065;CROCC P3                   | 5.31 | 2.29 |
| SRSF10                                       | 5.31 | 5.79 |
| SYNCRIP                                      | 5.31 | 3.89 |
| PRPF8                                        | 5.3  | 5.1  |
| TXLNA                                        | 5.3  | 4.77 |
| RPL4                                         | 5.28 | 4.02 |
| NUDT21                                       | 5.26 | 3.98 |
| GTF3C4                                       | 5.25 | 3.56 |
| LDHB                                         | 5.25 | 3.81 |
| PSPC1                                        | 5.25 | 3.95 |
| KIF2C                                        | 5.24 | 3.92 |
| MAP4                                         | 5.24 | 3.88 |
| CIZ1                                         | 5.23 | 3.49 |
| RNF20                                        | 5.23 | 6.42 |
| SNRPD2                                       | 5.23 | 4.63 |
| DPF3                                         | 5.21 | 2.21 |
| HK1                                          | 5.21 | 2.03 |
| HNRNPPLL;HNRPLL                              | 5.21 | 3.94 |
| SYMPK;SYMPK variant protein                  | 5.21 | 3.44 |
| NOC3L                                        | 5.2  | 4.35 |
| RFC4                                         | 5.2  | 5.55 |
| DCD                                          | 5.19 | 6.85 |
| ORC2L;ORC2                                   | 5.19 | 4.3  |
| PRPF38A                                      | 5.19 | 4.18 |
| ZNF512;DKFZp666L156                          | 5.19 | 4.02 |

|                                                                         |      |      |
|-------------------------------------------------------------------------|------|------|
| FAM208B                                                                 | 4.65 | 2.89 |
| USP39                                                                   | 4.65 | 5.13 |
| RAD21                                                                   | 4.64 | 5.64 |
| CTBP1                                                                   | 4.63 | 4.48 |
| FOXC1                                                                   | 4.62 | 6.15 |
| HNRNPA3                                                                 | 4.62 | 1.61 |
| MPHOSPH8                                                                | 4.62 | 4.6  |
| RING1                                                                   | 4.62 | 3.55 |
| TXLNG                                                                   | 4.62 | 2.95 |
| DDX52                                                                   | 4.61 | 5.04 |
| CSNK2A2                                                                 | 4.6  | 4.19 |
| DDX50;mcdhr;DKFZp761E032<br>3                                           | 4.6  | 4.14 |
| DKFZp686C21148;STAG2;DKF<br>Zp686P16143;DKFZp686I051<br>69;DKFZp686P168 | 4.6  | 4.32 |
| AHCTF1                                                                  | 4.59 | 3.9  |
| SUPT6H                                                                  | 4.59 | 5.92 |
| CBX2                                                                    | 4.58 | 6.4  |
| PGAM5                                                                   | 4.58 | 2.88 |
| RPN2                                                                    | 4.58 | 4.22 |
| RPRD1B                                                                  | 4.58 | 3.42 |
| S100A7                                                                  | 4.58 | 1.8  |
| SMC6                                                                    | 4.58 | 3.9  |
| SNRNP200                                                                | 4.58 | 1.46 |
| ORC3                                                                    | 4.57 | 3.6  |
| NUP107                                                                  | 4.56 | 3.95 |
| EIF3C;EIF3CL                                                            | 4.54 | 3.2  |
| INCENP                                                                  | 4.54 | 3.97 |
| SNRPF                                                                   | 4.54 | 3.92 |
| SNRPD3                                                                  | 4.52 | 3.36 |
| 11-Sep                                                                  | 4.51 | 3    |
| EIF5A;EIF5AL1                                                           | 4.51 | 5.8  |
| THOC6                                                                   | 4.51 | 4.2  |
| CAPRIN1                                                                 | 4.49 | 3.37 |
| CKAP2                                                                   | 4.49 | 3.2  |
| HNRNPL                                                                  | 4.49 | 2.65 |
| CBX1                                                                    | 4.48 | 4.32 |
| SUPT5H                                                                  | 4.48 | 6.09 |
| BCLAF1                                                                  | 4.47 | 2.82 |
| SF3A3                                                                   | 4.47 | 3.26 |
| SF3B6                                                                   | 4.46 | 4.06 |
| ZNF22                                                                   | 4.46 | 4.08 |
| KIAA1429                                                                | 4.45 | 5.02 |
| SFRS5;SRSF5                                                             | 4.45 | 4.53 |
| ZNF24                                                                   | 4.45 | 3.59 |

|                                                           |      |      |
|-----------------------------------------------------------|------|------|
| RSBN1L                                                    | 3.76 | 4.37 |
| TAF6                                                      | 3.76 | 2.17 |
| AAAS                                                      | 3.75 | 4.08 |
| GOLGA2                                                    | 3.75 | 2.85 |
| SFRS18;PNISR                                              | 3.75 | 5.15 |
| JUN                                                       | 3.74 | 2.32 |
| WHSC1                                                     | 3.74 | 4.6  |
| INOC1;INO80                                               | 3.73 | 4.36 |
| INTS5                                                     | 3.71 | 4.12 |
| NOL6                                                      | 3.71 | 2.78 |
| NUP35                                                     | 3.71 | 3.76 |
| KPNA1                                                     | 3.7  | 4.99 |
| NDNL2                                                     | 3.7  | 3.93 |
| TAF9B                                                     | 3.69 | 3.23 |
| ZNF592                                                    | 3.69 | 2.39 |
| EXO1                                                      | 3.68 | 3.75 |
| FLNC                                                      | 3.67 | 2.7  |
| GTF2H4                                                    | 3.67 | 4.52 |
| NDUFA10                                                   | 3.67 | 5.5  |
| EZH2                                                      | 3.66 | 2.87 |
| HNRNPA1;HNRPA1;hCG_202<br>0860;RP11-<br>78J21.1;HNRNPA1L2 | 3.66 | 2.74 |
| RPS11                                                     | 3.66 | 3.62 |
| CCT7                                                      | 3.65 | 3.21 |
| DRIP4;PDCD6IP                                             | 3.65 | 2.54 |
| HAUS3                                                     | 3.64 | 4.64 |
| LGALS7                                                    | 3.64 | 4.04 |
| MED30                                                     | 3.63 | 2.61 |
| MTF2                                                      | 3.62 | 2.97 |
| NCOR1                                                     | 3.62 | 2.14 |
| MYO6                                                      | 3.61 | 2.79 |
| NDUFB4                                                    | 3.61 | 2.64 |
| NDUFS1                                                    | 3.61 | 3.37 |
| TCERG1                                                    | 3.61 | 4.72 |
| CIT                                                       | 3.6  | 1.24 |
| HEL-S-2a;PRDX2                                            | 3.6  | 3.86 |
| MEN1                                                      | 3.6  | 6.6  |
| MEAF6                                                     | 3.59 | 2.01 |
| NDC1                                                      | 3.59 | 3.2  |
| RP11-98F14.6;PCID2                                        | 3.59 | 3.45 |
| WASF1                                                     | 3.59 | 2.95 |
| XRCC6                                                     | 3.59 | 1.3  |
| RPL10A                                                    | 3.58 | 3.11 |
| FLJ10842;AGK                                              | 3.57 | 3.64 |
| GEMIN4                                                    | 3.57 | 2.47 |
| MAU2                                                      | 3.57 | 5.13 |
| NFATC1                                                    | 3.56 | 5.9  |
| ZNF318                                                    | 3.56 | 1.81 |
| CCT3                                                      | 3.55 | 3.12 |

|                                                             |      |      |
|-------------------------------------------------------------|------|------|
| GTF2H2;GTF2H2C                                              | 3.55 | 3.63 |
| HP1BP3                                                      | 3.55 | 3.77 |
| UBB;RPS27A;UBC;UBA52;HEL<br>112;DKFZp434K0435;UbC;UB<br>BP4 | 3.55 | 3.52 |
| IMPDH;IMPDH1;DKFZp781N0<br>678                              | 3.53 | 2.84 |
| IQGAP3                                                      | 3.53 | 1.69 |
| RALGAPB                                                     | 3.53 | 1.76 |
| UBE2L3;hCG_1789329                                          | 3.53 | 2.78 |
| ZC3H14;FLJ11806                                             | 3.53 | 4.19 |
| DARS                                                        | 3.52 | 4.88 |
| HIST1H2AB;HIST1H2AC;HIST3<br>H2A                            | 3.52 | 1.48 |
| SLC25A11                                                    | 3.52 | 5.19 |
| KDM2A                                                       | 3.51 | 3.78 |
| XPO1                                                        | 3.51 | 2.07 |
| HMGXB4                                                      | 3.5  | 3.18 |
| PGRMC1                                                      | 3.5  | 5.01 |
| POP1                                                        | 3.5  | 3.78 |
| RPL18                                                       | 3.49 | 3.61 |
| ZNF316                                                      | 3.49 | 3.14 |
| CMAS                                                        | 3.48 | 9.85 |
| cox2;COX2;COII;MT-CO2                                       | 3.48 | 2.98 |
| VAPA                                                        | 3.48 | 3.42 |
| VWA9                                                        | 3.48 | 3.54 |
| DUSP11                                                      | 3.47 | 3.23 |
| NUDT16L1                                                    | 3.47 | 6.74 |
| SNX9                                                        | 3.47 | 2.41 |
| ZFC3H1                                                      | 3.47 | 1.52 |
| COMMD3-<br>BMI1;BMI1;COMMD3                                 | 3.46 | 3.36 |
| POLR1C                                                      | 3.46 | 4.92 |
| AQR                                                         | 3.45 | 5.37 |
| DNMT3A                                                      | 3.45 | 3.44 |
| SMPD4                                                       | 3.45 | 3.32 |
| C10orf12                                                    | 3.44 | 2.98 |
| UBL5                                                        | 3.43 | 4.04 |
| WDR3                                                        | 3.43 | 4.32 |
| BTBD14B;NACC1                                               | 3.42 | 3.14 |
| DNAJA2                                                      | 3.42 | 4.05 |
| hCG_2011153;THOC5                                           | 3.42 | 3.33 |
| SNRPN;SNRPB                                                 | 3.42 | 4.82 |
| CDK12                                                       | 3.41 | 2.27 |
| EXOSC10                                                     | 3.41 | 5.82 |
| HSD17B4                                                     | 3.41 | 4.81 |
| RBM44                                                       | 3.41 | 1.19 |
| EPC2;DKFZP566F2124                                          | 3.4  | 3.01 |
| MED6                                                        | 3.4  | 3.41 |
| PHF5A                                                       | 3.4  | 3.97 |

|                                    |      |      |
|------------------------------------|------|------|
| CKAP4                              | 3.23 | 2.17 |
| PAXBP1                             | 3.23 | 3.6  |
| USP10                              | 3.23 | 9.07 |
| HECTD4                             | 3.22 | 1.71 |
| RBM42                              | 3.22 | 5.25 |
| DNAJB6                             | 3.21 | 5.45 |
| XRCC5                              | 3.21 | 1.16 |
| ASH2L                              | 3.2  | 2.11 |
| POLR2H                             | 3.2  | 5.29 |
| SRRT                               | 3.2  | 5.11 |
| TAF4                               | 3.2  | 2.02 |
| SNRP70;SNRNP70                     | 3.19 | 1.01 |
| CDC2L5;CDK13                       | 3.18 | 3    |
| CREBBP;CBP                         | 3.18 | 3.17 |
| LUZP1                              | 3.17 | 2.27 |
| EIF2B4;DKFZp586J0119               | 3.16 | 3.95 |
| FAM98A                             | 3.16 | 3.64 |
| FANCI                              | 3.16 | 2.73 |
| CDK2                               | 3.15 | 8.46 |
| MATR3                              | 3.15 | 2.73 |
| TSG101                             | 3.15 | 3.44 |
| ANKRD11                            | 3.14 | 1.7  |
| GEMIN6                             | 3.14 | 2.94 |
| GPATCH8                            | 3.14 | 3.04 |
| ERLIN2                             | 3.13 | 2.71 |
| HADHA                              | 3.13 | 5.06 |
| IARS;DKFZp686L0869;DKFZp686L17145  | 3.13 | 3.38 |
| PPIG                               | 3.13 | 4.42 |
| SF3B5                              | 3.13 | 3.95 |
| MED15;DKFZp762B1216;DKFZp686A2214  | 3.12 | 2.24 |
| MORC3                              | 3.12 | 1.8  |
| NOLA1;GAR1                         | 3.12 | 4.15 |
| RPS4X                              | 3.12 | 2.75 |
| PPP1R12C                           | 3.11 | 2.19 |
| CD3EAP                             | 3.1  | 3.67 |
| KDM1B                              | 3.1  | 3.37 |
| SLC16A1                            | 3.1  | 3.35 |
| KPNB1                              | 3.08 | 2.79 |
| MED31                              | 3.08 | 3.36 |
| SRGAP2                             | 3.08 | 1.31 |
| ASCC2;DKFZp586O0223                | 3.07 | 2.95 |
| DKFZp686L1814;LIN54;DKFZp686L18142 | 3.07 | 1.21 |
| ENY2                               | 3.06 | 6.17 |
| ABL1;BCR/ABL fusion                | 3.05 | 3.7  |
| CDC23                              | 3.05 | 3.11 |
| TARS2                              | 3.05 | 3.63 |
| AFF4                               | 3.04 | 4.03 |

|                                    |      |      |
|------------------------------------|------|------|
| NAA40;NAT11                        | 2.1  | 2.66 |
| ABCF1                              | 2.09 | 7.01 |
| COX7A2                             | 2.08 | 1.55 |
| EEF1A2                             | 2.06 | 4.97 |
| KMT2B                              | 2.06 | 1.09 |
| SF3B4                              | 2.05 | 1.91 |
| HIST1H4H;HIST1H4A                  | 2.04 | 2.12 |
| EDC3                               | 2.03 | 2.73 |
| MORC4                              | 2.03 | 1.51 |
| SUPT3H                             | 2.03 | 2.58 |
| NOM1                               | 2.02 | 2.07 |
| CASP14                             | 2.01 | 3.79 |
| NSUN5                              | 2.01 | 1.87 |
| TET1                               | 2    | 1.4  |
| CCT2;HEL-S-100n                    | 1.99 | 2.63 |
| DKFZp686B2325;DKFZp686L2367;ZNF462 | 1.99 | 4.08 |
| ZKSCAN1                            | 1.99 | 3.72 |
| C7orf26                            | 1.98 | 2.32 |
| TAF9                               | 1.98 | 1.75 |
| ACAD11                             | 1.97 | 1.09 |
| PRPF38B                            | 1.97 | 7.73 |
| GART                               | 1.96 | 3.52 |
| MSH6;GTBP                          | 1.96 | 2.1  |
| PFKL                               | 1.96 | 1.34 |
| PHF10                              | 1.96 | 0.98 |
| GLI3                               | 1.95 | 2.49 |
| MCRS1                              | 1.95 | 3.87 |
| CTNNA1                             | 1.94 | 1.44 |
| DIAPH3                             | 1.93 | 2.62 |
| NOC4L                              | 1.93 | 2.66 |
| DPM1                               | 1.92 | 1.89 |
| MYO1B                              | 1.92 | 1.34 |
| ZFP64                              | 1.92 | 5.59 |
| S100A2                             | 1.91 | 2.11 |
| ELMO2                              | 1.9  | 3.31 |
| HSPA14                             | 1.9  | 4.05 |
| MTCH2                              | 1.9  | 1.62 |
| ALDH1B1                            | 1.89 | 4.49 |
| CLINT1                             | 1.89 | 2.91 |
| PIAS1                              | 1.89 | 4.16 |
| TRIM27                             | 1.89 | 1.77 |
| TMPO                               | 1.86 | 1.44 |
| ICE1                               | 1.85 | 1.82 |
| ATP2A2                             | 1.84 | 5.89 |
| hCG_2039588;PBX2                   | 1.84 | 2.16 |
| DYNC1LI2                           | 1.83 | 2.13 |
| CCNA2                              | 1.82 | 2.75 |
| PPP2R2A;PPP2R2D                    | 1.82 | 2.53 |

|                                   |      |      |
|-----------------------------------|------|------|
| VCP;HEL-S-70;DKFZp434K0126        | 1.82 | 2.12 |
| CCNL1                             | 1.81 | 2.25 |
| ILF2                              | 1.8  | 1.1  |
| MEPCE                             | 1.8  | 1.91 |
| PKN3                              | 1.8  | 4.21 |
| MPP5                              | 1.79 | 0.82 |
| NOP56                             | 1.79 | 2.21 |
| SSR3                              | 1.78 | 1.59 |
| TK1                               | 1.78 | 1.76 |
| CAMSAP3;hCG_2004001               | 1.77 | 3.33 |
| DOCK11                            | 1.76 | 1.2  |
| HOMEZ                             | 1.76 | 1.34 |
| MRI1                              | 1.76 | 3.86 |
| CC2D1A                            | 1.74 | 2.99 |
| GMPS                              | 1.74 | 4.56 |
| ZNF148                            | 1.72 | 2.29 |
| POLR1B                            | 1.7  | 3.47 |
| GTF2E1                            | 1.66 | 3.31 |
| SAMHD1                            | 1.66 | 3.31 |
| WHSC1L1                           | 1.66 | 1.31 |
| DKFZp686E1893;NOP9                | 1.65 | 2.81 |
| EHD1;EHD3                         | 1.64 | 2.46 |
| DHX40                             | 1.63 | 3.82 |
| APEX1                             | 1.62 | 2.59 |
| EIF3A;eIF3a                       | 1.62 | 3.25 |
| GTF2H1                            | 1.62 | 1.73 |
| DKFZp686M05161;TJP1;DKFZp686A1195 | 1.59 | 2.45 |
| PLS3                              | 1.59 | 1.17 |
| RPS10;RPS10-NUDT3                 | 1.59 | 4.12 |
| DDX23                             | 1.58 | 3.88 |
| ESPL1                             | 1.57 | 1.12 |
| EL52;HSP90AA1                     | 1.53 | 1.28 |
| POLR3A                            | 1.53 | 1.57 |
| ACADM;DKFZp686M24262              | 1.52 | 2.08 |
| VAR5                              | 1.52 | 1.1  |
| CARM1                             | 1.5  | 4.85 |
| UNC84B;SUN2                       | 1.5  | 1.28 |
| MTG1                              | 1.48 | 2.8  |
| MOGS;GCS1                         | 1.47 | 2.03 |
| BRE                               | 1.45 | 1.01 |
| DNAJC13                           | 1.45 | 3.07 |
| EEF1E1;EEF1E1-BLOC1S5             | 1.43 | 3.08 |
| ESF1                              | 1.43 | 2.95 |
| TFAP2A                            | 1.43 | 3.37 |
| DLAT                              | 1.42 | 2.76 |
| LANCL2                            | 1.42 | 2.36 |
| TIMELESS                          | 1.41 | 2.6  |
| DYNLT3                            | 1.4  | 0.96 |

|                                |      |      |
|--------------------------------|------|------|
| VPS33B                         | 0.86 | 5.96 |
| FMR1                           | 0.85 | 0.79 |
| TLN1                           | 0.85 | 1.26 |
| IPO4                           | 0.84 | 1.88 |
| PIGT                           | 0.84 | 2.14 |
| SMC3                           | 0.84 | 1.2  |
| ERCC6L                         | 0.83 | 1.69 |
| FAM62A;ESYT1                   | 0.83 | 1.97 |
| STK26;MST4;STK25;DKFZp686J1430 | 0.81 | 1.31 |
| XPOT                           | 0.81 | 1.25 |
| JMJD1C                         | 0.77 | 1.37 |
| EXOC7;DKFZp686P1551            | 0.75 | 0.84 |
| NOL11                          | 0.72 | 2.1  |
| RPRC1;MAP7D1                   | 0.68 | 1.31 |
| GPATCH1                        | 0.66 | 1    |
| MTMR1                          | 0.65 | 1.22 |
| MRPL10                         | 0.63 | 0.94 |
| SYNE2;TROP                     | 0.63 | 3.15 |
| URB2                           | 0.53 | 0.71 |
| SERPINH1                       | 0.52 | 3.99 |
| ACTG1                          | 0.47 | 0.72 |
| GSK3B                          | 0.46 | 0.94 |
| XPO5                           | 0.45 | 0.69 |
| PSMC4                          | 0.42 | 1.46 |
| EIF2B1                         | 0.36 | 2.22 |
| ACAT1                          | 0.28 | 1.18 |
| NAA25                          | 0.13 | 1.05 |

# Supplementary material for: ARID1A regulates DNA repair through chromatin organization and its deficiency triggers DNA damage-mediated anti-tumor immune response
**Source:** Nucleic Acids Res. 2024 Apr 8;52(10):5698–719. doi: 10.1093/nar/gkae233
**Supplement:** gkae233_Supplemental_Files

Supplementary Table S4: list of the identified DNA repair related proteins

| names    | log2FoldChange | FDR pvalue (-log10) |
|----------|----------------|---------------------|
| CHD4     | 9.13           | 2.04                |
| SFPQ     | 9.12           | 5.67                |
| MSH2     | 7.49           | 8.99                |
| POGZ     | 7.48           | 5.83                |
| TP53BP1  | 7.4            | 5.39                |
| SMCHD1   | 7.19           | 6.1                 |
| RAD50    | 7.15           | 7.39                |
| PRPF19   | 7.13           | 4.21                |
| MCM7     | 7.07           | 5.05                |
| NIPBL    | 6.89           | 5.86                |
| MCM4     | 6.58           | 5.17                |
| DDX1     | 6.05           | 5.26                |
| MCM6     | 6.05           | 4.89                |
| MRE11    | 5.9            | 5.02                |
| MCM5     | 5.84           | 6.71                |
| MCM2     | 5.4            | 5.29                |
| SMC5     | 5.14           | 5.02                |
| MCM3     | 5.04           | 5.73                |
| TNKS1BP1 | 4.9            | 2.39                |
| INTS3    | 4.88           | 4.9                 |
| NBN      | 4.66           | 5.27                |
| RAD21    | 4.64           | 5.64                |
| SMC6     | 4.58           | 3.9                 |
| BLM      | 4.3            | 3                   |
| NSMCE4A  | 3.93           | 4.8                 |
| RECQL    | 3.87           | 3.72                |
| KAT5     | 3.82           | 3.13                |
| KDM2A    | 3.51           | 3.78                |
| BRCA1    | 3.31           | 2.24                |
| SLX4     | 3.01           | 3.4                 |
| ATM      | 3.01           | 2.04                |
| BRCC3    | 2.88           | 4.1                 |
| NSMCE2   | 2.81           | 2.1                 |
| INO80    | 2.62           | 3.41                |
| PARP1    | 2.57           | 1.78                |
| PIAS4    | 2.5            | 3.97                |
| UIMC1    | 2.47           | 2.38                |
| MORF4L1  | 2.45           | 3.35                |
| PRKDC    | 2.24           | 2.53                |

How the deposited data were processed for this re-analysis (not part of the article)

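RNA-seq of untreated AID-DIvA cells covered 3 WT and 3 ARID1A-KO samples, numbered 3 to 5 in each genotype. Genotypes and replicates were taken from the sample labels and the paper. The paper's other assays were not analysed here.

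The authors aligned paired reads to hg19/GRCh37 with STAR in the Roddy workflow and deposited whole-number counts per gene from featureCounts, without normalization. The authors also deposited TPM values, scaled to the sum over autosomal genes. Total reverse-stranded counts ranged from 54512105 to 84088708 per sample, so counting error is small for all but the lowest genes, and the common biological coefficient of variation was 0.111. No pair of samples differed by as little as sampling noise, with a chi-square per gene of 7.57 to 128.

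Counts were filtered with filterByExpr, normalized by TMM and compared between genotypes with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment in edgeR 4.0.16 under R 4.3.3, with all 6 samples and no covariate. A gene with an adjusted p under 0.05, the paper's threshold, is called differentially expressed. Gene sets were tested with camera in limma 3.58.1 with a preset correlation of 0.01, the directions of the lists with Fisher's exact test, and TPM values with exact permutation tests in SciPy 1.17.1 under Python 3.11.15. For these, 3 samples against 3 give no p below 0.1.

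Genes close to DSBs are those of Supplementary Table S2, matched by name, older name or Ensembl identifier. The genes named in the text are ARID1A, those of Figure 5, other called genes of Supplementary Table S2, genes of fixed lists that the paper names, and the 5 largest rises and falls among called genes without overlap between genotypes and with a mean log2 CPM over 1. The fixed lists hold 13 DNA repair and ARID1A partner genes, 33 interferon and cytokine genes and 34 replication-dependent histone genes other than H2BC12. Random lists (10000) were matched on mean expression in 40 bins. Regions are windows of 5 Mb with at least 20 genes of mean log2 CPM over 1.

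The alternatives were unstranded counts, RLE normalization, DESeq2 1.42.0, at least 10 counts in every sample or no filter, the replicate number as a block, loess offsets (span 0.3) on exonic length, each sample left out, an adjusted p under 0.01, other definitions of closeness to a DSB, the estimated correlation, fry, and for TPM a log2 scale with 1 or 0.1 added, a TPM of at least 1, unstranded TPM and TMM CPM. Offsets on GC content and on the median change of neighbours within 5 Mb were chosen after seeing the data.

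The fits were tested on simulated data of 19308 genes with 200 changed. edgeR recovered 178 of them, 130 of the 133 changed by 2-fold or more, none with the wrong sign, with 15 false calls (7.77% of calls). DESeq2 recovered 184 with 51 false calls (21.7%). A far smaller share of genes was changed in the simulation than was called in the data (36.2%). These shares of false calls therefore do not carry over to the data. Genes and DSBs of Supplementary Table S2 without a match or a gene were left out, and the results of some genes and sites of that table are not reported here.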

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

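The tests of GC content, exonic length and regional shift on the HR-prone list, and those on regions of 5 Mb, SMARCA2 and ANGPT2, were chosen only after the result was seen. The offset on exonic length was itself set beforehand, and only its use as a test of this list came after.

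In data outside Figure 5, 6 genes of Supplementary Table S2 were differentially expressed, 4 higher and 1 lower close to HR-prone DSBs and 1 higher close to NHEJ-prone DSBs. With them, 12 genes close to HR-prone DSBs were higher, where random lists of the same expression held 4.65 on average. Only 0.45% of these lists had a median log2 fold change as high, which argues against the genome-wide share of higher genes. With the offset on GC content the set was still higher (camera with the preset correlation, p = 0.00743), and with that on exonic length too (p = 0.00535), so neither trend is the whole cause. A copy-number change was tested by the neighbours within 5 Mb, and for 0 of the 12 higher genes did their median pass 0.3. This limit cannot decide for ALAS1, GMFB, ASXL1, KLHL22, CYB561D1 and LMNB2, which changed by no more than 0.3 themselves. The neighbours of GMFB (0.22) and ASXL1 (0.26) moved more than these genes did. Those of ALAS1, KLHL22 and CYB561D1 moved less, with medians from -0.018 to 0.075. The neighbours of LMNB2 had a median of 0.080. They mix its own region of 5 Mb, with a median of 0.31, and the next region, with -0.27, so they cannot decide. A smaller regional shift is present. With the neighbours' median taken off, the set was still higher (camera with the preset correlation, p = 0.0239), so the shift is not the whole cause, but the list's median fell to 0.052, which 14.6% of the random lists reached, whereas its mean was 0.24, which 1.29% of them reached. Of the 13 called genes, 3 lie in a region of 5 Mb that moved the same way. An effect of ARID1A stays open beside a difference between cell clones, which was not tested. The paper does not state which knockout clone was sequenced, so the 3 ARID1A-KO samples may share a clone.

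Of random lists matched to the genes close to NHEJ-prone DSBs, 32.1% had a median as low, so the genome-wide share of lower genes is a candidate explanation for this list. Of its 6 lower genes, 1 (ABCC9) had neighbours past -0.3, and those of AGA came close, with a median of -0.28. With that median taken off, AGA went from -1.03 to -0.75. The neighbours of PTPRM, LINGO2, H2BC12 and NR3C1 had medians from -0.051 to 0.14, which argues against copy number for these genes. Other histone genes had a median log2 fold change of -0.29, with 11 of 14 negative, but camera gave p = 0.304 for them, so a fall of the class as a whole stays open with 14 tested genes that vary together (estimated correlation 0.462). Of these genes, 3 were also called lower, all of the H2B family, whose reads can be shared with H2BC12, so a fall of H2BC12 alone stays open too. The histone median was negative under every alternative that was run.

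Expressed genes outside the lists, which the paper does not analyse, moved together in 32 of 235 regions of 5 Mb, 20 higher and 12 lower, past 4 SD. In the region of chromosome 16 from 70000001 to 75000000, 40 genes had a median log2 fold change of 0.56, and on chromosome 3 from 130000001 to 135000000, all 20 genes were lower, with a median of -0.53. Random placement of the genes gave at most 2 such regions in 1000 draws, which argues against chance clustering. With the offset on GC content 24 of them stayed past the limit, which argues against GC content as the whole cause. The medians of the less and the more expressed genes of a region went together (Spearman's rho 0.594 over regions, which are not independent replicates), which is consistent with a copy-number difference between the ARID1A-KO and WT cells. The paper's assays that sequence DNA, such as ATAC-seq, were not analysed here, so copy number was not measured. Regulation of whole chromatin domains stays open.

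SMARCA2, outside the genes whose expression the paper discusses, had a log2 fold change of -1.18, lower in 3 of 3 ARID1A-KO samples. The 35 other genes tested within 5 Mb had a median of -0.835, so a copy-number change is a candidate explanation for most of the fall. With that median taken off, -0.35 was left (adjusted p = 0.0193 from edgeR's quasi-likelihood test, the highest over the alternatives, with 6.71e-33 the lowest). An effect of ARID1A on this gene stays open.

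ANGPT2 had a log2 fold change of 8.35, the largest rise among genes past the expression limit, from 0.146 ± 0.110 to 50.3 ± 6.08 CPM (SD, n = 3 each). With each sample left out it was between 7.94 and 9.01. Unstranded counts moved it most, to 7.575. The 39 other genes tested within 5 Mb had a median of -0.0098, which argues against a copy-number change of the region. A difference between cell clones and an effect of ARID1A both stay open.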

How the results depend on the processing

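The offsets on GC content and on neighbours were chosen only after the result was seen; the other alternatives were set before the data were examined. Of 45 called named genes, 31 kept their direction and side of the threshold under every alternative set beforehand that gave them a value. Among them were 14 of the 17 genes of Figure 5, all but LMNB2, CYB561D1 and NR3C1.

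The 7099 differentially expressed genes became 4414 at an adjusted p under 0.01, and 5285 to 7050 across the 6 fits that each left out 1 sample. The 13 called genes of the HR-prone list became 8 with the offset on GC content without block, 6 at an adjusted p under 0.01 and 56 with a TSS within 100 kb, and 6 to 10 with 1 sample left out. The 10 of the NHEJ-prone list became 6 with the nearest TSS and 29 with a TSS within 100 kb. Of the DNA repair and partner list, 8 were called, and 4 to 8 with 1 sample left out, 4 without ARID1A-KO replicate 3 and 5 without ARID1A-KO replicate 4. With a TSS within 100 kb the lists held more tested genes, 150 against 25 for HR-prone and 82 against 20 for NHEJ-prone DSBs. The cause of the other changes was not tested.

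As a set, the HR-prone list was no longer past the threshold with the nearest TSS (median 0.106), a TSS within 10 kb (0.089), a TSS within 100 kb (0.0549) or a gene body over the DSB (0.141). The NHEJ-prone list reversed with a TSS within 10 kb (median 0.0293) and passed the threshold with fry (median -0.028). Its median was also above 0 with a TSS within 100 kb (0.0418) and a gene body over the DSB (0.0219). The difference in direction between the lists no longer passed at 8.59 percentage points with a TSS within 10 kb, 17.9 within 100 kb, 31.2 for gene bodies, 50.0 with the GC offset without block and 49.2 with the neighbourhood offset. The interferon list reversed without ARID1A-KO replicate 5 (median -0.296) and ran from -0.296 to 0.50 with 1 sample left out. The cause was not tested.

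Among single genes, SRRM3 reversed to -0.0449 and -0.046 with the GC offset without and with block, and ARID2 to 0.0339 and 0.0352 with the length offset. With the neighbourhood offset, MARCHF5 reversed to -0.0274, GMFB to -0.0237, ASXL1 to -0.0489, RAD21 to 0.0661 and CTCF to -0.3505. Without ARID1A-KO replicate 3, RBBP8 was -0.003 (from -0.003 to 0.0713 with 1 sample left out), and without ARID1A-KO replicate 5, TNF was -0.3588 (from -0.3588 to 0.51). Named genes, some of these among them, became weaker, 14 with 1 sample left out, 8 with the GC offset without block and 6 with block, 7 with no filter, 6 with the neighbourhood offset, 4 with the length offset without block and 4 with block, and 1 each with the replicate block, unstranded counts, RLE normalization and DESeq2. On the log2(TPM + 1) scale, the TPM ratio went from 0.95 to 0.73 for PRORSD1P and from -1.04 to -0.79 for LINGO2. That of FAM151B went from 1.00 to 0.59, and that of VSTM2B moved furthest, from 1.82 to 1.21. The cause was not tested.

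With the replicate block, 7477 genes were called, 12 of the HR-prone list and 10 of the NHEJ-prone list. The numbers 3, 4 and 5 do not pair the samples, since deviations of same-numbered samples had correlations of -0.177, 0.268 and 0.18 across genes, which are not independent replicates.

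Depth limits VSTM2B and FAM151B, which gave no value with a TPM of at least 1 in every sample, and ANGPT2, ENSG00000258115, HTN1, KRT20, LINC02972, SYCE1 and TNNT2 gave none with at least 10 counts in every sample. DESeq2 gave no value for set tests. Of the 10 splits of the 6 samples, 1, the real one, gave as many as 7099 genes; the other 9 gave 0, with 83 to 1784 genes at an unadjusted p under 0.05, and this design gives no share under 0.1. With the length offset 7027 genes were called, which argues against length bias as the cause of their number.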

Differences from the paper's values

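The log2 fold changes compared from Fig. 5B and Fig. 5D (15 values) and the TPM values compared from Fig. S5 (30 values), read by eye, did not differ from those here. Of 13 adjusted p-values compared from Fig. 5B and Fig. 5D, 12 differed by more than 1.5 times from those of edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The paper's methods name DESeq2, which is a different test. On the same counts, the DESeq2 Wald test closed only the gap of CYB561D1. The value of LMNB2 then differed as well (0.00276 with the DESeq2 Wald test, about 0.009 in the figure). Values under 0.0001 are given as minus log10 of the adjusted p. In Fig. 5B, read by eye, the paper's minus log10 adjusted p is about 6.3 for KDELR3 (here 3.43). In Fig. 5D, read by eye, it is about 4 for LINGO2 (here 2.77), about 11 for H2BC12 (here 2.18), about 11 for AGA (here 4.18) and about 4.3 for ABCC9 (here 2.45). None of the alternatives set before the data were examined closed these gaps.

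The paper's adjusted p in Fig. 5B, read by eye, is about 0.0044 for PRORSD1P (here 0.00199), about 0.0011 for GNE (here 0.00453) and about 0.026 for CYB561D1 (here 0.0439). In Fig. 5D, read by eye, it is about 0.00014 for VSTM2B (here 0.00455), about 0.014 for NR3C1 (here 0.0377), about 0.011 for MARCHF5 (here 0.00507) and about 0.017 for FAM151B (here 0.00203). For CYB561D1, DESeq2, the tool the paper's methods name, closed the gap (0.0287), as did the length offset without block (0.038). For PRORSD1P, the replicate block (0.00359), the length offset with block (0.00459) and the fits without WT replicate 4 (0.00393), ARID1A-KO replicate 4 (0.00653) and ARID1A-KO replicate 5 (0.00519) closed it. For GNE (0.00143) and NR3C1 (0.0119) the fit without WT replicate 5 closed it. That fit moved the log2 fold change of GNE away from the figure, to 0.58 against about 0.46. For MARCHF5 it was closed with the length offset with block (0.00981) and without WT replicate 4 (0.0138), WT replicate 5 (0.0162), ARID1A-KO replicate 3 (0.0109) and ARID1A-KO replicate 5 (0.0143). The other alternatives set before the data were examined did not close these gaps, and none did for VSTM2B and FAM151B.

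Of the 9 genes in Figure 5D, 6 were lower and 3 higher in ARID1A-KO cells here, whereas the legend of that panel describes upregulation of genes close to NHEJ-prone DSBs. The paper's Results state that most of these genes were downregulated, and the values here do not differ from that statement. The paper places the guide RNA targets in exon 1, and they lie in exon 2 of 5 of the 7 ARID1A transcripts that include the site.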

Other observations

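All tests of neighbours in this part were chosen only after the result was seen.

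Of 13 DNA repair and ARID1A partner genes, 8 were differentially expressed in these untreated cells, and 4 without ARID1A-KO replicate 3. XRCC4 (log2 fold change 0.41), HDAC1 (0.26), CTCF (0.20) and ARID1B (0.19) were higher, and SMARCA2, STAG1 (-0.65), SMARCA4 (-0.56) and RSF1 (-0.22) lower. Of the 6 fits that each left out 1 sample, 1 lost the call of HDAC1, 5 those of CTCF and ARID1B and 3 that of RSF1. The highest adjusted p of edgeR's quasi-likelihood test in these fits was 0.0517 for HDAC1 without ARID1A-KO replicate 3, 0.117 for CTCF without WT replicate 4, and without ARID1A-KO replicate 4 it was 0.122 for RSF1 and 0.183 for ARID1B. Over the alternatives, DESeq2 among them, it ran from 0.00489 to 0.0517 for HDAC1, from 0.00377 to 0.117 for CTCF, from 0.0152 to 0.539 for RSF1 and from 7.23e-06 to 0.183 for ARID1B. The lowest values of CTCF and ARID1B come from the neighbourhood offset, with which CTCF was lower (-0.35) and ARID1B higher by 1.13. ARID1B was not called with unstranded counts (0.051), RLE normalization (0.055) or DESeq2 (0.0593). BRCA1, RBBP8, XRCC6, RAD21 and ARID2 were not called. For BRCA1 (log2 fold change 0.18), the adjusted p of 0.0639 ran from 0.0135 to 0.189 over the alternatives, and it was called with the replicate block (0.0462), with the offsets on exonic length (0.0237 without block) and GC content (0.0159 without block), and without WT replicate 4 (0.0311) or ARID1A-KO replicate 5 (0.0367). The genes tested within 5 Mb had a median of -0.93 for ARID1B (51 genes), -0.53 for STAG1 (56 genes), -0.28 for SMARCA4 (243 genes) and 0.55 for CTCF (138 genes). With the neighbourhood offset, STAG1 went to -0.13 and lost its call (adjusted p 0.352 from edgeR's quasi-likelihood test). SMARCA4 kept its call there, at -0.28 (adjusted p 0.0146 from the same test).

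Of 33 interferon and cytokine genes, 25 were tested and 5 were differentially expressed. IRF9 (log2 fold change 0.75), CGAS (0.57) and IRF3 (0.52) were higher, and IL6 (-2.09) and STING1 (-1.02) lower, where IRF9 is named after its value was seen. The samples of both genotypes overlapped for STING1, and its call was lost without WT replicate 3 (adjusted p 0.0683), WT replicate 5 (0.0632), ARID1A-KO replicate 3 (0.0607) or ARID1A-KO replicate 4 (0.0617), within a range of 2.68e-10 to 0.0683 over the alternatives of edgeR's quasi-likelihood test. As a set they had a median log2 fold change of 0.19 (camera p = 0.695, estimated correlation p = 0.919, fry p = 0.854), which was -0.30 without ARID1A-KO replicate 5. The median deviation of these genes was 0.88 on the log2 scale in that sample, -0.27 in ARID1A-KO replicate 3 and -0.56 in ARID1A-KO replicate 4. No count fell on IFNA1 and IFNA2.

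Of 34 histone genes other than H2BC12, 14 were tested and 4 were differentially expressed. H2AC20 (0.72) was higher, and H2BC11 (-0.89), H2BC4 (-0.71) and H2BC21 (-0.63) were lower. They are named after their values were seen, and reads can be shared between these near-identical genes.

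After ANGPT2, the largest rises were those of LINC02972 (log2 fold change 6.13), HTN3 (5.31), KRT20 (5.24) and HTN1 (4.74). The largest falls were those of SYCE1 (-7.36), ENSG00000258115 (-6.68), KRT75 (-6.32), TNNT2 (-6.07) and MFAP5 (-6.03). With unstranded counts SYCE1 had -3.79 and would not be the largest fall.

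In WT cells, genes close to HR-prone DSBs had a median of 23.2 TPM and those close to NHEJ-prone DSBs one of 14.1 TPM (25 genes each). The mean of log2(TPM + 1) differed by 1.13 between the lists, which did not pass a permutation test with 100000 resamples (two-sided p = 0.0905).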
